# Adipocyte lipin 1 expression associates with human metabolic health and regulates systemic metabolism in mice

**DOI:** 10.1172/JCI169722

**Published:** 2024-10-15

**Authors:** Andrew LaPoint, Jason M. Singer, Daniel Ferguson, Trevor M. Shew, M. Katie Renkemeyer, Hector H. Palacios, Rachael L. Field, Sireesha Yerrathota, Roshan Kumari, Mahalakshmi Shankaran, Gordon I. Smith, Jun Yoshino, Mai He, Gary J. Patti, Marc K. Hellerstein, Samuel Klein, Jonathan R. Brestoff, E. Matthew Morris, Brian N. Finck, Andrew J. Lutkewitte

**Keywords:** Hepatology, Metabolism, Diabetes, Insulin signaling, Obesity

## Abstract

Dysfunctional adipose tissue is believed to promote the development of hepatic steatosis and systemic insulin resistance, but many of the mechanisms involved are still unclear. Lipin 1 catalyzes the conversion of phosphatidic acid to diacylglycerol, the penultimate step of triglyceride synthesis, which is essential for lipid storage. Herein we found that adipose tissue *LPIN1* expression is decreased in people with obesity compared with lean subjects, and low *LPIN1* expression correlated with multi-tissue insulin resistance and increased rates of hepatic de novo lipogenesis. Comprehensive metabolic and multiomic phenotyping demonstrated that adipocyte-specific *Lpin1^–/–^* mice had a metabolically unhealthy phenotype, including liver and skeletal muscle insulin resistance, hepatic steatosis, increased hepatic de novo lipogenesis, and transcriptomic signatures of metabolically associated steatohepatitis that was exacerbated by high-fat diets. We conclude that adipocyte lipin 1–mediated lipid storage is vital for preserving adipose tissue and systemic metabolic health, and its loss predisposes mice to metabolically associated steatohepatitis.

## Abstract 2

Our data indicate that adipocyte Lpin1 deletion is sufficient to drive adipose tissue dysfunction leading to perturbations in systemic metabolism

## Introduction

Adipose tissue plays essential roles in maintaining metabolic homeostasis by serving as a fat reservoir (lipogenesis) and a secretory organ that releases hormones and other biological factors that signal to distal organs. Although increased adipose tissue mass (obesity) is associated with an increased risk for hepatic steatosis, systemic insulin resistance, and cardiometabolic diseases, a subset of people with obesity do not develop these abnormalities and have metabolically healthy obesity (MHO), as opposed to metabolically unhealthy obesity (MUO) (1–3). These studies suggest that dysfunctional adipose tissue (defined here by adipose tissue insulin resistance, inflammation, and fibrosis), not adipose tissue mass, is linked to metabolic disease development. For example, whole-body insulin resistance is associated with decreased adipose tissue lipogenic gene expression in people with MUO compared with people with MHO (3–6). Alternatively, enhanced lipogenic capacity (i.e., lipid storage capacity) in adipose tissue prevents systemic insulin resistance in mouse models of obesity and is associated with increased insulin sensitivity in people (3, 7, 8). Furthermore, adipose tissue inflammation and fibrosis are also associated with insulin resistance and hepatic steatosis in people with obesity (9).

Adipocytes store lipids as triglycerides (TAGs) by the sequential acylation of glycerol-3-phosphate. The penultimate step of TAG synthesis, which is the conversion of phosphatidic acid to diacylglycerol (DAG), is carried out by phosphatidic acid phosphohydrolase (PAP) enzymes known as lipins (10, 11). There are 3 lipin family proteins (lipins 1, 2, and 3) that are differentially expressed in various tissues (12, 13). *Lpin1*, which encodes lipin 1, was first identified as the gene deleted in fatty liver dystrophic (*fld*) mice (12), which exhibit severe lipodystrophy associated with systemic metabolic abnormalities (14, 15). *Lpin1* is highly expressed in adipocytes and is essential for TAG synthesis in mice through its action as a PAP enzyme. Lipin 1 is also required to initiate adipogenic gene expression programs, likely via the effects of phosphatidic acid on signaling cascades and direct transcriptional regulation of gene expression in the nucleus (16–20). Conditional mice with adipocyte-specific expression of a truncated form of lipin 1, which lacked intrinsic PAP activity but retained activity as a transcriptional regulator, exhibited a lean phenotype (21, 22). These mice also exhibited insulin resistance despite being lean (22), whereas lipin 1–overexpressing mice had increased adiposity yet were insulin sensitive (23). Prior work has also identified correlations between high adipose tissue LPIN1 expression and insulin sensitivity in people (24–26). These studies suggest that high expression of lipin 1 in adipocytes may preserve adipose tissue function and protect from the development of fatty liver, insulin resistance, and other metabolic abnormalities.

Despite these striking effects of modulating of adipocyte lipin 1 activity on metabolic health, the mechanisms by which lipin 1 regulates systemic metabolism, specifically through adipose-liver crosstalk, are poorly understood. Moreover, prior studies of lipin 1 loss-of-function models were complicated by the expression of the truncated lipin 1 protein that retained activity as a transcriptional regulator (21). Herein, we used mice with a floxed *Lpin1* allele that was designed to completely delete the lipin 1 protein (27, 28), thereby generating mice with total loss of lipin 1 in adipocytes, and characterized their metabolic phenotype using rigorous metabolic phenotyping and multiomic approaches. In addition, we evaluated *LPIN1* gene expression in subcutaneous adipose tissue obtained from people who were metabolically healthy and lean (MHL) and people with MHO and MUO.

## Results

### Adipose tissue LPIN1 gene expression is decreased in people with MUO and correlates with insulin sensitivity and hepatic de novo lipogenesis.

We compared *LPIN1* gene expression in subcutaneous abdominal adipose tissue from people who were metabolically healthy and lean (MHL), metabolically healthy with obesity (MHO), and metabolically unhealthy with obesity (MUO), stratified based on body mass index (BMI), glucose tolerance, hemoglobin A_1c_, and intrahepatic triglyceride (IHTG) content assessed by MRI (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/JCI169722DS1) (11). Gene expression of *LPIN1* was highest in the MHL group and progressively decreased from MHL to the MHO and MUO groups (Figure 1A). In addition, *LPIN1* expression directly correlated with skeletal muscle insulin sensitivity, defined as the glucose disposal rate (Rd) per kilogram fat-free mass divided by plasma insulin during a hyperinsulinemic-euglycemic clamp procedure (1), and hepatic insulin sensitivity (assessed as the hepatic insulin sensitivity index), which is the reciprocal of the product of basal endogenous glucose production rate and basal plasma insulin concentration (Figure 1C) (2, 3). In contrast, *LPIN1* expression was inversely associated with rates of hepatic de novo lipogenesis (DNL) (Figure 1, B–D). These data demonstrate that adipose tissue *LPIN1* expression is associated with a healthy metabolic profile in people.

### Adipocyte-specific Lpin1-knockout mice have reduced fat mass.

To test the consequences of adipocyte *Lpin1* loss on systemic metabolism, we generated mice with adipocyte-specific *Lpin1* deletion (Adn-*Lpin1^–/–^*) by using *Lpin1*-floxed mice crossed with mice expressing adiponectin promoter–driven Cre recombinase. Prior work to delete *Lpin1* in adipocytes used a distinct line of floxed mice that resulted in expression of a truncated, partially functional protein (4, 5). However, in the present study we used mice with a floxed allele shown to induce the complete loss of lipin 1 protein in skeletal muscle and heart (6, 7). Loss of lipin 1 protein and *Lpin1* gene expression was restricted to adipose tissue (Supplemental Figure 1A). There was an increase in lipin 2 mRNA abundance and protein expression in adipose tissue of the Adn-*Lpin1^–/–^* mice (Supplemental Figure 1, B and C), though previous reports have indicated that the contribution of lipin 2 to adipose tissue PAP activity is minimal (8, 9). At 8 weeks of age, male and female Adn-*Lpin1^–/–^* mice had similar body weights and body composition on chow diet compared with littermate wild-type (WT) control mice (*Lpin1* floxed) (Supplemental Figure 2, A–D). Although female knockout mice were mildly hyperglycemic compared with WT controls, neither sex exhibited differences in an insulin tolerance test (ITT) (Supplemental Figure 2, E–H).

Next, we fed male mice a high-fat diet (HFD; 60% kcal from fat) or a matched low-fat diet (LFD; 10% kcal from fat) to determine the effects of caloric excess on the phenotype. After 5 weeks of diet, WT mice fed HFD had a significant increase in body weight, gonadal and inguinal white adipose tissue (gWAT and iWAT) mass, and percentage adiposity compared with WT mice on LFD, while mice lacking adipocyte *Lpin1* gained less weight on the HFD and exhibited reduced fat pad weights compared with WT comparators on either diet (Figure 2, A–E). Adipose tissue from Adn-*Lpin1^–/–^* mice on both diets exhibited decreased expression of peroxisome proliferator–activated receptor γ-1 (*Pparg1*) and adiponectin (*Adipoq*) and increased expression of collagen type I α1 chain (*Col1a1*), transforming growth factor-β1 (*Tgfb1*), and cluster of differentiation 68 (*Cd68*; a macrophage marker) in comparison with WT control mice (Figure 2, F–O). Gross histology of gWAT and iWAT revealed increases in fibrosis and “crown-like” inflammatory structures in Adn-*Lpin1^–/–^* mice compared with WT mice, which was exacerbated by HFD feeding (Figure 2, P and Q).

Adipose tissue influences systemic metabolism through the regulated release of non-esterified fatty acids (NEFAs), glycerol, and various metabolic peptide hormones known as adipokines. In support of previous findings (4), mice lacking lipin 1 exhibited reduced plasma NEFA and glycerol concentrations, while TAG concentrations were unaffected by *Lpin1* loss (Supplemental Figure 3, A–C). Plasma adiponectin concentrations were significantly reduced in Adn-*Lpin1^–/–^* mice compared with WT mice on both diets (Supplemental Figure 3D). Plasma leptin and resistin concentrations tended to be lower in knockout mice but were not significantly reduced (Supplemental Figure 3F). Together these data suggest that loss of adipocyte lipin 1 is sufficient to cause adipose tissue dysfunction in mice.

### Adn-Lpin1^–/–^ mice have similar energetics to WT mice on either diet.

Given that Adn-*Lpin1^–/–^* mice are leaner than their WT littermates, we used indirect calorimetry to assess energy intake, metabolic rates, substrate preferences, and activity. The mice were singly housed 2 weeks before housing in indirect calorimetry cages for 7–8 days. All the groups had similar non-significant changes in body weight during the entire 8-day period (Figure 3A). Five weeks of HFD feeding reduced energy intake in both genotypes (Figure 3B). The first 5 days of indirect calorimetry were considered an acclimation period, and metabolic data were collected during the final 48–72 hours of housing. Average 24-hour total energy expenditure and resting energy expenditure were similar between all groups (Figure 3, C and D), while non-resting energy expenditure was decreased by HFD feeding in Adn-*Lpin1^–/–^* (Figure 3E) The respiratory quotient was markedly reduced by the HFD in both genotypes (Figure 3F). Finally, there were no differences in cage activity between any groups (Figure 3, G and H).

### Adn-Lpin1^–/–^ mice are metabolically unhealthy.

Insulin and glucose tolerance tests were performed with WT and Adn-*Lpin1^–/–^* mice on either LFD or HFD. As observed with younger mice on a chow diet, 12- to 13-week-old Adn-*Lpin1^–/–^* mice fed an LFD exhibited similar plasma insulin and insulin (week 4 of diet) and glucose tolerance (week 5 of diet) compared with WT mice (Supplemental Figure 4). In contrast, Adn-*Lpin1^–/–^* mice fed an HFD had the highest fasting plasma insulin and blood glucose concentrations and were significantly insulin and glucose intolerant compared with all other mice after HFD feeding (Supplemental Figure 4). In contrast, this short-term HFD treatment did not induce glucose or insulin intolerance in HFD-fed WT mice compared with LFD-fed WT mice.

WT and Adn-*Lpin1^–/–^* mice fed an HFD underwent hyperinsulinemic-euglycemic clamp studies, the gold standard to measure insulin sensitivity, to determine which tissues were insulin resistant (Figure 4). Adn-*Lpin1^–/–^* mice were hyperglycemic at the start of the clamp procedure and required significantly lower rates of exogenous glucose infusion to reach steady-state arterial blood glucose concentrations than WT mice (Figure 4, A and B). Fasting endogenous glucose production was elevated in Adn-*Lpin1^–/–^* mice, compared with WT mice, and insulin was less effective at suppressing glucose production during the clamp (Figure 4, C and D). Quantification of 2-deoxyglucose uptake into various tissues revealed that Adn-*Lpin1^–/–^* mice exhibited a substantial decrease in glucose disposal in subscapular brown adipose tissue (BAT) and vastus muscle, with a trend toward reduced uptake in soleus and gastrocnemius muscle (Figure 4, E and F). In clamped vastus muscle, the phosphorylation of insulin signaling proteins AKT and GSK3β was not different between genotypes, although insulin can increase glucose uptake in muscle independently of AKT activation (Supplemental Figure 4E) (10). Plasma insulin concentrations were also elevated during the clamp in Adn-*Lpin1^–/–^* mice (Figure 4G). Considering the rate of glucose appearance as a function of plasma insulin concentrations, displayed as the slope from fasted to clamp states, revealed a significant difference between genotypes, indicating that insulin was less effective at suppressing endogenous glucose production and providing further evidence of hepatic insulin resistance in Adn-*Lpin1^–/–^* mice (Figure 4H). Similarly, compared with WT mice, high insulin concentrations were less effective at increasing the glucose disposal rate in Adn-*Lpin1^–/–^* mice, indicating BAT and skeletal muscle insulin resistance (Figure 4I). Insulin was significantly more effective at suppressing plasma NEFA and glycerol concentrations in WT compared with Adn-*Lpin1^–/–^* mice, suggesting adipose tissue insulin resistance (Figure 4, J and K). These data suggest that loss of lipin 1 in adipocytes leads to systemic insulin resistance that impacts adipose, liver, and skeletal muscle.

### Loss of adipocyte Lpin1 leads to ectopic lipid accumulation and increased hepatic DNL.

On both LFD and HFD, Adn-*Lpin1^–/–^* mouse livers were enlarged compared with WT livers and appeared to accumulate lipids as indicated by the vacuolar appearance of sections after H&E staining (Figure 5, A and B). We performed targeted lipidomic analyses and found that in comparison with WT mice, intrahepatic DAG and TAG were much higher (10- and 5-fold, respectively) in Adn-*Lpin1^–/–^* mice fed LFD (Figure 5C). While HFD increased hepatic glycerolipid content in WT mice, the effect of HFD was more dramatic in Adn-*Lpin1^–/–^* mice than in WT mice (Figure 5C). Several TAG species with long polyunsaturated acyl chains were significantly increased, most notably 20:4 (Figure 5C). Similar increases in DAG, but not TAG, were observed in lipidomic analyses of gastrocnemius of these mice, indicating ectopic lipid accumulation in skeletal muscle as well (Figure 5D).

Adn-*Lpin1^–/–^* mice exhibited lower plasma lipids (Supplemental Figure 3, A–C) and only a trend toward lower TAG clearance following an oral olive oil gavage compared with littermates on chow (Supplemental Figure 2, I and K). These data suggest that the hepatic lipids may be derived from other sources in addition to adipocytes. Given that Adn-*Lpin1^–/–^* mice were insulin resistant, which is known to drive increased hepatic DNL (11), we sought to determine rates of DNL in Adn-*Lpin1^–/–^* mice on HFD. Indeed, isotopic tracing studies conducted using deuterated water confirmed an increase in the fractional synthesis rate of liver palmitate in Adn-*Lpin1^–/–^* mice compared with WT mice on HFD (Figure 5E). These data indicate that loss of *Lpin1* in adipocytes leads to hepatic steatosis in conjunction with increased rates of DNL.

### Bulk RNA sequencing analysis reveals significant changes in the expression of genes in pathways related to the transition from fatty liver to metabolically associated steatohepatitis.

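Bulk RNA sequencing measured gene expression in livers of WT mice and of Adn-Lpin1-/- mice, which lack the phosphatidic acid phosphohydrolase lipin 1 in adipocytes. The male mice were 8 weeks old when they were placed on an LFD with 10% or an HFD with 60% of kcal from fat, and they were fasted for 4 hours before sacrifice. The paper gives 5 weeks of feeding, whereas the sample labels give 16 weeks. Each of the 4 groups had libraries of 5 single mice and 1 library of RNA pooled from the 5 mice, where the paper gives n = 6. The authors aligned the reads to GRCm38 with STAR, counted them on Ensembl release 76 genes with featureCounts, and deposited the count, CPM and RPKM of 41388 genes for each library. Total counts per mouse ranged from 36260187 to 45999456 (median 40777580) in WT LFD, from 51095146 to 61435897 (median 52955319) in Adn-Lpin1-/- LFD, from 54036184 to 62249701 (median 57124312) in WT HFD, and from 57550362 to 81072794 (median 62306028) in Adn-Lpin1-/- HFD. From the deposited counts, rRNA genes were left out, which held between 0.265% and 0.465% of the counts of a mouse, and the 13052 genes with more than 1 CPM in at least 4 of the 20 single-mouse libraries were tested. Library sizes were scaled by edgeR's TMM method, the 4 group means were fitted together, and a gene was called where the adjusted p was at or below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All CPM values given for single genes are on these scaled library sizes. The pooled libraries were left out of the tests, since they repeat the RNA of the same mice. The pool lay inside the range of its 5 mice for 78.4% of genes in WT LFD, 86.7% in Adn-Lpin1-/- LFD, 83.6% in WT HFD and 83.8% in Adn-Lpin1-/- HFD. On counts simulated from these libraries with 200 changed genes, the same test recovered 182 of the changed genes and made 10 false calls. With a simulated trend with GC content that differed between the genotypes, it recovered 189 and made 173 false calls, and with the trend removed 187 and 13. The simulated trend differed more between the genotypes than that of these libraries, so the 173 false calls do not estimate theirs. The targeted gene, Lpin1 (ENSMUSG00000020593), lies on chromosome 12 of GRCm38 from 16535669 to 16589770. Because it was deleted in adipocytes, its level in liver does not check the genotype labels. Liver Lpin1 was 358 ± 208 CPM (SD, n = 5 mice; range 142 to 673) in WT LFD, 614 ± 339 CPM (n = 5; range 322 to 1195) in Adn-Lpin1-/- LFD, 274 ± 168 CPM (n = 5; range 137 to 556) in WT HFD and 331 ± 216 CPM (n = 5; range 120 to 580) in Adn-Lpin1-/- HFD. The log2 fold change of Lpin1 by genotype was 0.78 on the LFD (standard error 0.49, adjusted p = 0.314 from edgeR's quasi-likelihood test). On the HFD it was 0.27 (standard error 0.49, adjusted p = 0.734 from the same edgeR test), and neither difference was called. Without mouse 3 of Adn-Lpin1-/- HFD, the log2 fold change of Lpin1 on the HFD was -0.03.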

To identify the molecular pathways associated with insulin resistance and steatosis in Adn-*Lpin1^–/–^* mice, we performed bulk RNA sequencing in the liver (Figure 6 and Supplemental Figure 5). 

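Distances between the 20 mice over the log2 CPM of all 13052 genes were split into a part between the 4 groups and a part within them. The groups accounted for 41.8% of the variation (pseudo-F 3.82; permutation test with 100000 permutations, p = 1e-05, the smallest they can give). The 500 genes of largest variance moved this share most, to 49.0%, and scaling each gene to unit variance gave 35.3%. With each mouse left out in turn, the share was between 41.0% and 44.4%. In tests of 2 groups at a time, genotype accounted for 34.1% of the variation on the LFD and 33.9% on the HFD (exact permutation tests, p = 0.00794 each, the smallest that 5 mice against 5 allow). Diet accounted for 20.6% in WT mice (exact permutation test, p = 0.0159) and 22.5% in Adn-Lpin1-/- mice (exact permutation test, p = 0.0238). Adjusted over the 6 pairs of groups, the largest of these p values was 0.0238. Principal component 1 held 32.0% of the variance, and its mean score was -23.3 ± 9.34 (SD, n = 5) in WT LFD, -16.1 ± 8.58 in WT HFD, 16.5 ± 13.9 in Adn-Lpin1-/- LFD and 23.0 ± 16.8 in Adn-Lpin1-/- HFD. All 10 Adn-Lpin1-/- mice scored above all WT mice on it, the lowest Adn-Lpin1-/- mouse at 1.09 and the highest WT mouse at -4.61. Principal component 2 held 12.4% of the variance and had mean scores of 8.07 ± 4.12 in WT LFD, 17.9 ± 5.53 in Adn-Lpin1-/- LFD, -15.8 ± 5.67 in WT HFD and -10.1 ± 4.41 in Adn-Lpin1-/- HFD.

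**Figure D1:**
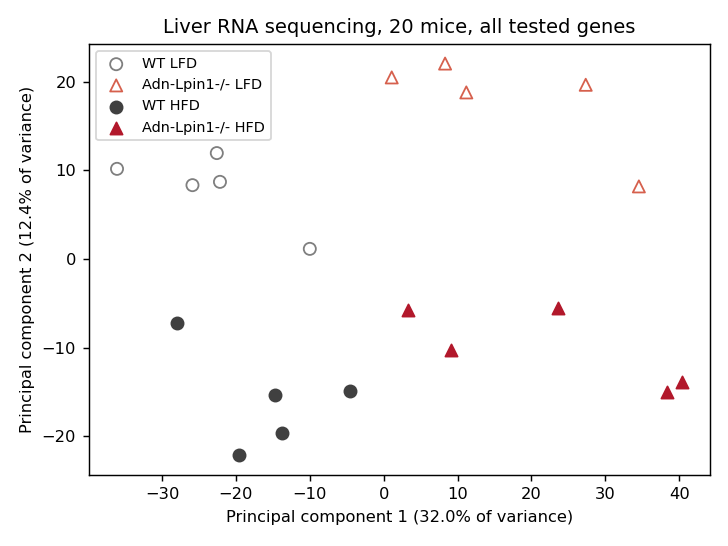
Scores of the 20 single-mouse liver libraries on principal components 1 (32.0% of variance) and 2 (12.4%) of log2 CPM over 13052 genes. Circles are WT and triangles Adn-Lpin1-/- mice, open symbols LFD and filled symbols HFD; the 10 Adn-Lpin1-/- mice lie above all WT mice on component 1, and every LFD mouse lies above every HFD mouse on component 2.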

Principal component analyses demonstrated significant separation among the 4 groups with apparent gene changes represented by a heatmap (Supplemental Figure 5, A and B). 

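On the LFD, 1877 genes differed between Adn-Lpin1-/- and WT livers (818 higher and 1059 lower in Adn-Lpin1-/-; edgeR's quasi-likelihood test, adjusted p at or below 0.05). On the HFD, 2434 genes differed (1288 higher and 1146 lower). Of these, 38 genes on the LFD (25 higher, 13 lower) and 46 on the HFD (31 higher, 15 lower) changed at least 4-fold. Voom with quality weights and the pools as sixth libraries, the test and number of libraries of the paper's methods, moved the totals of 1877 and 2434 most, to 4149 and 4624 genes. After removal of each library's trend with GC content, a setting chosen after seeing the data, 1330 and 1624 of the called genes were still called. Without mouse 3 of WT LFD, 1210 genes were called on the LFD, and without mouse 2 of Adn-Lpin1-/- HFD, 1475 genes were called on the HFD. A total of 1015 genes were called on both diets, 1013 of them in the same direction. The 5 Adn-Lpin1-/- and 5 WT mice did not overlap in 1104 of the genes called on the LFD and 1274 of those called on the HFD, or in 1319 and 1486 of all genes tested, where chance gives 0.794% of genes. Cidea (ENSMUSG00000024526, chromosome 18 of GRCm38, 67343564 to 67367794) encodes a lipid droplet protein. Its counts were 0 to 4 per WT mouse, 6 to 1490 per Adn-Lpin1-/- LFD mouse and 16 to 2515 per Adn-Lpin1-/- HFD mouse. This was 7.93 ± 9.94 CPM (SD, n = 5) in Adn-Lpin1-/- LFD, with a range of 0.114 to 24.4, and 18.6 ± 19.1 CPM in Adn-Lpin1-/- HFD, with a range of 0.276 to 39.8. The fitted log2 fold change of Cidea, which rests on few counts in WT, was 8.45 on the LFD (standard error 1.96, adjusted p = 0.00643 from edgeR's quasi-likelihood test) and 9.22 on the HFD (standard error 1.73, adjusted p = 0.00144). Every Adn-Lpin1-/- mouse was above every WT mouse on both diets (two-sided exact permutation tests, p = 0.00794 each). Voom with quality weights alone gave an adjusted p of 0.127 for Cidea on the LFD, the highest of its alternatives, which reached down to 1.94e-05. Cidec (ENSMUSG00000030278, chromosome 6, 113424634 to 113435760), a related lipid droplet gene, was 10.4 ± 4.82 CPM in WT LFD, 69.6 ± 39.6 in Adn-Lpin1-/- LFD, 10.2 ± 4.50 in WT HFD and 74.9 ± 52.7 in Adn-Lpin1-/- HFD. Its log2 fold change was 2.74 on the LFD (standard error 0.54, adjusted p = 0.00241 from edgeR's test) and 2.88 on the HFD (standard error 0.54, adjusted p = 0.00159), and the groups overlapped on the HFD (exact permutation test, p = 0.0159). Plin4 (ENSMUSG00000002831, chromosome 17, 56100591 to 56109803), which encodes a perilipin, was 13.9 ± 6.31 CPM in WT LFD, 75.1 ± 34.2 in Adn-Lpin1-/- LFD, 21.8 ± 11.4 in WT HFD and 93.0 ± 51.2 in Adn-Lpin1-/- HFD. Its log2 fold change was 2.44 on the LFD (standard error 0.47, adjusted p = 0.00192 from edgeR's test) and 2.09 on the HFD (standard error 0.46, adjusted p = 0.00446), with no overlap of the genotypes on either diet. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042), the collagen type I alpha 1 chain, was 4.64 ± 2.33 CPM in WT LFD, 33.6 ± 26.6 in Adn-Lpin1-/- LFD, 6.79 ± 3.27 in WT HFD and 32.8 ± 29.1 in Adn-Lpin1-/- HFD. Its log2 fold change was 2.85 on the LFD (standard error 0.64, adjusted p = 0.00620 from edgeR's test), without overlap of the groups. On the HFD it was 2.27 (standard error 0.62, adjusted p = 0.0160 from edgeR's test), and the groups overlapped (exact permutation test, p = 0.0476). Col1a1 on the HFD lost its call without mouse 1 of Adn-Lpin1-/- HFD (adjusted p = 0.0560 from edgeR's test) and under voom with quality weights (adjusted p = 0.0651).

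**Figure D2:**
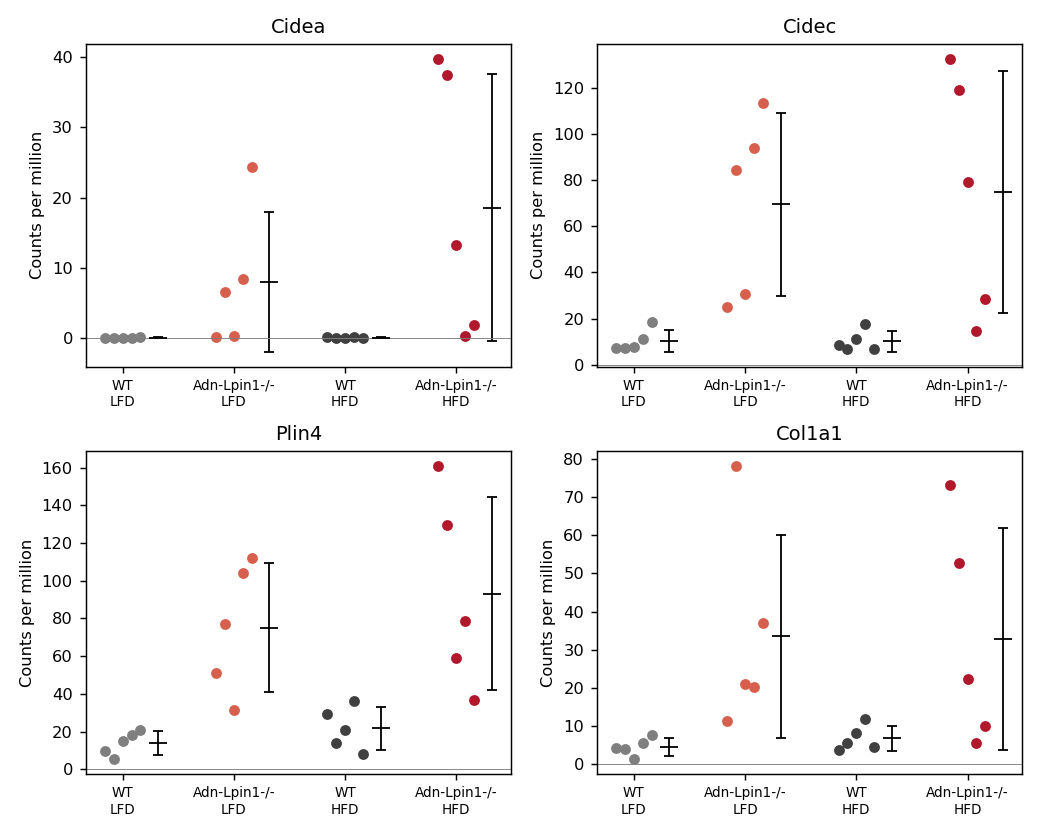
CPM of Cidea, Cidec, Plin4 and Col1a1 per mouse (points) in the 4 groups of 5 mice, with the mean ± SD in black. Cidea was at most 0.0986 CPM in WT mice and spread from 0.114 to 39.8 CPM among the Adn-Lpin1-/- mice of both diets.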

There was a significant increase of genes associated with hepatic steatosis (*Cidea*, *Cidec*, and *Plin4*) and fibrosis (*Col1a1*) in Adn-*Lpin1^–/–^* livers on both diets compared with their diet-matched control mice (Figure 6, A and B). Next, we performed weighted gene coexpression network analysis (WGCNA) to identify highly correlated gene modules within the sequencing data (Figure 6C) (12). Several modules significantly correlated with the genotype of the mice and/or the diets (Figure 6C, select modules shown). 

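Genes were grouped by Ward's method on the unsigned correlation of their variance-stabilized counts across the 20 mice into 16 clusters, the number of modules listed in Fig. 6C, in place of the network analysis. The cluster that held Col1a1 had 1265 of the 13052 genes (9.69%) and ranked 2 among the 16 by size. It held 312 of the 818 genes called higher in Adn-Lpin1-/- on the LFD (38.1%) and 260 of the 1288 called higher on the HFD (20.2%). Of the genes called lower, it held 243 of 1059 on the LFD (22.9%) and 197 of 1146 on the HFD (17.2%). Among the genes at least 4-fold higher, it held 13 of 25 on the LFD and 14 of 31 on the HFD. Of the 81 tested genes in Supplemental Table 2, 23 were in this cluster (28.4%). With a signed correlation, the cluster of Col1a1 had 1373 genes and was the largest, and with average linkage on the topological overlap it took in 12998 genes.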

The turquoise module contained the largest number of genes at 2,762, and most of the significantly upregulated genes in the volcano plots clustered to this module (Figure 6, A and B, and Supplemental Table 2). Additionally, the turquoise module was correlated positively with the HFD-fed Adn-*Lpin1^–/–^* mice and most negatively with the control LFD-fed mice (Figure 6C).

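The first principal component of the Col1a1 cluster, its eigengene, held 53.7% of the cluster's variance. Its mean was -1.06 ± 0.42 (SD, n = 5 mice) in WT LFD, 0.82 ± 0.56 in Adn-Lpin1-/- LFD, -0.66 ± 0.38 in WT HFD and 0.90 ± 0.76 in Adn-Lpin1-/- HFD. Every Adn-Lpin1-/- mouse scored above every WT mouse, the lowest at -0.107 and the highest WT mouse at -0.163. The cluster was chosen for holding Col1a1, a gene called by genotype, so this separation is not independent of that call. Each group was set against the 15 other mice in a two-sided permutation test with 100000 permutations, and the p values were adjusted over the 4 groups. The 15 other mice include the other group of the same genotype, so these tests do not measure genotype itself. WT LFD differed from the rest by -1.41 (permutation p = 0.00427, adjusted p = 0.0171) and WT HFD by -0.88 (permutation p = 0.0972, adjusted p = 0.0972). Adn-Lpin1-/- LFD differed by 1.09 (permutation p = 0.0352, adjusted p = 0.0469) and Adn-Lpin1-/- HFD by 1.20 (permutation p = 0.0182, adjusted p = 0.0364). The cluster was built again in each of the 20 fits that left out 1 mouse, and shared 284 to 624 genes with the cluster of all mice. In these fits the call of WT LFD was lost in 9, that of Adn-Lpin1-/- LFD in 14 and that of Adn-Lpin1-/- HFD in 15, and a change of the cluster was not separated from the loss of a mouse. Across those fits, the difference ranged from -1.46 (without mouse 2 of WT LFD) to -1.02 (without mouse 5 of Adn-Lpin1-/- LFD) for WT LFD. It ranged from 0.76 (without mouse 2 of WT LFD) to 1.41 (without mouse 1 of Adn-Lpin1-/- LFD) for Adn-Lpin1-/- LFD, and from 0.85 (without mouse 1 of Adn-Lpin1-/- HFD) to 1.45 (without mouse 2 of Adn-Lpin1-/- LFD) for Adn-Lpin1-/- HFD. WT HFD passed the threshold only without mouse 4 of WT LFD, at -1.18. No group changed its sign in these 20 fits. The difference of the genotype effect between the diets was -0.32 (exact permutation test over 63504 arrangements, p = 0.519).

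**Figure D3:**
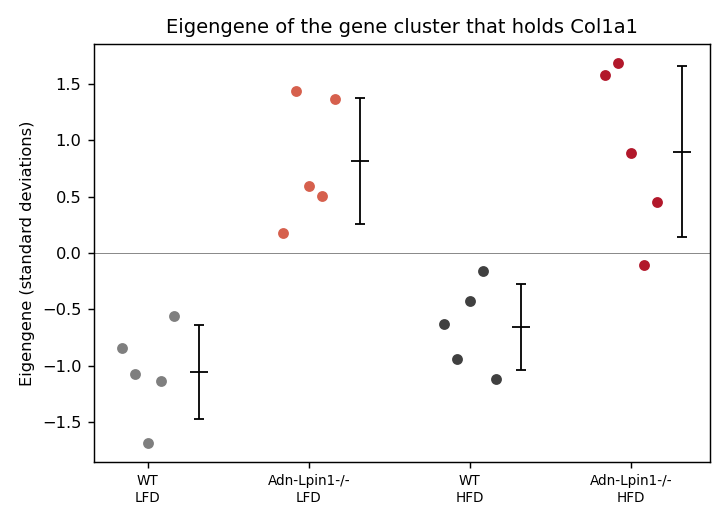
Eigengene of the Col1a1 cluster (standard deviations) for each mouse (points) in the 4 groups of 5 mice, with the mean ± SD in black. Mean scores were negative in both WT groups and positive in both Adn-Lpin1-/- groups.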

We next combined WGCNA module sets with phenotypic traits from the mice used to generate the RNA sequencing data. Using Pearson’s correlation coefficient, we found several module sets that were significantly correlated to phenotypic data such as body composition, tissue size, plasma adiponectin, glycerol, and NEFAs (Figure 6D, select modules shown, and Supplemental Figure 6A). In addition, we compared our lipidomic data to identify gene modules that correlate with the increased DAG and TAG species seen in Adn-*Lpin1^–/–^* livers and discovered that many of these lipid species also had significant correlations to gene modules (Figure 7 and Supplemental Figure 6B). Specifically, the turquoise and pink modules positively correlated with plasma insulin levels, liver size, and most DAG and TAG species. Alternatively, these modules were negatively correlated to plasma glycerol and NEFAs (Figure 6D and Figure 7). The yellow module, which most negatively correlated to Adn-*Lpin1^–/–^* mice, and most DAG and TAG species had positive correlations for fat mass, adiponectin, plasma glycerol, and NEFA and negative correlations for ITT AUC, glucose tolerance test (GTT) AUC, blood glucose, and liver size (Figure 6, C and D, and Figure 7). The purple module was negatively associated with plasma insulin, ITT AUC, and GTT AUC and most long-chain polyunsaturated DAG and TAG species (Figure 6, C and D, and Figure 7).

Pathway analysis of the turquoise module genes revealed several significant Gene Ontology (GO) molecular pathways involved in extracellular matrix (ECM) components, lipid binding, and collagen binding (Supplemental Figure 7). 

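All 22 collagen genes among the tested genes were examined as a set, fixed by their symbols before their values were seen. Their median log2 fold change between Adn-Lpin1-/- and WT was 0.94 on the LFD, where 18 of 22 genes were higher in Adn-Lpin1-/-, and 0.75 on the HFD, where 21 of 22 were higher. Limma's camera test, with a preset correlation of 0.01 between genes, gave an adjusted p = 3.04e-06 on the LFD and an adjusted p = 2.94e-06 on the HFD, over the 6 set tests of collagen, ECM-receptor and lipogenic genes. Under limma's fry both collagen calls held (adjusted p = 0.00329 each), as did both for the ECM-receptor genes, while the lipogenic genes were called on neither diet. With the correlation estimated from the data, no set was called (lowest adjusted p = 0.168, for collagen genes on both diets). Singly, 13 collagen genes were called on the LFD and 11 on the HFD over all genes tested, each higher in Adn-Lpin1-/-. Adjusted over the list alone, 15 genes were past the threshold on the LFD (14 higher, and Col18a1 lower) and 16 on the HFD, all higher. Col1a1 itself belongs to this set.

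**Figure D4:**
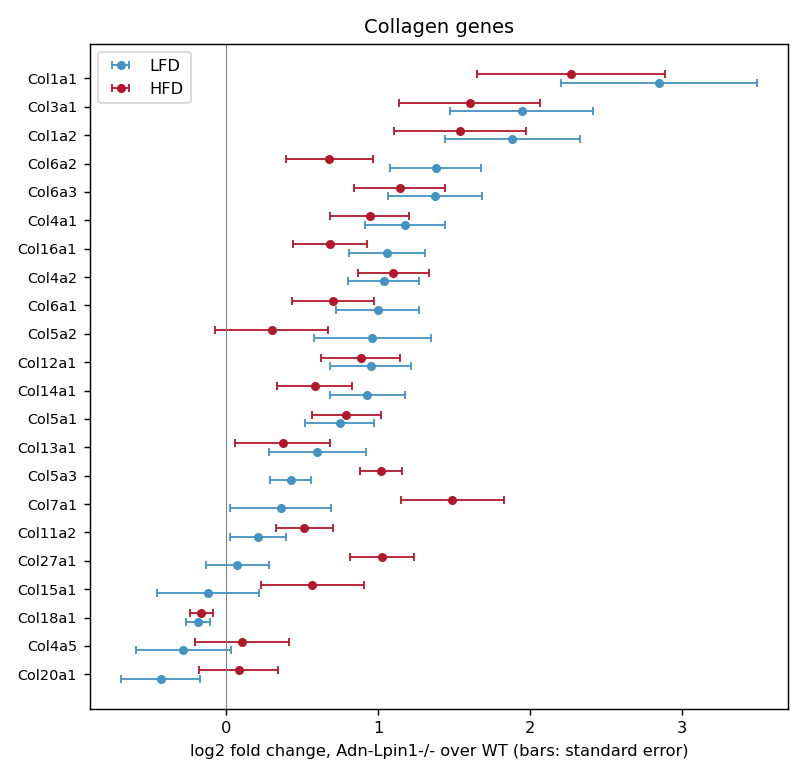
Log2 fold change (Adn-Lpin1-/- over WT) of 22 collagen genes on the LFD (blue) and the HFD (red), with bars of 1 standard error from edgeR. The largest change on both diets was that of Col1a1, 2.85 on the LFD and 2.27 on the HFD.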

In fact, one of the most significantly upregulated genes in Adn-*Lpin1^–/–^* livers is *Col1a1*, which clusters to the turquoise model and is a marker of activated stellate cells, the primary mediators of hepatic fibrosis (Figure 6, A and B, and Supplemental Table 2). 

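Among the 818 genes called higher in Adn-Lpin1-/- on the LFD, Col1a1 ranked 6 by log2 fold change and 141 by adjusted p. Among the 1288 called higher on the HFD, it ranked 19 by log2 fold change and 620 by adjusted p. Cidea ranked 1 by log2 fold change on both diets. A list of stellate cell markers that includes Col1a1 had 10 tested genes, all higher in Adn-Lpin1-/- on both diets, with a median log2 fold change of 1.40 on the LFD and 0.86 on the HFD. Over all genes tested, 9 of them were called on the LFD and 7 on the HFD, and adjusted over the list alone, 10 and 8. Of the 10 genes, 9 were in the cluster of Col1a1. From its data together, the paper proposes that loss of adipocyte lipin 1 drives insulin resistance and raises early markers of hepatic fibrosis and MASH.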

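Of 59 genes listed by hand as ECM-receptor genes (laminins, integrins, thrombospondins, tenascins, syndecans and other matrix and receptor genes, without collagens), 43 were tested. Their median log2 fold change was 0.34 on the LFD, with 32 of 43 higher in Adn-Lpin1-/-, and 0.44 on the HFD, with 34 of 43 higher. The set passed limma's camera test on the LFD (adjusted p = 0.00146) and on the HFD (adjusted p = 7.47e-05), but not with an estimated correlation between genes (adjusted p = 0.246 and adjusted p = 0.174). Over all genes tested, 15 genes were called on the LFD (11 higher, 4 lower) and 17 on the HFD (14 higher, 3 lower). Adjusted over the list alone, 19 and 25 genes were past the threshold. In the cluster of Col1a1 were 13 of the 43 genes.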

Significant Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways within the turquoise module included PI3K/AKT signaling, ECM-receptor interactions, and AGE/RAGE signaling pathway in diabetic complications (Supplemental Figure 7A). Pathway analysis of the pink module set included significant GO molecular function pathways involved in oxidoreductase activity, FAD/NAD binding, and significant GO biological pathways involved in metabolic and catabolic pathways specifically related to lipid metabolism (Supplemental Figure 7B). Yellow pathway analysis revealed significant changes in FoxO, mTOR, AMPK, and insulin signaling pathways, as well as regulation of kinase signaling and activity (Supplemental Figure 7C).

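Of the 37 genes of glucose metabolism, lipid metabolism and insulin signaling drawn in Supplemental Fig. 8, 36 were tested, and G6pc2 was under the limit on low counts. Their log2 fold changes by genotype had a median of 0.15 on the LFD and 0.01 on the HFD. Only Insr was called by genotype on each diet over all genes tested, and it was also the only gene past the threshold adjusted over the list alone. An unadjusted p under 0.05 was reached by 6 genes on the LFD and 3 on the HFD. Insr (ENSMUSG00000005534, chromosome 8 of GRCm38, 3150922 to 3279617), the insulin receptor gene, was 122 ± 14.9 CPM (SD, n = 5 mice) in WT LFD, 91.2 ± 9.15 in Adn-Lpin1-/- LFD, 137 ± 6.28 in WT HFD and 101 ± 5.79 in Adn-Lpin1-/- HFD. The log2 fold change of Insr was -0.42 on the LFD (standard error 0.08, adjusted p = 0.00202 from edgeR's quasi-likelihood test), where the groups overlapped (two-sided exact permutation test, p = 0.0159). On the HFD it was -0.43 (standard error 0.08, adjusted p = 0.00138 from edgeR's test), and every Adn-Lpin1-/- mouse was below every WT mouse. Insr kept its call in all 20 fits that each left out a mouse, while Akt2 was added on the LFD without mouse 4 of Adn-Lpin1-/- LFD and on the HFD without mouse 2 or 5 of WT LFD or mouse 1 or 4 of WT HFD, and Mlxipl on the HFD without mouse 5 of WT LFD, mouse 5 of Adn-Lpin1-/- LFD, or mouse 1 or 2 of Adn-Lpin1-/- HFD. By diet, Scd1 was the only gene of the list called, in Adn-Lpin1-/- mice, and 11 genes were past the threshold there adjusted over the list alone. With voom's quality weights and the pools as sixth libraries, 13 genes of the list were called by genotype on the LFD and 4 on the HFD.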

Targeting specific genes within each module, we found significant changes in genes with functions related to our observed phenotypes, including glucose metabolism, lipid metabolism, and insulin signaling (Supplemental Figure 8). 

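The 8 genes of de novo lipogenesis named in the text, Acly, Fasn, Acaca, Acacb, Scd1, Scd2, Scd3 and Scd4, each had their highest mean in Adn-Lpin1-/- LFD among the 4 groups. Fasn was 671 ± 259 CPM (SD, n = 5 mice) in WT LFD, 1210 ± 457 in Adn-Lpin1-/- LFD, 577 ± 151 in WT HFD and 500 ± 369 in Adn-Lpin1-/- HFD. Acly was 270 ± 92.1 CPM in WT LFD, 421 ± 135 in Adn-Lpin1-/- LFD, 229 ± 32.9 in WT HFD and 234 ± 115 in Adn-Lpin1-/- HFD. Scd1 was 16140 ± 6065 CPM in WT LFD, 23010 ± 3166 in Adn-Lpin1-/- LFD, 8111 ± 3361 in WT HFD and 7375 ± 3736 in Adn-Lpin1-/- HFD. The 4 Scd genes are paralogs that lie together on chromosome 19 of GRCm38 between 44203288 and 44407709, so the split of reads among them is uncertain. On the LFD the 8 log2 fold changes by genotype lay between 0.30 (Acaca) and 0.85 (Fasn), with a median of 0.65, and none was called (adjusted p between 0.142 and 0.450 from edgeR's quasi-likelihood test), while 2 had an unadjusted p under 0.05. Limma's camera test gave an adjusted p = 0.00946 for the set on the LFD, which fry did not call (adjusted p = 0.0927). On the HFD the log2 fold changes lay between -0.21 and 0.04, with none called and 0 under an unadjusted p of 0.05, and limma's camera test gave an adjusted p = 0.483. Without mouse 4 of WT HFD or mouse 5 of Adn-Lpin1-/- HFD, the direction of the set on the HFD reversed, with an unadjusted camera p of 0.934 and 0.615. The difference of the genotype effect between the diets was called for none of the 8 genes singly (lowest adjusted p 0.736 from edgeR's test), and none had an unadjusted p under 0.05. In Adn-Lpin1-/- mice all 8 genes were lower on the HFD than on the LFD, and Scd1 was called over all genes tested (log2 fold change -1.64, standard error 0.36, adjusted p = 0.0190 from edgeR's test) and all 8 adjusted over the list alone. In WT mice all 8 were lower on the HFD too, by log2 fold changes between -0.99 and -0.22, with none called. The first principal component of the 8 genes held 86.8% of their variance, and Adn-Lpin1-/- LFD differed on it from the other 15 mice by 1.49 (permutation test, adjusted p = 0.00828 over the 4 groups). The other groups were not past the threshold, with differences of 0.19 in WT LFD, -0.69 in WT HFD and -0.99 in Adn-Lpin1-/- HFD (permutation tests, adjusted p = 0.728, 0.263 and 0.117). Without mouse 5 of WT LFD, the difference of WT LFD was -0.06.

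**Figure D5:**
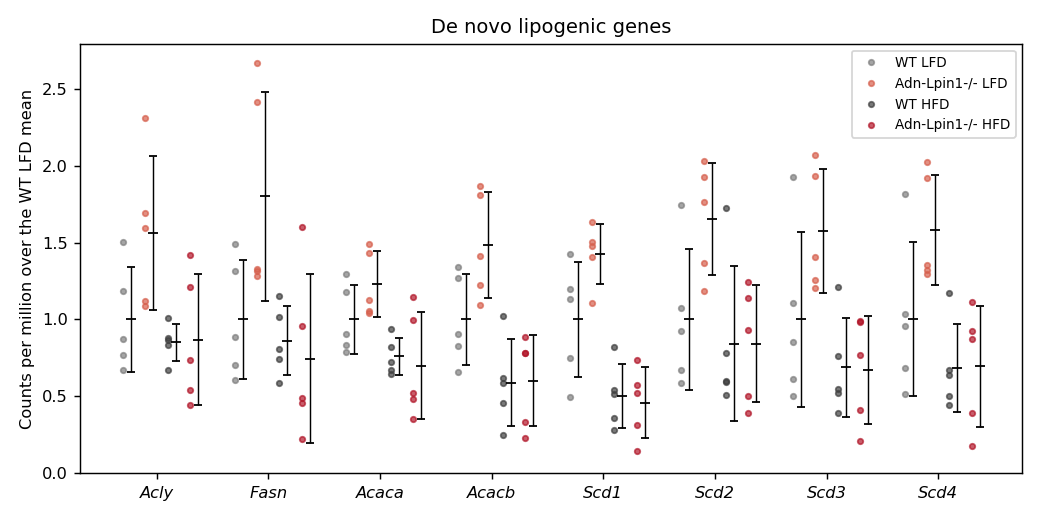
CPM of the 8 lipogenic genes relative to the mean of WT LFD, with a point per mouse and the mean ± SD in black for each group of 5 mice. The mean of Adn-Lpin1-/- LFD is the highest of the 4 groups for all 8 genes, and single mice of the groups overlap.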

De novo lipogenic genes (*Acly*, *Fasn*, *Acaca*, *Acacb*, and *Scd1-4*) clustered to the purple module and had the highest expression in the LFD-fed Adn-*Lpin1^–/–^* mice (Supplemental Figure 8). Although the purple module was negatively associated with many TAG and DAG species with longer, saturated acyl chains, most monounsaturated acyl chains were positively associated with the purple module (Figure 7 and Supplemental Figure 7E). Lastly, *Pck1* and *G6pc*, the rate-limiting enzymes of gluconeogenesis, were significantly upregulated in livers of the Adn-*Lpin1^–/–^* mice and clustered to the cyan module, which was positively associated with blood glucose levels (Supplemental Figure 7D and Supplemental Figure 8).

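Pck1 (ENSMUSG00000027513, chromosome 2 of GRCm38, 173153048 to 173159273) was 4063 ± 1343 CPM (SD, n = 5 mice) in WT LFD, 5392 ± 1106 in Adn-Lpin1-/- LFD, 2406 ± 908 in WT HFD and 3496 ± 1674 in Adn-Lpin1-/- HFD. Its log2 fold change by genotype was 0.41 on the LFD (standard error 0.30, adjusted p = 0.382 from edgeR's quasi-likelihood test) and 0.54 on the HFD (standard error 0.30, adjusted p = 0.212). Neither difference was larger than the spread between mice (two-sided exact permutation tests, p = 0.119 and p = 0.206). G6pc (ENSMUSG00000078650, chromosome 11, 101367561 to 101377903) was 368 ± 127 CPM in WT LFD, 656 ± 118 in Adn-Lpin1-/- LFD, 278 ± 147 in WT HFD and 224 ± 91.5 in Adn-Lpin1-/- HFD. The log2 fold change of G6pc was 0.83 on the LFD (standard error 0.32, adjusted p = 0.0892 from edgeR's test), which was past the threshold without mouse 5 of WT HFD (adjusted p = 0.0497). Every Adn-Lpin1-/- LFD mouse was above every WT LFD mouse for G6pc (two-sided exact permutation test, p = 0.00794). With the pools as sixth libraries, under voom with quality weights and pools, and with only the 2 groups compared in the fit, G6pc was called on the LFD. Adjusted only over the 14 genes that the paper's text names for the liver sequencing, G6pc was also past the threshold on the LFD. On the HFD its log2 fold change was -0.32 (standard error 0.32, adjusted p = 0.524 from edgeR's test), and 0.03 without mouse 5 of WT HFD. Between the diets, G6pc was called lower on the HFD in Adn-Lpin1-/- mice (adjusted p = 0.0168 from edgeR's test).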

Because insulin resistance and liver disease progression are highly related (13), we confirmed the increased expression of several markers of metabolically associated steatohepatitis (MASH) development in Adn-*Lpin1^–/–^* mice by quantitative reverse transcriptase PCR. We demonstrated increased expression of genes related to fibrosis (*Col1a1*), matrix remodeling (*Timp1* and *Timp3*), and inflammation (*Spp1*, *Cd68*, *Il1b*, and *Tgfb1*) in comparison with WT mice on the same diet (Supplemental Figure 9A). Together these data suggest that the loss of adipocyte lipin 1 drives insulin resistance and increases early markers of hepatic fibrosis and MASH.

### Loss of adipocyte Lpin1 predisposes mice to liver injury and hepatic stellate cell activation.

Although Adn-*Lpin1^–/–^* mice exhibited transcriptional profiles consistent with the development of MASH, there were no significant changes in plasma alanine transaminase (ALT) or aspartate aminotransferase (AST) levels, surrogate markers of liver damage, and histological scoring of H&E liver sections did not reveal any significant changes (Supplemental Figure 9, B and C). Because mice are inherently resistant to developing MASH on standard high-fat diets (14), we used a diet high in fructose (17 kcal %), fat (mostly palm oil, 40 kcal %), and cholesterol (2%) (HFHF-C) or a high-sugar (dextrose), low-fat (10 kcal % fat) control diet (HSLF) (Figure 8 and Supplemental Table 3). After 16 weeks, the HFHF-C diet did not affect body weight, blood glucose, or plasma insulin concentrations compared with the HSLF diet in each respective genotype (Figure 8A and Supplemental Figure 10A). However, Adn-*Lpin1^–/–^* mice were leaner on both diets compared with WT mice (Figure 8, A–D). Analogously to the short-term HFD studies (Supplemental Figure 3), Adn-*Lpin1^–/–^* mice had similar changes in plasma concentrations of NEFA, glycerol, and TAG, while cholesterol was increased in comparison with WT mice (Supplemental Figure 10B). The livers of Adn-*Lpin1^–/–^* mice were larger compared with controls, reaching about 13% of body weight on the HFHF-C diet (Figure 8E). Adn-*Lpin1^–/–^* mice also had enlarged spleens and significant elevations in plasma ALT, but not AST, on the HFHF-C diet, indicating increased liver injury (Figure 8, F–H). There was no significant difference in hepatic TAG content between genotypes and only trends toward an increase in metabolic dysfunction–associated steatotic liver disease (MASLD) scoring (Figure 8, I–L). However, gene expression markers of hepatic stellate cell activation and inflammation were increased in Adn-*Lpin1^–/–^* compared with WT control mice on HFHF-C diet (Figure 8, M–O). These data indicate that the loss of adipocyte *Lpin1* exacerbates liver injury and activation of markers of MASH in mice.

## Discussion

Dysfunctional adipose tissue may play a critical role in the development of metabolic abnormalities and diseases, including insulin resistance and MASLD. But the mechanisms by which this occurs remain incompletely understood. Herein, we have shown that adipocyte *LPIN1* expression is reduced in people with obesity compared with people who are lean. We found that *LPIN1* expression correlates with measures of skeletal muscle and hepatic insulin sensitivity and inversely correlates with hepatic de novo lipogenesis (DNL), a sensitive marker of hepatic insulin resistance and a characteristic of MASLD (11). In mice, the loss of *Lpin1* in adipocytes leads to a lean phenotype but promotes adipose tissue dysfunction and negatively affects systemic metabolism. Dysfunctional adipose tissue can be defined by a variety of qualities, including diminished capacity for lipid storage, insulin resistance, increased inflammation and fibrosis, and altered secretion of adipokines and other factors (15–18). Deletion of *Lpin1* in adipocytes impacted each of these parameters, as we have observed reduced rates of TAG synthesis (4), signs of adipose tissue inflammation and fibrosis, and reduced secretion of the beneficial adipokine adiponectin. Our indirect calorimetry data did not reveal any inherent differences in energy homeostasis or energy intake that would explain the differences in body weights between genotypes. However, these studies were conducted in adult mice over a period of 8 days and do not reflect the lifetime of metabolic adaptations to the loss of *Lpin1* early in life. Further research using inducible models of *Lpin1* ablation are required to better delineate the mechanisms suggested here.

Although Adn-*Lpin1^–/–^* mice were lean, they showed features of insulin resistance and steatosis observed in our participants with obesity. A recent study suggests that increased BMI and visceral adiposity are associated with increased adipose tissue inflammation and MASLD, even in lean subjects, and track with the severity of liver disease (14). These data are consistent with the idea that systemic influences of adipose tissue on metabolism are based on quality rather than quantity of adipose tissue. A caveat to our studies is that MUO is an acquired disease, and congenital deletion of lipin 1 in mice may not mimic what occurs in people. However, patients with lipodystrophy (both acquired and inherited forms) present with comorbidities similar to those seen in patients with MUO, including insulin resistance and MASLD (19, 20). Previous studies have used a conditional allele to knock out *Lpin1* in adult adipocytes, but this was done in lean chow-fed mice without obesity (5). Exactly how and when adipose tissue *Lpin1* expression declines in obesity remains controversial, as studies have reported both increased and decreased adipose tissue lipin 1 mRNA in obesity, which may be dependent on diet/genetic model and duration of obesity (4, 5, 21, 22).

One of our most striking observations was the phenotype of increased hepatic insulin resistance and lipid accumulation (Figures 4 and 5) and the demonstration that loss of adipocyte *Lpin1* is sufficient to drive liver injury in mice fed a MASH-inducing diet (Figure 7). Bulk RNA sequencing of liver tissue and WGCNA analysis revealed that Adn-*Lpin1^–/–^* mice exhibit dysregulation of several molecular signaling pathways known to impact the development of MASH (yellow module, Figure 6 and Supplemental Figure 7). Moreover, the accumulated intrahepatic DAG/TAG species correlate to increased expression of genes and genetic pathways associated with steatosis-to-MASH transition, including *Col1a1* and cell adhesion/ECM remodeling pathways (Figures 6 and 7 and Supplemental Table 2). The results from our WGCNA analysis reveal strong correlations between DAG/TAG species and these disease pathways (Figures 6 and 7). Species with long-chain unsaturated fatty acyl chains had the highest correlation with pathways associated with redox state, fatty acid metabolism, and MASH (turquoise and pink modules, Figure 6 and Supplemental Figure 7). In contrast, on the MASH-inducing diet, the enhanced liver injury exhibited by Adn-*Lpin1^–/–^* mice was not accompanied by increased intrahepatic TAG content or hyperinsulinemia. This suggests that other factors, including lower circulating adiponectin levels, could also be involved.

Ectopic lipid accumulation in insulin target tissues is tightly linked to the development of hepatic and systemic insulin resistance. In particular, tissue DAG accumulation has been mechanistically linked to the development of liver and skeletal muscle insulin resistance (23). Prior work suggested that mice lacking lipin 1 in adipose tissue were insulin resistant (5, 9), but the specific tissues that are impacted had not been investigated. Hyperinsulinemic clamp studies of HFD-fed Adn-*Lpin1^–/–^* mice revealed increased rates of glucose appearance from liver and showed that insulin failed to suppress hepatic glucose production. Clamp studies also demonstrated that Adn-*Lpin1^–/–^* mice exhibited reduced glucose uptake into skeletal muscle and BAT, suggesting that loss of lipin 1 in adipose tissue leads to multi-tissue insulin resistance. Although gastrocnemius DAG levels were elevated in the Adn-*Lpin1^–/–^* mice, future studies are required to address the specific causes of systemic insulin resistance in mice lacking adipocyte lipin 1.

The sources of the lipids accumulating in liver of Adn-*Lpin1^–/–^* mice remain to be determined. In this work and prior studies (4), we show that plasma NEFA and glycerol concentrations are actually lower in adipocyte-specific *Lpin1-*knockout mice (Supplemental Figure 3, A and B), suggesting that the hepatic lipids are not derived from increased lipolysis. Indeed, we have previously shown that loss of lipin 1 in adipocytes leads to reduced rates of lipolysis due to suppression of protein kinase A signaling (4). In mice fed the HFDs, hepatic lipids could be derived from the uptake of dietary lipids, but increased DAG and TAG were also observed in Adn-*Lpin1^–/–^* mice on diets with low fat content. In people with obesity and MASLD, intrahepatic DNL is increased several-fold compared with that in lean subjects and contributes to intrahepatic and plasma TAG (11, 24). We also observed increased fractional synthesis rates of palmitate in Adn-*Lpin1^–/–^* mice, consistent with our finding in human subjects of an inverse correlation between adipose tissue Adn-*Lpin1^–/–^* gene expression and hepatic DNL. WGCNA analysis also revealed that DNL genes clustered to the purple module, which was positively associated with the Adn-*Lpin1^–/–^* mice and monounsaturated fatty acyl chains (Figure 7). It is likely that increased rates of DNL observed in these mice, which may be driven by their insulin resistance, contribute to the observed hepatic steatosis even on the LFD.

In summary, the present study bolsters the argument that adipose tissue *function* rather than quantity is critical for preserving metabolic health. This work unveiled a strong correlation between adipose tissue *LPIN1* expression and hepatic and skeletal muscle insulin sensitivity as well as an inverse correlation with hepatic DNL in people. These findings provide evidence that loss of adipocyte lipin 1 is sufficient to induce systemic metabolic perturbations in mice. The mechanisms of inter-organ communication involved in these phenotypes are likely multifactorial. Future work is needed to define which factors play a causal role in the inter-organ communication between adipose tissue and other important insulin target tissues.

## Methods

### Sex as a biological variant

Our studies included male and female mice and yielded similar results within each sex. Sex differences were not determined because the male and female studies were conducted at different times and using different litters. Our human studies examined male and female patients and considered sex as a variable in all calculations and results.

### Human studies

#### Study subjects.

Some of the data reported here were obtained from a subset of subjects as part of their participation in other studies (11, 25). Sixty-one men and women participated in this study. All participants completed a comprehensive screening evaluation, including a medical history and physical examination, standard blood tests, hemoglobin A_1c_ (HbA1c), an oral glucose tolerance test (OGTT), and assessment of intrahepatic triglyceride (IHTG) content using MRI to determine eligibility. Subjects were characterized by body weight status and metabolic health into 3 groups: (a) metabolically healthy lean (MHL; *n* = 14, 8 women), defined as BMI 18.5–24.9 kg/m^2^, IHTG content <5%, plasma TAG concentration <150 mg/dL, normal fasting plasma glucose (<100 mg/dL), normal oral glucose tolerance (plasma glucose, <140 mg/dL 2 hours after ingestion of 75 g of glucose), and HbA1c ≤5.6%; (b) metabolically healthy obese (MHO; *n* = 25, 21 women), defined as BMI 30–49.9 kg/m^2^ with normal IHTG content, plasma TAG, and glucose tolerance; and (c) metabolically unhealthy obese (MUO; *n* = 25, 19 women), defined as BMI 30–49.9 kg/m^2^ with IHTG content ≥5.6%, and abnormal glucose metabolism determined by HbA1c 5.7%–6.4%, fasting plasma glucose 100–125 mg/dL, or 2-hour OGTT plasma glucose concentration 140–199 mg/dL. Potential participants who had a history of diabetes or liver disease other than MASLD, consumed excessive amounts of alcohol (>21 units per week for men and >14 units per week for women), or were taking medications that could affect the study outcome measures that precluded MRI were excluded from the study. Additional subject characteristics are listed in Supplemental Table 1.

#### Body composition analyses.

Total body fat and fat-free mass were determined by dual-energy x-ray absorptiometry. Intra-abdominal and subcutaneous abdominal adipose tissue volumes and IHTG content were assessed by MRI.

#### Insulin sensitivity and adipose tissue biopsy.

Subjects were admitted to the Clinical and Translational Research Unit at Washington University School of Medicine in St. Louis, Missouri, at 1700 hours for approximately 48 hours and consumed standard meals (50% carbohydrate, 35% fat, 15% protein) containing one-third of their estimated energy requirements (26) at 1800 hours on day 1 and at 0700 hours, 1300 hours, and 1900 hours on day 2. After the evening meal was consumed on day 2, participants fasted until the end of the hyperinsulinemic-euglycemic clamp procedure conducted on day 3. At 0700 hours on day 3, a primed (8.0 μmol/kg) continuous (0.08 μmol/kg/min) infusion of [U-^13^C]glucose (Cambridge Isotope Laboratories Inc.) was started through an intravenous catheter inserted into an antecubital vein. An additional catheter was inserted into a radial artery to obtain arterial blood samples. After infusion of glucose tracer for 210 minutes (basal period), insulin was infused for 210 minutes at a rate of 50 mU/m^2^ body surface area (BSA)/min (initiated with a 2-step priming dose of 200 mU/m^2^ BSA/min for 5 minutes followed by 100 mU/m^2^ BSA/min for 5 minutes). The infusion of [U-^13^C]glucose was stopped during insulin infusion because of the expected decrease in hepatic glucose production (27). Euglycemia (~100 mg/dL) was maintained by variable infusion of 20% dextrose enriched to approximately 1% with [U-^13^C]glucose. Blood samples were obtained before the beginning of the tracer infusion and every 6–7 minutes during the final 20 minutes (total of 4 blood samples) of the basal and insulin infusion periods. Abdominal subcutaneous adipose tissue was obtained during the basal stage of the hyperinsulinemic-euglycemic clamp procedure from the periumbilical area by aspiration through a 3 mm liposuction cannula (Tulip Medical Products) connected to a 30 cc syringe. Samples were immediately rinsed in ice-cold saline and frozen in liquid nitrogen before being stored at –80°C until final analyses.

#### Hepatic de novo lipogenesis.

Subjects consumed 50-mL aliquots of 70% D_2_O (Sigma-Aldrich), provided in sterile vials, every day for 3–5 weeks. Aliquots of D_2_O were consumed 3–4 times per day every day for the first 5 days (priming period) followed by two 50-mL doses daily. A blood sample was obtained after an overnight fast the day after the final dose of D_2_O was consumed to determine body water D_2_O enrichment and to measure hepatic DNL by gas chromatography–mass spectrometry (GC-MS) (11, 28). Compliance with D_2_O consumption was monitored by interview at weekly visits with the study research coordinator, by counting of the return of empty vials at each visit, and by evaluation of D_2_O enrichments in plasma (obtained on day 7 and weekly thereafter) and saliva (obtained on days 2, 4, and 11 and weekly thereafter).

#### Adipose tissue RNA sequencing.

Total RNA was isolated from frozen adipose tissue samples using QIAzol and an RNeasy Mini Kit in combination with an RNase-free DNase Set (QIAGEN) (29). Library preparation of the samples was performed with mRNA reverse-transcribed to yield cDNA fragments, which were then sequenced by an Illumina NovaSeq 6000 at the UCSD Institute for Genomic Medicine Genomics Center. Expression of *LPIN1* is presented as log_2_-transformed counts per million reads. The human RNA sequencing data were deposited in the Gene Expression Omnibus database (GEO; https://www.ncbi.nlm.nih.gov/geo; accession no. GSE156906).

#### Sample analysis and calculations.

Plasma glucose concentration was determined by an automated glucose analyzer. Plasma insulin, HbA1c, and lipid profile were measured in the Washington University Core Laboratory for Clinical Studies. Deuterium enrichment in total body water, deuterium enrichment and labeling pattern in TAG-palmitate, and [U-^13^C]glucose enrichment in plasma glucose were determined by GC-MS as described previously (30, 31). The hepatic insulin sensitivity index (HISI) was calculated as the inverse of the product of plasma insulin concentration and the endogenous glucose rate of appearance (Ra) in the systemic circulation, determined by division of the glucose tracer infusion rate by the average plasma glucose tracer-to-tracee ratio during the last 20 minutes of the basal period of the hyperinsulinemic-euglycemic clamp procedure (HECP) (3). The total glucose rate of disappearance (Rd) during insulin infusion was assumed to be equal to the sum of the endogenous glucose Ra and the rate of infused glucose during the last 20 minutes of the HECP (3). An index of whole-body insulin sensitivity was calculated as glucose Rd per kilogram fat-free mass divided by plasma insulin during the hyperinsulinemic-euglycemic clamp procedure. The fractional contribution of DNL to palmitate in plasma TAG was calculated by mass isotopomer distribution analysis as described previously (28, 30).

### Mouse models

Male and female mice were maintained in the C57BL/6J background. Mice were group-housed, given free access to a standard chow diet unless otherwise stated, and maintained on a standard 12-hour light/12-hour dark cycle. Mice harboring an *Lpin1*-floxed allele were previously described [B6(Cg)-*Lpin1^tm1c(EUCOMM)HMGU^*/FincJ; available from The Jackson Laboratory, strain 03211] (6). Adipocyte-specific knockout mice were generated by crossing of *Lpin1*-floxed mice with mice expressing adiponectin promoter–driven Cre recombinase [B6;FVB-Tg(Adipoq-cre)1Evdr/J; The Jackson Laboratory, strain 028020]. Littermate control mice were homozygous for *Lpin1-*floxed alleles but did not express Cre recombinase.

Before sacrifice, all mice were fasted for 4 hours starting at 0900. Mice were euthanized via CO_2_ asphyxiation. Blood was procured from the inferior vena cava into EDTA-coated tubes, and plasma was separated via centrifugation. All tissues were excised and immediately flash-frozen in liquid nitrogen and stored at –80°C until further use.

#### Diet studies.

Male mice were given ad libitum access to the indicated diets at 8 weeks of age. A high-fat diet (HFD; 60 kcal %, Research Diets, D12492) or a matched sucrose low-fat diet (LFD; 10 kcal %, Research Diets, D12450J) was provided for 5 weeks. For the MASH studies, a diet high in fructose (17 kcal %), fat (palm oil, 40 kcal %), and cholesterol (2%) (HFHF-C; Research Diets, D09100310) or a matched sucrose, high-sugar (dextrose), low-fat (10 kcal %) diet (HSLF; Research Diets, D09100304) was provided for 16 weeks. Specific nutrient composition and further details about percentage of total kilocalories in diet (%kcal) are listed in Supplemental Table 3.

#### Glucose, insulin, and olive oil tolerance tests.

Before all tolerance tests, mice were placed on hardwood bedding, and fasting was initiated at 0900 hours. Glucose tolerance tests were performed in 5-hour-fasted mice. Glucose was dissolved in saline and given via an intraperitoneal injection (1 g glucose/kg lean mass). Insulin tolerance tests were performed in 4-hour-fasted mice. Recombinant human insulin (Humalin R, Eli Lilly; 0.75 U/kg lean mass) in saline was given via an intraperitoneal injection. Blood was procured from the tail vein, and glucose was monitored via a glucometer (One Touch Ultra, Life Scan Inc.) at the times indicated. Lean mass and fat mass were determined using and EchoMRI before tolerance testing to determine lean mass for injections. Mice were fasted 4 hours before olive oil gavage (200 μL). Blood was collected from the tail vein at the times indicated. Plasma was separated and TAGs were measured using an enzymatic assay according to the manufacturer’s instructions (Thermo Fisher Scientific, TR22421).

#### Mouse hyperinsulinemic-euglycemic clamp studies.

Hyperinsulinemic-euglycemic clamp studies were performed at the Vanderbilt Mouse Metabolic Phenotyping Center. Catheters were implanted into a carotid artery and a jugular vein of mice for sampling and infusions, respectively, 5 days before the study as described by Berglund et al. (32). Insulin clamps were performed on mice fasted for 5 hours using a modification of the method described by Ayala et al (33). [3-^3^H]Glucose was primed (1.5 μCi) and continuously infused for a 90-minute equilibration and basal sampling periods (0.075 μCi/min). [3-^3^H]Glucose was mixed with the non-radioactive glucose infusate (infusate-specific activity of 0.5 μCi/mg) during the 2-hour clamp period. Arterial glucose was clamped using a variable rate of glucose (plus trace [3-^3^H]glucose) infusion, which was adjusted based on the measurement of blood glucose at 10-minute intervals. By mixing of radioactive glucose with the non-radioactive glucose infused during a clamp, deviations in arterial glucose-specific activity are minimized and steady-state conditions are achieved. The calculation of glucose kinetics is therefore more robust (34). Baseline blood or plasma variables were calculated as the mean of values obtained in blood samples collected at –15 and –5 minutes. At time zero, insulin infusion (4 mU/kg body weight/min) was started and continued for 120 minutes. Mice received heparinized saline-washed erythrocytes from donors at 5 μL/min to prevent a fall in hematocrit. Blood was taken from 80 to 120 minutes for the determination of [3-^3^H]glucose. Clamp insulin was determined at *t* = 100 and 120 minutes. At 120 minutes, 13 μCi of 2-[^14^C]deoxyglucose ([^14^C]2DG) was administered as an intravenous bolus. Blood was taken from 2 to 25 minutes for determination of [^14^C]2DG. After the last sample, mice were anesthetized and tissues were freeze-clamped for further analysis. Plasma insulin was determined by radioimmunoassay, and plasma NEFA and glycerol were measured enzymatically as described below. Analytes were measured at 10 minutes before clamp (Fasting) and averaged at 90 and 120 minutes after the start of the clamp (Clamp). Radioactivity of [3-^3^H]glucose and [^14^C]2DG in plasma samples and [^14^C]2DG-6-phosphate in tissue samples was determined by liquid scintillation counting. Glucose appearance (Ra) and disappearance (Rd) rates were determined using steady-state equations (35). Endogenous Ra was determined by subtraction of the glucose infusion rate from total Ra. The glucose metabolic index (Rg) was calculated as previously described (36).

#### Indirect calorimetry and metabolic studies.

Indirect calorimetry studies were conducted at the Kansas Center for Metabolism and Obesity Research as previously described (37). Eight-week-old male mice were fed ab libitum an LFD (*n* = 5–8) or HFD (*n* = 7–10) for 5 weeks with a standard 12-hour light at room temperature. Two weeks before indirect calorimetry, mice were acclimated to individual housing. After 5 weeks of diet, energy metabolism was assessed for 8 days in a Promethion continuous metabolic monitoring system (Sable Systems International). Energy intake was based on food weight changes per cage over the 8-day period and calculated based on energy density of the diets (Research Diets; Supplemental Table 3). Mice were acclimated 5 days before metabolic measurements that included total energy expenditure (EE; kcal/24 h), resting EE (kcal/24 h), non-resting EE (kcal/24 h), respiratory quotient (VCO_2_/VO_2_), and spontaneous cage activity (*X*, *Y*, and *Z* beam breaks). EE per 24 hours was calculated by a modified Weir equation as previously described (37). Total EE was calculated as the average EE for a 24-hour period over the last 2–3 days. Resting EE was calculated as the EE (kcal/24 h) during the 30-minute period with the lowest daily EE (kcal/h) times 24, and averaged across the last 2–3 days. Non-resting EE was calculated as total EE minus resting EE (37). Cage activity was calculated as beam breaks across 3 planes (*X* + *Y* + *Z*), and meters that the mouse moved were the summed distances calculated from Pythagoras’ theorem based on *XY* second-by-second coordinates. ANCOVA statistical analysis of the impact of the difference in body weight and fat mass on EE was not possible, as the data failed the homogeneity of regression test.

#### Histology and MASLD scoring.

Tissues were harvested as described above. Tissues were fixed in 10% neutral-buffered formalin for 48 hours. Samples were rinsed and stored in 70% EtOH until paraffin embedding, sectioning, and staining with H&E in the Anatomic Molecular Pathology Core Labs at Washington University School of Medicine. MASLD scoring was conducted by a blinded independent clinical pathologist, and the MASLD total score (*x*/8) was a summation of the steatosis score (*x*/3), lobular inflammation (*x*/3), and ballooning (*x*/2) (38).

#### Immunoblotting.

Thirty micrograms of protein was loaded onto 4%–15% acrylamide precast gels (Bio-Rad, 64329760) in Laemmli loading buffer (Bio-Rad, 161-0737). Proteins were transferred to PVDF membranes in Tris-glycine buffer with 10% methanol. After transfer, membranes were blocked in 5% BSA in TBS for 1 hour before overnight antibody incubations in 5% BSA in TBS. Antibodies used were as follows: lipin 1 (rabbit, Santa Cruz Biotechnology, sc-98450), lipin 2 (rabbit, as previously described, ref. 39), and β-actin (mouse, Sigma-Aldrich, SAB4502543). After incubations, membranes were washed and incubated in secondary antibodies (LI-COR) before imaging on a LI-COR Odyssey.

#### Liver triglyceride and plasma analyses.

Flash-frozen liver tissue was thawed and homogenized in ice-cold PBS (100 mg/mL). Lipids were solubilized in 1% sodium deoxycholate via vortexing and heating at 37°C for 5 minutes. TAGs were determined enzymatically using the Infinity triglyceride colorimetric assay according to the manufacturer’s instructions (Thermo Fisher Scientific, TR22421). Blood from 4-hour-fasted mice was collected into EDTA-coated tubes. Plasma was separated via centrifugation at 8,000*g* for 8 minutes at 4°C. Plasma lipids were determined using commercially available colorimetric assays as follows: triglycerides (Thermo Fisher Scientific, TR22421), non-esterified free fatty acids (NEFAs; Wako, 999-34691, 995-34791, 991-34891, and 993-35191), and free glycerol (Sigma-Aldrich, F26248). Plasma alanine transaminase (ALT) and aspartate aminotransferase (AST) were measured using liquid kinetic assays (TECO Diagnostic, A534 and A559). Plasma insulin was determined by Single Plex Immunoassay at the Washington University Core Laboratory for Clinical Studies. Plasma adiponectin and adipokines (leptin, resistin, and TNF-α) were determined by the Cellular Molecular Biology Core at the Washington University Nutrition Obesity Research Center using suspension magnetic bead–based Single Plex (adiponectin) or Multiplexed Immunoassays (MilliporeSigma, MADPNMAG-70K-01 and MADKMAG-71K) following the manufacturer’s protocol and were analyzed using a Luminex 200 system (Luminex Corp.)

#### De novo hepatic lipogenesis.

Total liver palmitate was analyzed for mass isotope abundances by liquid chromatography–mass spectrometry, using mass isotopomer distribution analysis (MIDA) to determine the effective body water deuterium exposure (precursor pool enrichment) for the calculation of fractional DNL (11, 40, 41). A detailed description of the methods is available in Supplemental Methods.

#### Lipidomic analysis.

Tissue and plasma lipidomic analysis was performed at the Washington University Metabolomics Facility as previously described (42). The liver and gastrocnemius muscle samples were homogenized in water (4 mL/g tissue). All the lipids were extracted from 50 μL of plasma or homogenate using protein precipitation method. The DAG and TAG were further extracted with modified Bligh-Dyer method. DAG (21:0-21:0) (2 μg/sample) and TAG (17:1-17:1-17:1) (13 μg/sample) were used as internal standards in plasma. DAG (21:0-21:0) (0.3 μg/sample) and TAG (17:1-17:1-17:1) were used as internal standards in liver and gastric samples. Internal standards were added to the samples before extraction. Quality control (QC) samples were prepared by pooling of the aliquots of the study samples and were used to monitor the instrument stability. The QC was injected between every 5 study samples. Measurement of DAG was performed with a Shimadzu 20AD UFLC system coupled to an AB Sciex API4000 mass spectrometer operated in positive multiple reaction monitoring (MRM) mode. Measurement of TAG was performed with a Shimadzu 20AD UFLC system coupled to an AB Sciex 4000QTRAP mass spectrometer operated in positive MRM mode. Data processing was conducted with Analyst 1.6.3 (Applied Biosystems). The relative quantification of lipids is provided, and the data are reported as the peak area ratios of the analytes to the corresponding internal standards. The lipid species showed coefficient of variation (CV) less than 15% in QC sample injections.

#### mRNA isolation and quantification.

For mouse studies, total RNA was isolated from frozen tissue using TRIzol Plus RNA purification kits (Thermo Fisher Scientific, 12183555) according to the manufacturer’s instructions. Second, 2 mg of RNA was reverse-transcribed into cDNA using TaqMan High-Capacity reverse transcriptase (Life Technologies, 43038228). Quantitative PCR was performed using Power SYBR Green (Applied Biosystems, 4367659) and measured using an ABI QuantStudio 3 sequence detection system (Applied Biosystems). Results were quantified using 2^–ΔΔCt^ and are shown as relative expression with respect to the control groups. Primer sequences are listed in Supplemental Table 4.

#### Bulk RNA sequencing and WGCNA analysis.

Bulk RNA sequencing was performed at the Genomic Technologies and Access Center at the McDonald Genomic Institute of Washington University School of Medicine. Complete methodology can be found in Supplemental Methods. The mouse RNA sequencing data were deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo; accession no. GSE239490).

### Statistics

Data are reported as means ± SEM unless otherwise noted. *P* ≤ 0.05 was considered statistically significant.

For studies conducted in human subjects, statistical analyses were performed using SPSS (version 28) (IBM). One-way ANOVA was used to compare subject characteristics and adipose tissue *LPIN1* expression among MHL, MHO, and MUO groups with Fisher’s least significant difference post hoc procedure used to identify significant mean differences where appropriate. Relationships between adipose tissue *LPIN1* expression and metabolic variables were evaluated by linear and nonlinear regression analysis with the best fit to the data reported.

Data obtained from studies conducted in mice were analyzed using GraphPad Prism software. Independent and paired Student’s *t* test and 2-way ANOVA were performed where appropriate. Secondary post hoc analysis found differences in groups using either Tukey’s or Šidák’s multiple comparisons where appropriate. Comparisons and replicate numbers are listed in each figure legend.

### Study approval

The human studies were approved by the Human Research Protection Office of Washington University School of Medicine in St. Louis, Missouri (ClinicalTrials.gov, NCT02706262). Participants were recruited using the Volunteers for Health database at Washington University School of Medicine and by advertising in the community. Written, informed consent was obtained from all participants before they were enrolled in this study.

All animal studies were approved by the Institution Animal Care and Use Committee of Washington University. All procedures required for the hyperinsulinemic-euglycemic clamp were approved by the Vanderbilt University Animal Care and Use Committee.

### Data availability

All data are available in the Supporting Data Values file and are available upon request. Additional data are available in public repositories (GEO database, https://www.ncbi.nlm.nih.gov/geo; accession nos. GSE156906 and GSE239490).

## Author contributions

AL, JMS, and AJL conducted most of the experiments, data collection, and analysis. DF, TMS, RK, SY, and MKR conducted animal experiments and collected data. HP and GJP contributed to experimental design, implementation, and data analysis for the de novo lipogenesis analysis in mice. MS, GIS, JY, MKH, and SK conducted and analyzed human studies and assisted with data interpretation related to this article. EMM, RK, SY, RLF, and JRB conducted and analyzed metabolic cage studies. MH conducted the blinded analysis of nonalcoholic fatty liver scoring and contributed intellectually to the article. BNF and AJL conceived the project, designed experiments, supervised projects, and wrote the manuscript. All authors contributed to the editing of the manuscript and read and approved the final version.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
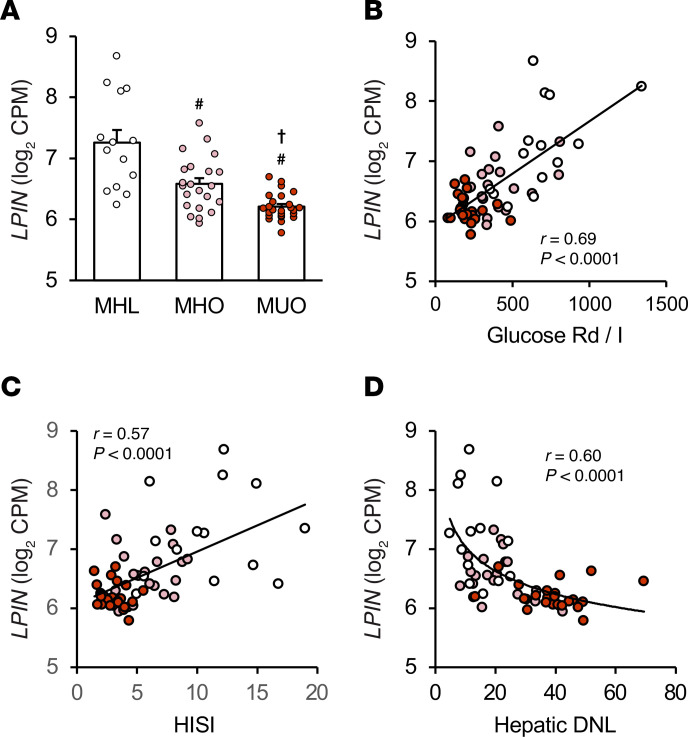
Abdominal adipose tissue *LPIN1* gene expression is decreased in people with metabolically unhealthy obesity and *LPIN1* expression correlates with metabolic health. (**A**) Gene expression of *LPIN1* from subcutaneous abdominal adipose tissue (SAAT) determined by RNA sequencing in metabolically healthy lean (MHL; *n* = 14), metabolically healthy obese (MHO; *n* = 22), and metabolically unhealthy obese (MUO; *n* = 25) groups. Data are expressed as means ± SEM. One-way ANOVA was used to compare *LPIN1* expression among MHL, MHO, and MUO groups with Fisher’s least significant difference post hoc procedure used to identify significant mean differences. ^#^*P* < 0.05 vs. MHL and †*P* < 0.05 vs. MUO. (**B**–**D**) Relationship between SAAT *LPIN1* expression and skeletal muscle insulin sensitivity (glucose rate of disappearance relative to plasma insulin concentration during the hyperinsulinemic-euglycemic clamp procedure [glucose Rd/I]), hepatic insulin sensitivity index (HISI), and contribution from hepatic de novo lipogenesis (DNL) to plasma triglyceride-palmitate. Logarithmic regression analysis was used to determine the line best fit to the data.

**Figure 2:**
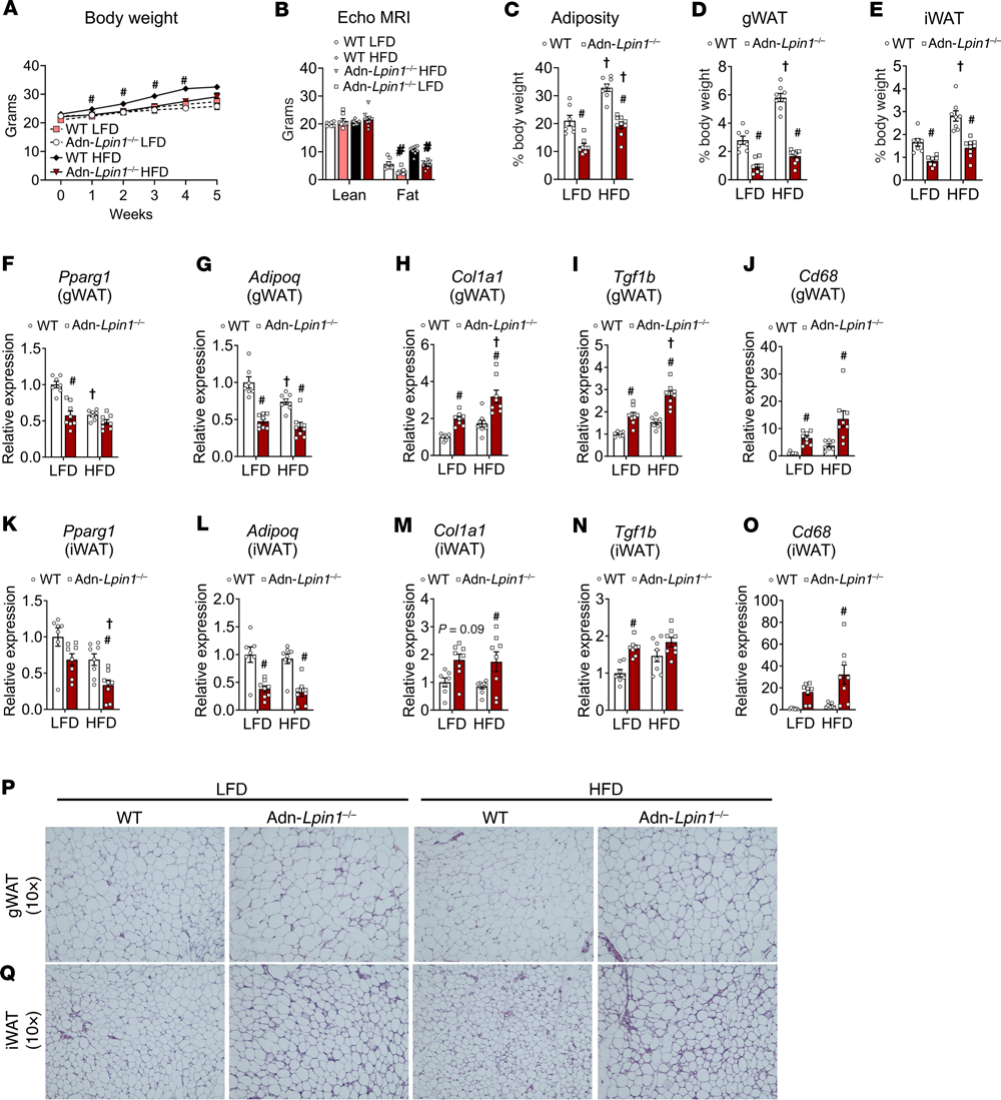
Adipocyte-specific *Lpin1-*knockout mice have reduced adiposity and signs of adipose tissue dysfunction. Eight-week-old male adipocyte-specific *Lpin1-*knockout mice (Adn-*Lpin1^–/–^*) and their wild-type littermate controls (WT) were fed either a 10% low-fat diet (LFD) or a 60% high-fat diet (HFD) for 5 weeks. Mice were fasted for 4 hours before sacrifice and tissue collection. (**A**) Body weights of mice during diet feeding. (**B**) Body composition was measured in fed mice after 5 weeks of diet via EchoMRI. (**C**) Adiposity was calculated as percentage fat mass/total body weight. (**D** and **E**) Tissue weight of gonadal white adipose tissue (gWAT) and inguinal white adipose tissue (iWAT) expressed as percentage body weight. (**F**–**O**) gWAT and iWAT gene expression was determined by quantitative PCR and is expressed as relative abundance. *Pparg1*, peroxisome proliferator–activated receptor γ-1; *Adipoq*, adiponectin; *Col1a1*, collagen type I α1 chain; *Tgfb1*, transforming growth factor-β1; *Cd68*, cluster of differentiation 68. (**P** and **Q**) Representative images at ×10 original magnification of gWAT and iWAT that were fixed in formalin before paraffin embedding, sectioning, and staining with H&E. Data are expressed as means ± SEM, and significance was determined by 2-way ANOVA with post hoc Tukey’s multiple-comparison tests. ^#^*P* < 0.05 for WT vs. Adn-*Lpin1^–/–^* and †*P* < 0.05 for LFD vs. HFD (*n* = 5–9).

**Figure 3:**
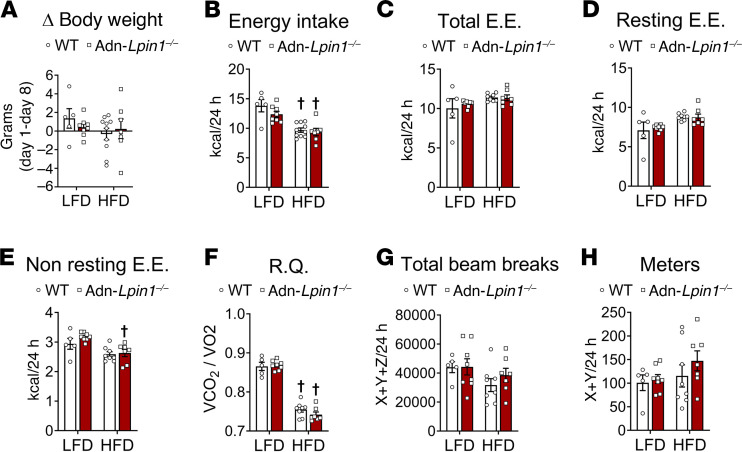
Adn-*Lpin1^–/–^* mice have similar metabolic energetics to WT mice. Eight-week old male mice were fed an LFD (*n* = 5–8) or HFD (*n* = 7–10) for 5 weeks before indirect calorimetry analysis. Mice were acclimated for 5 days before metabolic measurements. (**A**) Body weight changes over 8 days of indirect calorimetry housing. (**B**) Energy intake averaged over 8 days calculated as kcal/g/24 h. (**C**–**H**) All data were calculated as the 24-hour average over the last 3 days of indirect calorimetry housing. (**C**–**E**) Total energy expenditure (EE), resting EE, and non-resting EE were calculated as the 24-hour average for the last 3 days. (**F**) Respiratory quotient (RQ) (VCO_2_/VO_2_). (**G** and **H**) Activity was calculated as average beam breaks (*X*, *Y*, and *Z*). All data are expressed as means ± SEM, and significance was determined by 2-way ANOVA with post hoc Tukey’s multiple-comparisons tests. †*P* < 0.05 for LFD vs. HFD (*n* = 5–10).

**Figure 4:**
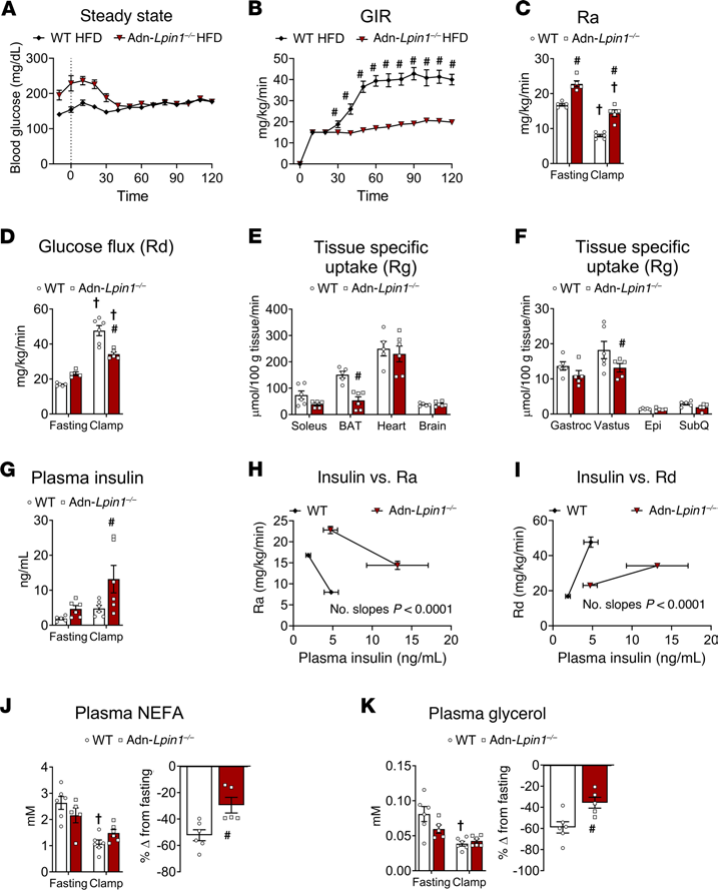
Adn-*Lpin1^–/–^* mice exhibit systemic insulin resistance on HFD. Eight-week-old male Adn-*Lpin1^–/–^* and WT control mice were fed a 60% HFD for 5 weeks. Five days before clamp, mice were catheterized and allowed to recover. Mice were fasted 5 hours before the clamp procedures as described in detail in Methods. (**A**) Blood glucose was monitored before and during the clamp and shows that both groups reached and sustained similar steady-state glucose concentrations during the clamp procedure. (**B**) Exogenous glucose infusion rates (GIR) were measured during the clamp procedure. (**C**) Endogenous glucose production (rate of appearance [Ra]) was determined from steady-state equations. (**D**) Whole-body glucose flux (disposal [Rd]) was determined from steady-state equations. (**E**) High tissue-specific glucose uptake (Rg). (**F**) Low tissue-specific glucose uptake (Rg). (**G**) Plasma insulin was measured by radioimmunoassay at –10 minutes for fasting, and 90 and 120 minutes were averaged for clamp values. (**H**) Ra was plotted against plasma insulin concentrations before and during the clamp. (**I**) Rd was plotted against plasma insulin concentrations before and during the clamp. (**J**) Plasma concentrations of non-esterified free fatty acids (NEFA) measured at fasting and clamp and represented as percent suppression from fasting. (**K**) Plasma concentrations of glycerol measured at fasting and during the clamp and represented as percent suppression from fasting. Data are expressed as means ± SEM, and significance was determined by Student’s *t* test (**A**, **B**, **E**, **F**, **H**, **I**, **J** inset, and **K** inset) or 2-way ANOVA with post hoc Tukey’s multiple-comparison tests where appropriate (**C**, **D**, **G**, **J**, and **K**). ^#^*P* < 0.05 for WT vs. Adn-*Lpin1^–/–^* and †*P* < 0.05 for LFD vs. HFD (*n* = 5–6).

**Figure 5:**
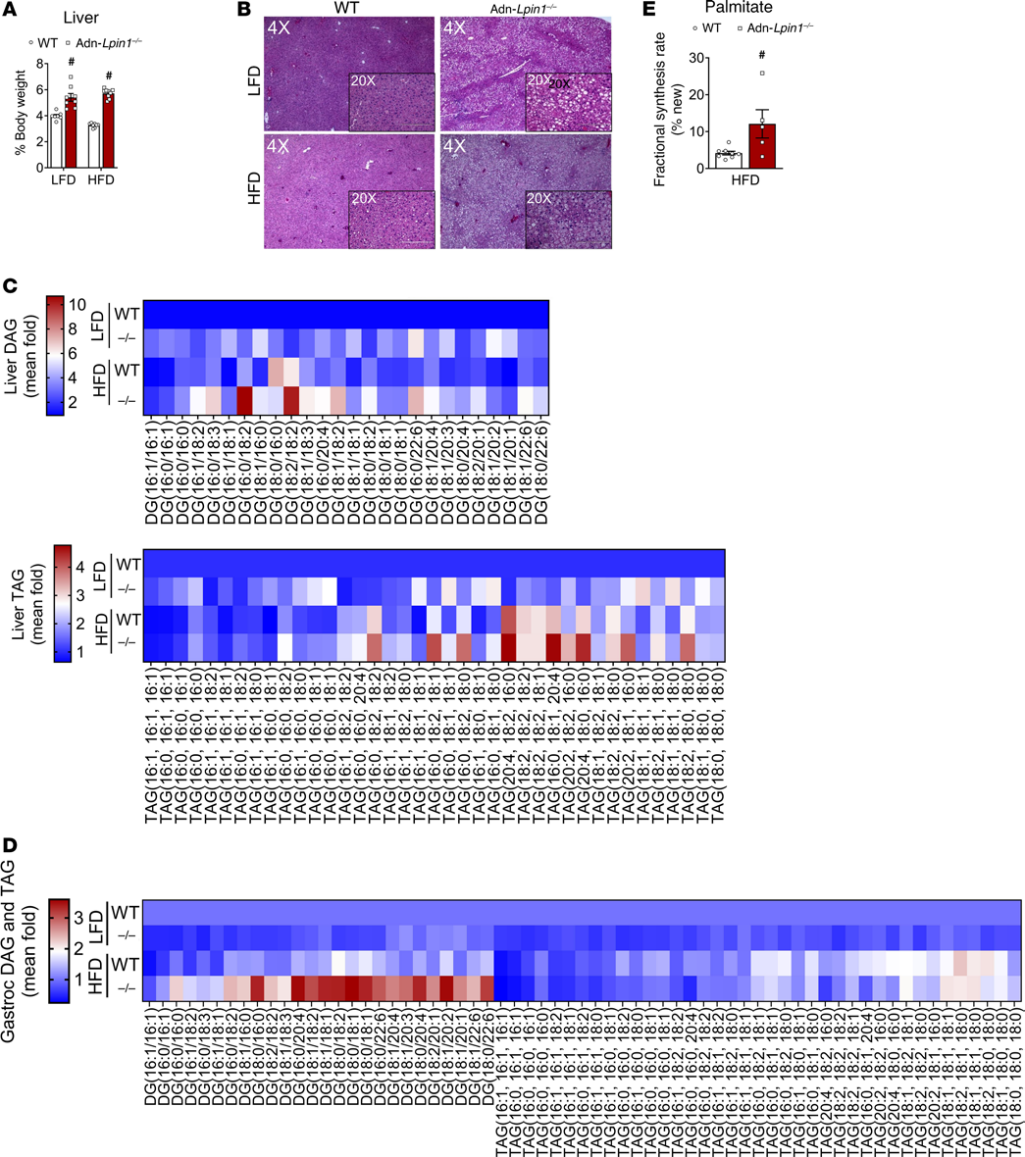
Loss of adipocyte *Lpin1* leads to severe hepatic lipid accumulation. Eight-week-old male Adn-*Lpin1^–/–^* and WT control mice were fed either a 10% LFD or a 60% HFD for 5 weeks. Mice were fasted for 4 hours before sacrifice and tissue collection. (**A**) Liver weight expressed as percentage of body weight. Data are expressed as means ± SEM, and significance was determined by 2-way ANOVA with post hoc Tukey’s multiple-comparison tests. ^#^*P* < 0.05 for WT vs. Adn-*Lpin1^–/–^* (*n* = 7–9). (**B**) Representative images at ×4 and ×20 original magnification of liver tissue that was fixed in formalin before paraffin embedding, sectioning, and staining with H&E. (**C** and **D**) Liver (**C**) and gastrocnemius (Gastroc) (**D**) diacylglycerol (DAG) and triglyceride (TAG) were extracted, and the relative abundance of each species was determined by liquid chromatography–tandem mass spectrometry (LC-MS/MS) against an internal standard. Data are expressed as mean fold change from the control LFD-fed mice (*n* = 7–9). (**E**) Total palmitate was analyzed by LC-MS for isotope mass abundance, and MIDA was used to calculate palmitate fractional synthesis rate (percent newly synthesized). Data are expressed as means ± SEM, and significance was determined by Student’s *t* test. ^#^*P* < 0.05 for WT vs. Adn-*Lpin1^–/–^* (*n* = 5–8).

**Figure 6:**
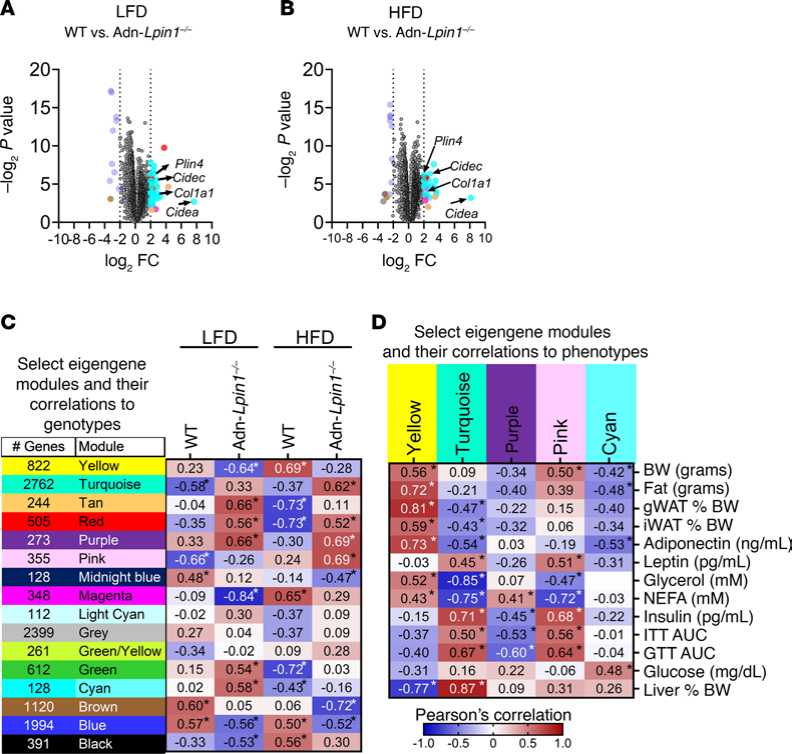
Bulk RNA sequencing analysis reveals significant changes in genetic pathways related to transition from early-stage fatty liver to MASH. Eight-week-old male Adn-*Lpin1^–/–^* and WT control mice were fed either a 10% LFD or a 60% HFD for 5 weeks. Mice were fasted for 4 hours before sacrifice, liver collection, RNA isolation, and bulk RNA sequencing. (**A** and **B**) Volcano plots of merged differential expression data were graphed as log_2_ fold change versus –log_10_ unadjusted *P* value. The color of the data points corresponds to the module eigengenes into which each gene clusters based on hierarchical clustering. (**C**) Select gene modules and the number of genes in each module from weighted gene coexpression network analysis (WGCNA). (**D**) Select signification modules and their correlation to phenotypic traits from the mice used to generate the WGCNA data. Pearson’s correlation coefficient was used to determine association with the WGCNA modules and trait data. *P < 0.05 (*n* = 6).

**Figure 7:**
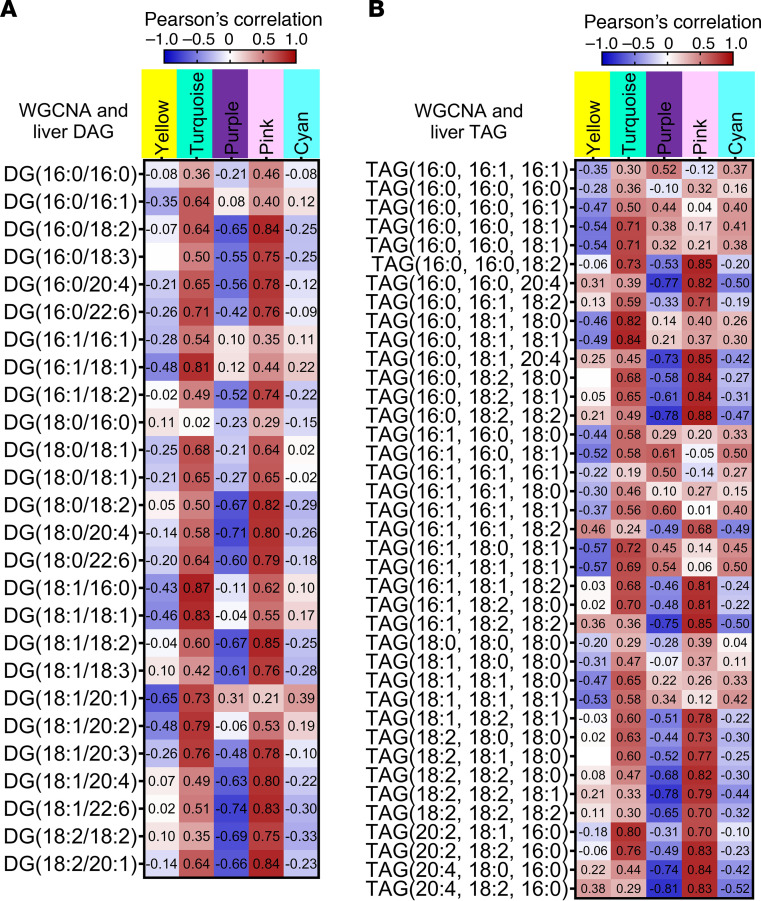
WGCNA analysis reveals significant correlations between modules and hepatic lipid species. Eight-week-old male Adn-*Lpin1^–/–^* and WT control mice were fed either a 10% LFD or a 60% HFD for 5 weeks. Mice were fasted for 4 hours before sacrifice, liver collection, RNA isolation, and bulk RNA sequencing. (**A** and **B**) Select signification modules and their correlation to DAG (**A**) and TAG (**B**) species from the lipidomics analysis. Pearson’s correlation coefficient was used to determine association with the WGCNA modules and trait data (*n* = 6).

**Figure 8:**
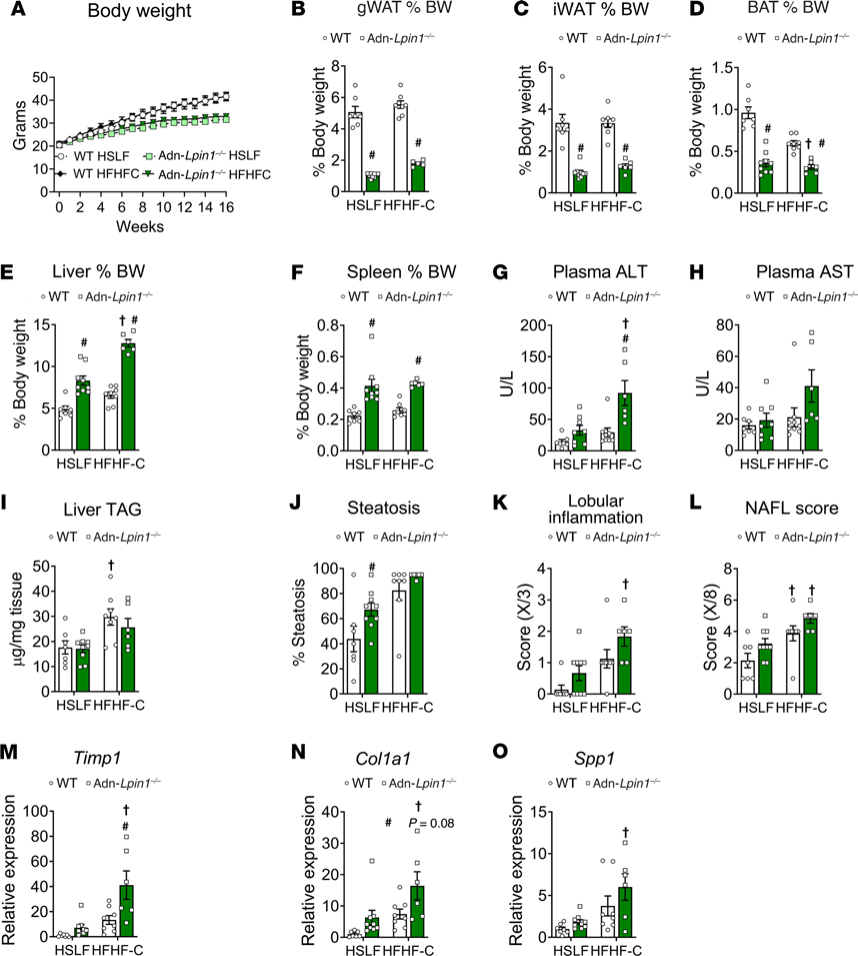
Loss of adipocyte *Lpin1* predisposes mice toward MASH. Eight-week-old male mice were fed a diet high in fructose (17 kcal %), fat (mostly palm oil, 40 kcal %), and cholesterol (2%) (HFHF-C) or a matched sucrose, high-sugar (dextrose), low-fat (10 kcal % fat) control diet (HSLF) for 16 weeks. Mice were fasted for 4 hours before sacrifice and tissue collection. (**A**) Weekly body weights. (**B**–**F**) Individual tissue weights expressed as percentage total body weight. (**G** and **H**) Plasma alanine transferase (ALT) and aspartate aminotransferase (AST) were measured using liquid kinetic assays. (**I**) Liver lipids were extracted and quantified using a colorimetric enzymatic assay. (**J**–**L**) H&E-stained liver sections were scored by an independent clinical pathologist. NAFL, nonalcoholic fatty liver. (**M**–**O**) Gene expression was determined by quantitative PCR and is expressed as relative abundance. *Timp1*, tissue inhibitor of metalloproteinase 1; *Col1a1*, collagen type I α1 chain; *Spp1*, secreted phosphoprotein 1. Data are expressed as means ± SEM, and significance was determined by 2-way ANOVA and post hoc Tukey’s or Šidák’s multiple-comparison tests. ^#^*P* < 0.05 for WT vs. Adn-*Lpin1^–/–^* and †*P* < 0.05 for HSLF vs. HFHF-C diet (*n* = 7–9).

# Supplementary material for: Adipocyte lipin 1 expression associates with human metabolic health and regulates systemic metabolism in mice
**Source:** J Clin Invest. 2024 Oct 15;134(23):e169722. doi: 10.1172/JCI169722
**Supplement:** Supplemental data

## Supplemental Methods

### De novo hepatic lipogenesis

Animals from each group were labeled with an intraperitoneal injection of 100%  $^2\text{H}_2\text{O}$  saline (35  $\mu\text{l/g}$  body weight  $\sim 3.5\%$  of body weight, deuterium oxide, Sigma 151890) and provided with 8%  $^2\text{H}_2\text{O}$  drinking water for the remainder of the study to maintain body  $^2\text{H}_2\text{O}$  enrichments of approximately 5%. Livers were then homogenized in acetonitrile, methanol and water (2:2:1) for fatty acid solubilization and subsequent analysis by LC-MS to quantify the isotopic enrichment (M1, M2, M3, M4) due to the incorporation of deuterium from heavy water into palmitate. Specifically, a 2  $\mu\text{l}$  aliquot containing the fatty acid metabolites was subjected to LC/MS analysis by using an Agilent 1290 Infinity II (LC) system coupled to an Agilent 6545 Quadrupole-Time-of-Flight (QTOF) mass spectrometer with a dual Agilent Jet Stream electrospray ionization source. Samples were separated on a SeQuant ZIC-pHILIC column (100  $\times$  2.1 mm, 5 mm, polymer, Merck-Millipore) including a ZIC-pHILIC guard column (2.1 mm  $\times$  20 mm, 5 mm). To confirm only palmitate eluted at its retention time, samples were analyzed with higher resolution (120,000) on an Agilent ID-X Orbitrap. The column compartment temperature was maintained at 40°C and the flow rate was set to 250 mL/min. The mobile phases consisted of A: 95% water, 5% acetonitrile, 20 mM ammonium bicarbonate, 0.1% ammonium hydroxide solution (25% ammonia in water), 2.5 mM medronic acid, and B: 95% acetonitrile, 5% water, 2.5 mM medronic acid. The following linear gradient was applied: 0 to 1 min, 90% B; 12 min, 35% B; 12.5 to 14.5 min, 25% B; 15 min, 90% B followed by a re-equilibration phase of 4 min at 400 mL/min and 2 min at 250 mL/min. Palmitate ions were monitored at a mass of 256.240, 257.244, 258.247, and 259.248, representing the parent M0 through M3 isotopes. Excess M1 and M2 enrichments were determined by subtraction of the natural abundance values in unlabeled standards (run in parallel). The proportion of plasma palmitate that originated from the DNL pathway was then calculated from the excess M1 and M2 of palmitate by using MIDA to

determine both the biosynthetic precursor enrichment and the corresponding isotopic enrichment of newly synthesized palmitate molecules(1). The precursor pool enrichment (p) was determined from the ratio of EM2/EM1 in the experimental data. Knowledge of the calculated metabolic precursor pool enrichment and the known n (number of repeating subunits in the polymer = 21 for palmitate(2) allowed calculation of the theoretical asymptote enrichment of the single-labeled mass isotopomer species (excess M1), representing the maximum possible enrichment when palmitate is newly synthesized at this deuterium precursor pool enrichment.

### **Bulk RNA sequencing and WGCNA analysis**

Samples were prepared according to library kit manufacturer's protocol, indexed, pooled, and sequenced on an Illumina HiSeq. Basecalls and demultiplexing were performed with Illumina's bcl2fastq software and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. RNA-seq reads were then aligned to the Ensembl release 76 primary assembly with STAR version 2.5.1a (3). Gene counts were derived from the number of uniquely aligned unambiguous reads by Subread:featureCount version 1.4.6-p5 (4). Isoform expression of known Ensembl transcripts were estimated with Salmon version 0.8.2 (5). Sequencing performance was assessed for the total number of aligned reads, total number of uniquely aligned reads, and features detected. The ribosomal fraction, known junction saturation, and read distribution over known gene models were quantified with RSeQC version 2.6.2 (6).

All gene counts were then imported into the R/Bioconductor package EdgeR (7) and TMM normalization size factors were calculated to adjust for samples for differences in library size. Ribosomal genes and genes not expressed in the smallest group size minus one samples greater than one count per million were excluded from further analysis. The TMM size factors and the matrix of counts were then imported into the R/Bioconductor package Limma (8). Weighted likelihoods based on the observed mean-variance relationship of every gene and

sample were then calculated for all samples with the voomWithQualityWeights (9). The performance of all genes was assessed with plots of the residual standard deviation of every gene to their average log-count with a robustly fitted trend line of the residuals. Differential expression analysis was then performed to analyze for differences between conditions and the results were filtered for only those genes with Benjamini-Hochberg false-discovery rate adjusted  $p$ -values less than or equal to 0.05.

The heatmap was generated using iDEP 9.0 (10). For each contrast extracted with Limma, global perturbations in known Gene Ontology (GO) terms, MSigDb, and KEGG pathways were detected using the R/Bioconductor package GAGE(11) to test for changes in expression of the reported log 2 fold-changes reported by Limma in each term versus the background log 2 fold-changes of all genes found outside the respective term. Perturbed KEGG pathways where the observed log 2 fold-changes of genes within the term were significantly perturbed in a single-direction versus background or in any direction compared to other genes within a given term with  $p$ -values less than or equal to 0.05 were rendered as annotated KEGG graphs with the R/Bioconductor package Pathview (12).

To find the most critical genes, the raw counts were variance stabilized with the R/Bioconductor package DESeq2 (13) and was then analyzed via weighted gene correlation network analysis with the R/Bioconductor package WGCNA (14). Briefly, all genes were correlated across each other by Pearson correlations and clustered by expression similarity into unsigned modules using a power threshold empirically determined from the data. An eigengene was then created for each de novo cluster and its expression profile was then correlated across all coefficients of the model matrix. Because these clusters of genes were created by expression profile rather than known functional similarity, the clustered modules were given the names of random colors where grey is the only module that has any pre-existing definition of containing genes that do not cluster well with others. These de-novo clustered genes were then

tested for functional enrichment of known GO terms with hypergeometric tests available in the R/Bioconductor package clusterProfiler (15). Significant terms with Benjamini-Hochberg adjusted p-values less than 0.05 were then collapsed by similarity into clusterProfiler category network plots to display the most significant terms for each module of hub genes in order to interpolate the function of each significant module. The information for all clustered genes for each module were then combined with their respective statistical significance results from Limma to determine whether or not those features were also found to be significantly differentially expressed. Lipidomic and phenotypic data were tested for associations with WGCNA pathways using Pearson's Correlation Coefficient and significant correlations were considered if  $p < 0.05$ .

## 98    **References**

- 99    1. Hellerstein MK, Neese RA. Mass isotopomer distribution analysis at eight years: theoretical,  
100    analytic, and experimental considerations. *Am J Physiol.* 1999;276(6):E1146-1170.
- 101    2. Diraison F, Moulin P, Beylot M. Contribution of hepatic de novo lipogenesis and  
102    reesterification of plasma non esterified fatty acids to plasma triglyceride synthesis during non-  
103    alcoholic fatty liver disease. *Diabetes Metab.* 2003;29(5):478–485.
- 104    3. Dobin A, et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics.* 2013;29(1):15–21.
- 105    4. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning  
106    sequence reads to genomic features. *Bioinformatics.* 2014;30(7):923–930.
- 107    5. Patro R, et al. Salmon provides fast and bias-aware quantification of transcript expression.  
108    *Nature Methods.* 2017;14(4):417–419.
- 109    6. Wang L, Wang S, Li W. RSeQC: quality control of RNA-seq experiments. *Bioinformatics.*  
110    2012;28(16):2184–2185.
- 111    7. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential  
112    expression analysis of digital gene expression data. *Bioinformatics.* 2010;26(1):139–140.
- 113    8. Ritchie ME, et al. limma powers differential expression analyses for RNA-sequencing and  
114    microarray studies. *Nucleic Acids Res.* 2015;43(7):e47–e47.
- 115    9. Liu R, et al. Why weight? Modelling sample and observational level variability improves power  
116    in RNA-seq analyses. *Nucleic Acids Res.* 2015;43(15):e97.
- 117    10. Ge SX, Son EW, Yao R. iDEP: an integrated web application for differential expression and  
118    pathway analysis of RNA-Seq data. *BMC Bioinformatics.* 2018;19(1):534.

11. Luo W, et al. GAGE: generally applicable gene set enrichment for pathway analysis. *BMC Bioinformatics*. 2009;10(1):161.
12. Luo W, Brouwer C. Pathview: an R/Bioconductor package for pathway-based data integration and visualization. *Bioinformatics*. 2013;29(14):1830–1831.
13. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol*. 2014;15(12):550.
14. Langfelder P, Horvath S. WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics*. 2008;9(1):559.
15. Yu G, et al. clusterProfiler: an R Package for Comparing Biological Themes Among Gene Clusters. *OMICS: A Journal of Integrative Biology*. 2012;16(5):284–287.

**Supplemental Data Figure 1: Adn-*Lpin1*<sup>-/-</sup> mice have a complete loss of lipin 1 in adipose tissue.** Thirty-week-old chow-fed male mice were fasted for four hours prior to sacrifice and tissues collected. **(A)** gonadal white adipose tissue (gWAT), inguinal white adipose tissue

(iWAT), brown adipose tissue (BAT), liver, heart, and gastrocnemius muscle were separated via electrophoresis and immunoblotted for lipin 1. Total protein is shown via Amido black staining. Eight-week-old male *Adn-Lpin1*<sup>-/-</sup> mice and their littermate controls (WT) were fed either a 10% low-fat diet (LFD) or a 60% high-fat diet (HFD) for 5 weeks. Mice were fasted for 4 hours prior to sacrifice and tissue collection. **(B)** Gonadal white adipose tissue (gWAT), inguinal white adipose tissue (iWAT), and liver tissue proteins were separated via electrophoresis and immunoblotted for lipin 1, lipin 2, and the loading control  $\beta$ -actin. **(C)** Gene expression was determined by qPCR and are expressed as relative abundance; lipin 1, lipin 2, and lipin 3 (*Lpin1*, *Lpin2*, *Lpin3*). Data are expressed as means  $\pm$  S.E.M, and significance was determined by Two-way ANOVA with post-hoc Tukey's multiple comparisons tests. <sup>#</sup> $p < 0.05$  for WT vs. *Adn-Lpin1*<sup>-/-</sup> and <sup>†</sup> $p < 0.05$  for LFD vs. HFD; ( $n = 7-8$ ).

**Supplemental Data Figure 2: *Adn-Lpin1*<sup>-/-</sup> mice are outwardly normal on a chow diet.**

Twelve-week-old male and female *Adn-Lpin1*<sup>-/-</sup> mice and their wild-type littermate controls (WT) were given *ad libitum* access to a standard chow diet. **(A)** Body weight of fed-male mice. **(B)** Body composition was determined by ECHO MRI. **(C and D)** Body weight and composition in female mice. **(E-H)** Insulin tolerance tests (ITT) were performed in mice fasted for 4 hours prior to an intraperitoneal (IP) injection of recombinant human insulin (0.75 U / kg lean mass) and blood glucose was monitored from tail blood at the times indicated. (Males  $n = 9-12$ ), (Females  $n = 3-5$ ). **(I and K)** Chow fed 12 week old male mice were fasted for 4 hours followed by an oral gavage of olive oil (200 $\mu$ l/ mouse). Blood was procured from the tail vein and measured for TAG content via colorimetric assay. Data are expressed as means  $\pm$  S.E.M. Significance was determined by Two-way ANOVA with post-hoc Tukey's multiple comparisons tests or Student's T-Test where appropriate.  $p$  values are shown.

**Supplemental Data Figure 3: Loss of adipocyte *Lpin1* reduces plasma NEFA and**

**adipokine concentrations.** Eight-week-old male *Adn-Lpin1*<sup>-/-</sup> and control mice were fed either

a 10% LFD or a 60% HFD for 5 weeks. Mice were fasted for 4 hours prior to sacrifice and blood was collected into EDTA-coated tubes and plasma was separated via centrifugation. **(A-C)** Plasma non-esterified fatty acids (NEFA), glycerol, and triglycerides (TAG) were measured using colorimetric assays according to the manufacturers' instructions. **(D)** Plasma adiponectin was measured using a Singlex Immunoassay. **(E and F)** Plasma leptin and resistin were measured by Multiplex Immunoassays. Data are expressed as means  $\pm$  S.E.M, and significance was determined by Two-way ANOVA with post-hoc Tukey's multiple comparisons tests.  $^{\#}p < 0.05$  for WT vs. Adn-*Lpin1*<sup>-/-</sup> and  $^{\dagger}p < 0.05$  for LFD vs. HFD; ( $n = 7-9$ ).

**Supplemental Data Figure 4: Short-term HFD feeding causes insulin and glucose intolerance in Adn-*Lpin1*<sup>-/-</sup> mice.** Eight-week-old male Adn-*Lpin1*<sup>-/-</sup> mice and their WT littermate controls were fed either a 10% low-fat diet (LFD) or a 60% high-fat diet (HFD) for 5 weeks. **(A)** During week 4 of dietary feeding, lean mass was determined via ECHO MRI, and mice were fasted for 4 hours prior to an insulin tolerance test (ITT) via an intraperitoneal (IP) injection of recombinant human insulin (0.75 U / kg lean mass). **(B)** After 5 weeks of diet mice were fasted 5 hours prior to a glucose tolerance test (GTT) via an IP injection of glucose (1 g/ kg lean mass, dissolved in saline. Blood glucose was monitored in tail blood at the times indicated. **(C)** Area under the curve was calculated for the GTT. **(E)** Gonadal, inguinal, brown adipose, liver, heart, and gastrocnemius muscle tissue proteins were separated via electrophoresis and immunoblotted for phospho-AKT, total AKT, phospho-GSK3 $\beta$ , total GSK3 $\beta$ , and the loading control, GAPDH. Data are expressed as means  $\pm$  S.E.M, and significance was determined by Two-way ANOVA with post-hoc Tukey's multiple comparisons tests.  $^{\#}p < 0.05$  for WT vs. Adn-*Lpin1*<sup>-/-</sup> and  $^{\dagger}p < 0.05$  for LFD vs. HFD; ( $n = 5-6$ ).

**Supplemental Data Figure 5: Bulk RNA sequencing in liver.** Eight-week-old male Adn-*Lpin1*<sup>-/-</sup> and control mice were fed either a 10% LFD or a 60% HFD for 5 weeks. 

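Between the diets, 144 genes differed in WT livers (56 higher and 88 lower on the HFD) and 321 in Adn-Lpin1-/- livers (156 higher and 165 lower; edgeR's quasi-likelihood test, adjusted p at or below 0.05). The 5 HFD and 5 LFD mice did not overlap in 118 of the genes called in WT and 239 of those called in Adn-Lpin1-/-. Over all genes tested, they did not overlap in 487 in WT and 530 in Adn-Lpin1-/-, where chance gives 0.794% of genes. No gene was called for a genotype effect that differed between the diets, while 938 had an unadjusted p under 0.05. Voom with quality weights and the pools as sixth libraries moved these totals most, to 1934 genes in WT, 2327 in Adn-Lpin1-/- and 198 for the difference between the diets. In 10 simulations of counts without any change, that setting called a mean of 113.5 genes for the difference between the diets. Single mice moved the totals by over 1.5 times. In WT, 55 genes were called without mouse 3 of WT HFD, 65 without its mouse 2, 91 without its mouse 4 and 95 without its mouse 1. Without a mouse of WT LFD, 70 genes were called for mouse 1, 64 for mouse 2, 59 for mouse 4 and 289 for mouse 5. In Adn-Lpin1-/-, 123 genes were called without mouse 3 of Adn-Lpin1-/- LFD, 159 without its mouse 4 and 162 without its mouse 2. Without a mouse of Adn-Lpin1-/- HFD, 177 genes were called for mouse 1, 211 for mouse 2 and 205 for mouse 5. Among called genes without overlap and with a mean of at least 1 CPM, the largest decreases on the HFD in WT were those of Gm6166 (log2 fold change -3.18), Fabp5 (-3.17), Gm14328 (-2.90), Pnpla3 (-2.71) and Mup-ps20 (-2.46). In Adn-Lpin1-/- they were those of Gm14328 (-4.51), Fabp5 (-4.48), Gm6166 (-4.16), Chrna4 (-4.01) and Ppp1r3g (-3.07). Gm6166, Gm14328 and Mup-ps20 are pseudogenes in the GENCODE annotation, so reads of their parent genes leave their levels uncertain. The largest increases in Adn-Lpin1-/- were those of Cyp2b9 (4.94), Obp2a (2.96), 1810046K07Rik (2.20), Enho (2.17) and Sema5b (1.74), and Cyp2b9 belongs to a family whose members can share reads. In WT the largest increases were those of Meg3 (1.59), 4930480G23Rik (1.11), Pmm1 (1.09), Fam25c (1.00) and Dop1b (0.94), and 4930480G23Rik is annotated as antisense to another gene. In the 20 fits that each left out a mouse, Cyp2b9 in Adn-Lpin1-/- lost its call in 10 (adjusted p = 0.101 from edgeR's test without mouse 3 of Adn-Lpin1-/- LFD, the highest), and it was not called under voom with quality weights (adjusted p = 0.108). In WT, Gm6166 lost its call in 4 of these fits (highest adjusted p = 0.0567, without mouse 2 of WT HFD) and Gm14328 in 5 (highest adjusted p = 0.0651, without mouse 3 of WT HFD). Fam25c lost its call in 17, Pmm1 in 4, Sema5b in 7 and Enho in 4, and Meg3 without mouse 3 of WT HFD. Fam25c and Meg3 were also not called with only the 2 groups compared, nor Enho under voom with quality weights.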

Mice were fasted for 4 hours prior to sacrifice, liver collection, RNA isolation, and Bulk RNA sequencing. **(A)** PCA plot

showing separation of the four groups. **(B)** Heatmap of merged differentially expressed data. **(C)** Volcano plots of merged differential expression data were graphed as  $\log_2$  fold change versus  $-\log_{10}$  unadjusted  $p$ -value. ( $n = 6$ ).

**Supplemental Data Figure 6: WGCNA module association with and phenotypic data and liver lipidomic data.** WGCNA module sets were combined with phenotypic and lipidomic data and associations were tested using Pearson's Correlation Coefficient;  $*p < 0.05$ , ( $n = 6$ ). **(A)** WGCNA modules and their correlation to phenotypic traits from the mice used to generate the WGCNA data. **(B)** WGCNA modules associations with liver lipidomic data.

**Supplemental Data Figure 7: Select WGCNA module set pathway analysis.** **a-c**, Graphical representations of top KEGG, and GO pathways in the turquoise **(A)**, pink **(B)**, yellow **(C)**, cyan **(D)** and purple **(E)** module sets. The color of the circle represents its adjusted  $p$ -value and the size represents the number of genes altered within that pathway.

**Supplemental data Figure 8: Metabolic gene expression and their modules.** Eight-week-old male *Adn-Lpin1*<sup>-/-</sup> and control mice were fed either a 10% LFD or a 60% HFD for 5 weeks. Mice were fasted for 4 hours prior to sacrifice, liver collection, RNA isolation, and Bulk RNA sequencing. Genes are expressed as counts per million reads (CPM) fold change from WT LFD-fed mice. Each gene's module is represented in color. Data are expressed as means  $\pm$  S.E.M, and significance was determined by Two-way ANOVA with post-hoc Tukey's multiple comparisons tests.  $^{\#}p < 0.05$  for WT vs. *Adn-Lpin1*<sup>-/-</sup> and  $^{\dagger}p < 0.05$  for LFD vs. HFD; ( $n = 6$ ).

**Supplemental Data Figure 8: Loss of adipocyte *Lpin1* increases early signs of hepatic fibrosis, matrix remodeling, and inflammation.** Eight-week-old male *Adn-Lpin1*<sup>-/-</sup> and control mice were fed either a 10% LFD or a 60% HFD for 5 weeks. Mice were fasted for 4 hours prior

to sacrifice. **(A)** Gene expression was determined by qPCR and are expressed as relative abundance; collagen type I alpha 1 chain (*Col1a1*), tissue inhibitor of metalloproteinase 1 & 3 (*Timp1 and Timp3*), secreted phosphoprotein 1 (*Spp1*), cluster of differentiation 68 (*Cd68*), interleukin 1 beta (*Il1b*), transforming growth factor beta 1 (*TGFB1*). **(B)** Plasma alanine transferase (ALT) and aspartate aminotransferase (AST) were measured using liquid kinetic assays. **(C)** H&E stained tissue sections were scored by an independent clinical pathologist. Data are expressed as means  $\pm$  S.E.M., and significance was determined by Two-way ANOVA with post-hoc Tukey's multiple comparisons tests.  $^{\#}p < 0.05$  for WT vs. *Adn-Lpin1*<sup>-/-</sup>; ( $n = 5-9$ ).

**Supplemental Data Figure 10: Plasma characteristics of mice fed a NASH-inducing diet.**

Eight-week-old male mice were fed a diet high in fructose (17 kcal %), fat (palm oil 40 kcal %), and cholesterol (2%) (HFHF-C) or a matched high-sucrose low-fat (10 kcal %) control diet (HSHF) for 16 weeks. Mice were fasted for 4 hours prior to sacrifice and tissue collection. **(A)** Blood glucose and plasma insulin concentrations after a 4 hour fast. **(B)** Plasma non-esterified fatty acids (NEFA), glycerol, and triglycerides (TAG) were measured using colorimetric assays according to the manufacturers' instructions. **(C)** Plasma adiponectin was measured using a Singlex Immunoassay and plasma leptin and resistin were measured by Multiplex Immunoassays. Data are expressed as means  $\pm$  S.E.M, and significance was determined by Two-way ANOVA and post-hoc Tukey's or Sidak's multiple comparisons tests.  $^{\#}p < 0.05$  for WT vs. *Adn-Lpin1*<sup>-/-</sup> and  $^{\dagger}p < 0.05$  for HSLF vs HFHF-C diet; ( $n = 7-9$ ).

**Supplemental Data Table 1.** Subject Characteristics.

|                                                     | MHL         | MHO         | MUO          |
|-----------------------------------------------------|-------------|-------------|--------------|
|                                                     | (n=14)      | (n=22)      | (n=25)       |
| Age (years)                                         | 36 ± 2      | 36 ± 2      | 41 ± 2       |
| Age Range                                           | 27.1- 47.5  | 24.6- 47.5  | 22- 54.7     |
| Sex (F/ M)                                          | 8/ 6        | 21/ 1       | 19/ 6        |
| Black or African American / White Caucasian/ Asian  | 1/ 10/ 3    | 11/ 11/ 0   | 6/ 19/ 0     |
| Body mass index (kg/m <sup>2</sup> )                | 22.9 ± 0.4  | 37.8 ± 1.0* | 39.3 ± 1.0*  |
| Body fat (%)                                        | 29.4 ± 1.6  | 48.2 ± 1.1* | 47.2 ± 1.5*  |
| Intrahepatic triglyceride content (%)               | 1.8 ± 0.2   | 2.3 ± 0.2   | 17.9 ± 1.8*† |
| Plasma FFA (mM)                                     | 0.24 ± 0.01 | 0.23 ± 0.01 | 0.29 ± 0.01  |
| Plasma TAG (mg/dL)                                  | 72 ± 8      | 70 ± 5      | 134 ± 9*†    |
| Plasma total cholesterol (mg/dL)                    | 177 ± 7     | 168 ± 6     | 180 ± 8      |
| Plasma HDL (mg/dL)                                  | 63 ± 4      | 54 ± 3      | 43 ± 2       |
| Plasma LDL (mg/dL)                                  | 99 ± 6      | 100 ± 6     | 114 ± 6      |
| Fasting Insulin (μM/mL)                             | 5.2 ± 0.5   | 12.7 ± 1.6  | 28.4 ± 3.2   |
| Fasting C-peptide (ng/mL)                           | 1.52 ± 0.09 | 2.45 ± 0.14 | 4.37 ± 0.27  |
| Fasting glucose (mg/dL)                             | 86 ± 1      | 88 ± 1      | 103 ± 5*†    |
| 2-h OGTT glucose (mg/dL)                            | 98 ± 5      | 108 ± 3     | 157 ± 4*†    |
| HbA1c (%)                                           | 5.0 ± 0.2   | 5.1 ± 0.1   | 5.6 ± 0.1*†  |
| HISI [1000/(μmol/kg FFM/min) x (μU/mL)]             | 10.9 ± 1.2  | 5.7 ± 0.4*  | 3.0 ± 0.2*†  |
| Glucose Rd/Insulin, (nmol/kg FFM/min)/(μU/mL)       | 683 ± 65    | 386 ± 37*   | 209 ± 17*†   |
| Hepatic DNL (% contribution to plasma TG-palmitate) | 14.0 ± 1.7  | 21.3 ± 2.1* | 39.0 ± 2.4*† |

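The table of the paper's supplement gives the log2 fold changes of 128 pairs of gene and comparison, 54 by genotype on the LFD, 39 by genotype on the HFD, 15 by diet in WT and 20 by diet in Adn-Lpin1-/-. Of these, 126 could be set beside a tested gene, and the symbol Gprn3, listed for both genotype comparisons, matched no symbol in the name table. All 126 had the same sign here as in the paper's table, and 110 lay within the standard error of edgeR's log2 fold change. By edgeR's quasi-likelihood test, 98 of the 126 had an adjusted p at or below 0.05, namely 43 of 53 by genotype on the LFD, 33 of 38 on the HFD, 8 of 15 by diet in WT and 14 of 20 by diet in Adn-Lpin1-/-. The median absolute difference between the paper's value and the value here was 0.19 on the log2 scale. Gprin3, whose symbol is close to the one that was not matched, had a log2 fold change of -2.45 on the LFD (standard error 0.22, adjusted p = 9.95e-07 from edgeR's test) and -2.37 on the HFD (standard error 0.22, adjusted p = 1.47e-06). Among called genes without overlap of the genotypes and with a mean of at least 1 CPM, the largest decreases by genotype on the LFD were those of Zfp871 (log2 fold change -3.23), F830016B08Rik (-3.22), Mup-ps20 (-2.91) and 4930565N06Rik (-2.64), and the largest increases included that of Ppp1r3g (3.80, standard error 0.37, adjusted p = 2.41e-06 from edgeR's test). On the HFD, the largest decreases were those of Tff3 (-3.32), Adgrf1 (-2.94), Gprin3, Zfp871 (-2.34) and Lcor (-2.28), and the largest increases included those of Obp2a (3.30), Gtpbp4-ps1 (2.46) and Limk1 (2.27). Mup-ps20 and Gtpbp4-ps1 are pseudogenes, and 4930565N06Rik is annotated as antisense, so their counts are uncertain. Adgrf1 was not called under voom with quality weights (adjusted p = 0.0638). Mogat1, which encodes a monoacylglycerol acyltransferase, was higher in Adn-Lpin1-/- by 2.47 on the LFD (standard error 0.60, adjusted p = 0.00893 from edgeR's test) and 2.63 on the HFD (standard error 0.58, adjusted p = 0.00453).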

Supplemental Data Table 2. Significantly upregulated genes and their WGCNA module association.

**A** **LFD**  
**WT vs. Adn-Lpin1 -/-**

| Gene    | UP Log FC | Gene          | Down Log FC |
|---------|-----------|---------------|-------------|
| Cidea   | 7.67      | Irx1          | -2.07       |
| Ephb2   | 4.32      | Lcor          | -2.41       |
| Ppp1r3g | 3.79      | Gprn3         | -2.42       |
| Sprr1a  | 3.28      | Obox4-ps2     | -2.68       |
| Ly6d    | 2.98      | 4930565N06Rik | -2.88       |
| Col1a1  | 2.93      | Mup-ps20      | -2.99       |
| Gsta1   | 2.86      | Zfp871        | -3.04       |
| Cidec   | 2.77      | F830016B08Rik | -3.16       |
| Mogat1  | 2.77      | Moxd1         | -3.19       |
| Cyp2b10 | 2.68      | 1700023H06Rik | -3.27       |
| Cdkn1a  | 2.51      |               |             |
| Gprc5b  | 2.49      |               |             |
| Apoa4   | 2.47      |               |             |
| Gpnmb   | 2.46      |               |             |
| Plin4   | 2.46      |               |             |
| Fmod    | 2.45      |               |             |
| Cyp4a14 | 2.38      |               |             |
| Lgals1  | 2.35      |               |             |
| Bglap3  | 2.35      |               |             |
| Ntrk2   | 2.31      |               |             |
| Cd36    | 2.30      |               |             |
| Mmp12   | 2.28      |               |             |
| Hr      | 2.27      |               |             |
| Tmem119 | 2.24      |               |             |
| Osbpl3  | 2.24      |               |             |
| Themis  | 2.23      |               |             |
| Ttc39a  | 2.22      |               |             |
| Zfp979  | 2.22      |               |             |
| Zfp979  | 2.22      |               |             |
| Gm11695 | 2.22      |               |             |
| Nr4a1   | 2.21      |               |             |
| Cpxm1   | 2.17      |               |             |
| A4gnt   | 2.14      |               |             |
| Cntnap1 | 2.13      |               |             |
| Pdk4    | 2.10      |               |             |
| Mfap4   | 2.10      |               |             |
| Dusp8   | 2.10      |               |             |
| Rufy4   | 2.10      |               |             |
| Fam180a | 2.08      |               |             |
| Gal3st1 | 2.07      |               |             |
| Slc35f2 | 2.07      |               |             |
| Dpep1   | 2.06      |               |             |
| Nr4a2   | 2.05      |               |             |
| Igfbp6  | 2.02      |               |             |
| Zfp423  | 2.01      |               |             |

**B** **HFD**  
**WT vs. Adn-Lpin1 -/-**

| Gene          | UP Log FC | Gene          | Down Log FC |
|---------------|-----------|---------------|-------------|
| Cidea         | 8.15      | 4930565N06Rik | -2.14       |
| Sprr1a        | 3.65      | Lnpep         | -2.16       |
| Cfd           | 3.60      | Obox4-ps2     | -2.21       |
| B430212C06Rik | 3.56      | F830016B08Rik | -2.34       |
| A4gnt         | 3.47      | Gprn3         | -2.37       |
| Gpnmb         | 3.34      | Zfp871        | -2.38       |
| Obp2a         | 3.30      | Lcor          | -2.41       |
| Kbtbd11       | 3.01      | 1700023H06Rik | -2.42       |
| Cidec         | 2.79      | Adgrf1        | -2.82       |
| Ly6d          | 2.72      | Tff3          | -3.01       |
| Mup9          | 2.66      | Tmeff2        | -3.15       |
| Mogat1        | 2.60      | Capn11        | -3.27       |
| Ephb2         | 2.57      |               |             |
| Gsta1         | 2.46      |               |             |
| Slc35f2       | 2.37      |               |             |
| Mmp12         | 2.37      |               |             |
| Limk1         | 2.28      |               |             |
| Gtpbp4-ps1    | 2.25      |               |             |
| Cyp2b9        | 2.21      |               |             |
| Themis        | 2.18      |               |             |
| Dusp8         | 2.18      |               |             |
| Zfp979        | 2.16      |               |             |
| Zfp979        | 2.16      |               |             |
| Col1a1        | 2.14      |               |             |
| Ttc39a        | 2.10      |               |             |
| Plin4         | 2.06      |               |             |
| Ttc39aos1     | 2.06      |               |             |
| Apoa4         | 2.03      |               |             |

**Color Key**

| # Genes | Module Colors |
|---------|---------------|
| 822     | Yellow        |
| 2762    | Turquoise     |
| 505     | Red           |
| 273     | Purple        |
| 355     | Pink          |
| 128     | Midnightblue  |
| 348     | Magenta       |
| 612     | Green         |
| 1120    | Brown         |
| 1994    | Blue          |
| 391     | Black         |
| 244     | Tan           |

**C** **Adn-Lpin1 -/-**  
**LFD vs. HFD**

| Gene          | UP Log FC | Gene          | Down Log FC |
|---------------|-----------|---------------|-------------|
| Cyp2b9        | 5.94      | Capn11        | -2.06       |
| Obp2a         | 3.11      | Adgrf1        | -2.15       |
| Cfd           | 2.72      | Pltp          | -2.16       |
| Cyp2b10       | 2.25      | Lepr          | -2.18       |
| 1810046K07Rik | 2.15      | 2310034O05Rik | -2.43       |
|               |           | Moxd1         | -2.46       |
|               |           | Pnpla3        | -2.60       |
|               |           | Tff3          | -2.83       |
|               |           | Cib3          | -3.03       |
|               |           | Ppp1r3g       | -3.13       |
|               |           | Gm6166        | -3.77       |
|               |           | Gm14328       | -4.00       |
|               |           | Chrna4        | -4.05       |
|               |           | Fabp5         | -4.37       |
|               |           | Pnpla5        | -4.91       |

**D** **WT**  
**LFD vs. HFD**

| Gene    | UP Log FC | Gene          | Down Log FC |
|---------|-----------|---------------|-------------|
| Cyp2b9  | 4.35      | Chrna4        | -2.04       |
| Cyp2b10 | 3.71      | 4930452B06Rik | -2.09       |
| Capn11  | 2.77      | Gm14236       | -2.16       |
| Igfbp6  | 2.49      | Pnpla3        | -2.38       |
| Upk3b   | 2.11      | Mup-ps20      | -2.54       |
|         |           | Gm14328       | -3.05       |
|         |           | Fabp5         | -3.24       |
|         |           | Moxd1         | -3.6        |
|         |           | Gm6166        | -3.71       |
|         |           | Pnpla5        | -3.8        |

**Supplemental Data Table 3.** Composition of diets used in the study.

| <b>Name</b>              | <b>LFD</b>     | <b>HFD</b>    | <b>HSLF</b>      | <b>HFHF-C</b>    |
|--------------------------|----------------|---------------|------------------|------------------|
| <b>Research Diets #</b>  | <b>D12450J</b> | <b>D12492</b> | <b>D09100304</b> | <b>D09100310</b> |
|                          | % kcal         | % kcal        | % kcal           | % kcal           |
| Total Carbohydrate       | 70             | 20            | 70               | 40               |
| Total Protein            | 20             | 20            | 20               | 20               |
| Total Fat                | 10             | 60            | 10               | 40               |
| Cholesterol (% weight)   | -              | -             | -                | 2                |
| Corn Starch              | 50.4           | -             | 34.9             | -                |
| Dextrose, Monohydrate    | -              | -             | 16.8             | -                |
| Maltodextrin 10          | 12.4           | 12.4          | 8.5              | 10.0             |
| Sucrose, Fine Granulated | 6.8            | 6.8           | 9.6              | 9.6              |
| Fructose                 | -              | -             | -                | 19.9             |
| Casein, Lactic, 30 Mesh  | 19.9           | 19.9          | 19.9             | 19.9             |
| Cystine, L               | 0.3            | 0.3           | 0.3              | 0.3              |
| Lard                     | 4.5            | 54.9          | 4.5              | 4.5              |
| Soybean Oil, USP         | 5.6            | 5.6           | 5.6              | 5.6              |
| Palm Oil                 | -              | -             | -                | 30.3             |
| Cholesterol              | -              | -             | -                | 0.0              |
| Vitamin Mix              | 1.0            | 1.0           | 1.0              | 1.0              |

**Supplemental Data Table 4:** List of primer sequences used for qPCR.

| Gene Name<br>(Mouse) | Forward 5'-3'           | Reverse 5'-3'          |
|----------------------|-------------------------|------------------------|
| Lpin1                | agtcagcatcgtatcccagttcg | aatctaccagggtgctgggg   |
| Lpin2                | gaagtggcggctctctatttc   | agaggggtacatcaggcaagt  |
| Lpin3                | tcaccctccacgtgcgcttc    | tcttctcactgtccagctcct  |
| Pparg1               | ggaagaccactcgcattcctt   | gtaatcagcaaccattgggtca |
| AdipoQ               | tggtcctctaatacctgcca    | ccaacctgcacaagttccctt  |
| Col1a1               | gctcctctaggggccact      | ccacgtctcaccattgggg    |
| Tgfb1                | ctcccgtaggcttctagtgc    | gccttagttggacaggatctg  |
| Cd68                 | agctgaggggaagtgaatggaa  | tgcctctttacacgggattgc  |
| Timp1                | gcaactcggacctggtcataa   | cggcccgtgatgagaaaact   |
| Spp1                 | atctcaccattcggatgagtct  | tgtagggacgattggagtgaaa |
| Il1B                 | gcaactgttcctgaactcaact  | atcttttgggggccgtcaact  |

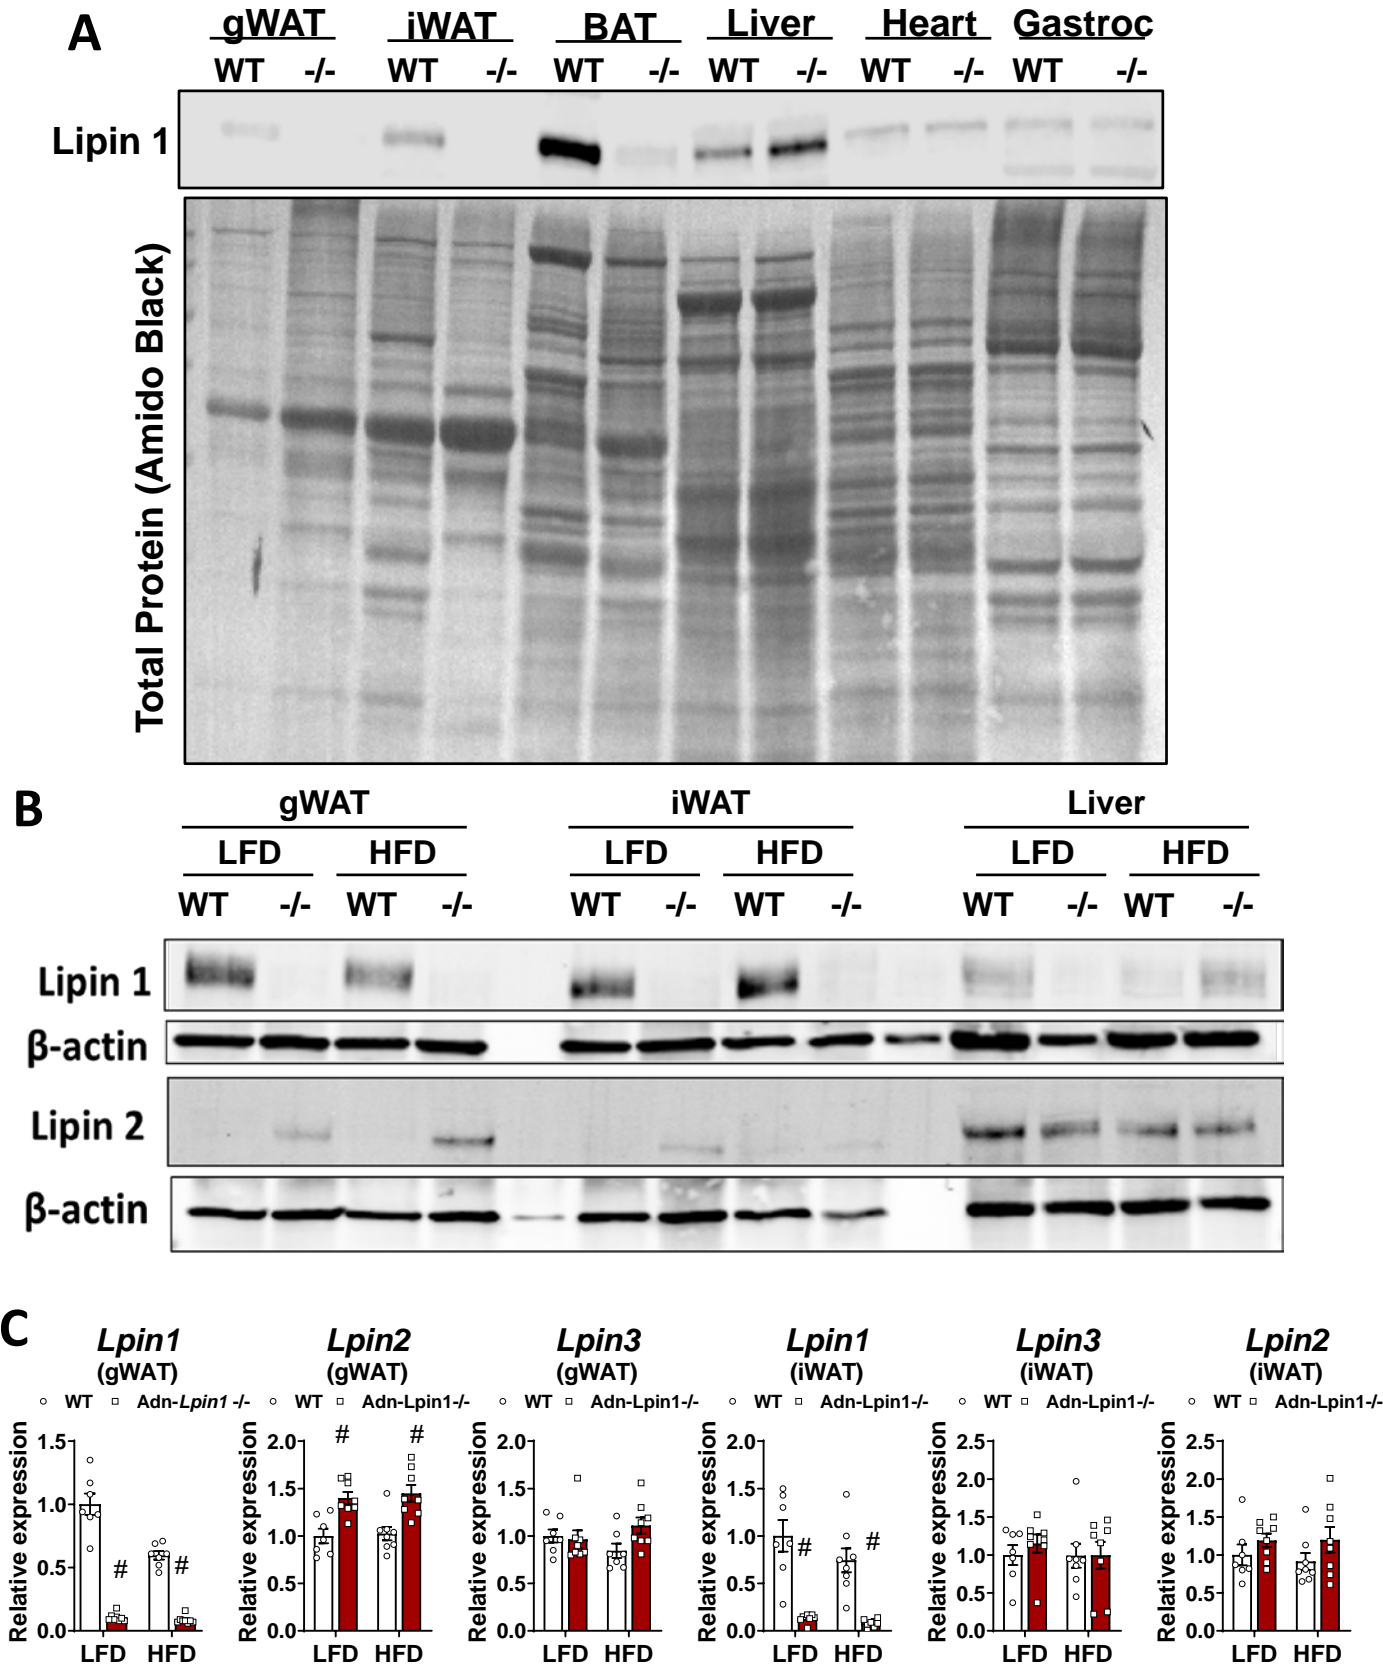

Supplemental Data Figure 1: Adn-*Lpin1*<sup>-/-</sup> mice have a complete loss of lipin 1 in adipose tissue.

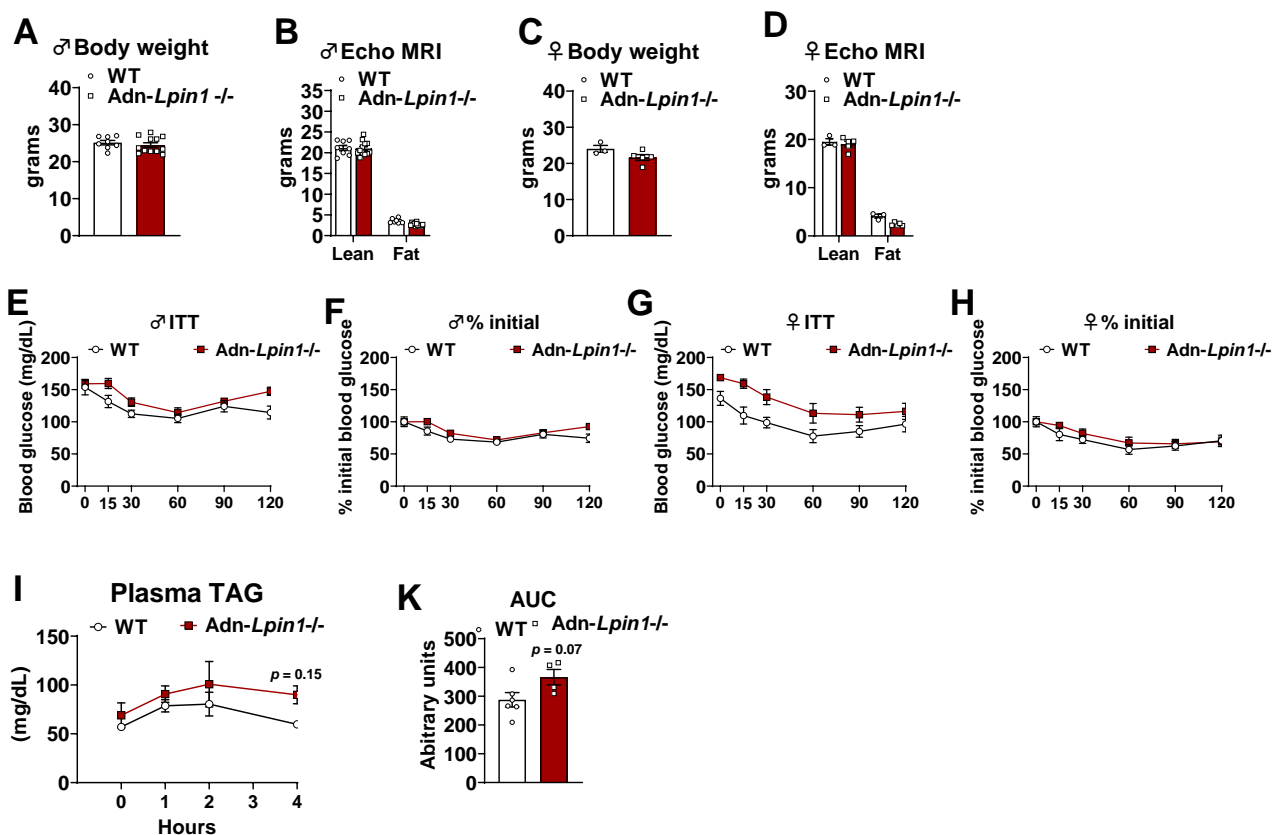

Supplemental Data Figure 2: Adn-Lpin1<sup>-/-</sup> mice are outwardly normal on a chow diet.

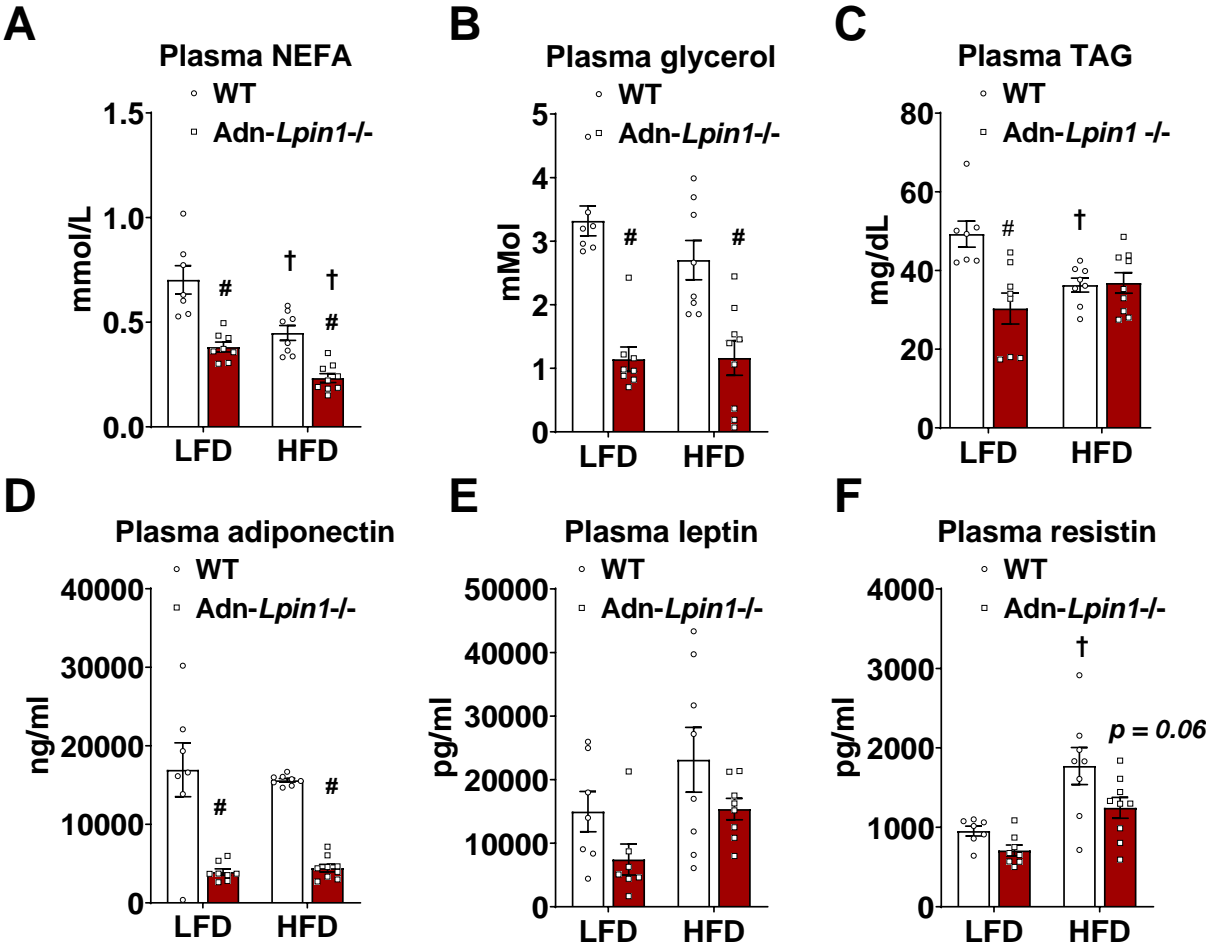

Supplemental Data Figure 3: Loss of adipocyte *Lpin1* reduces plasma NEFA and adipokine concentrations.

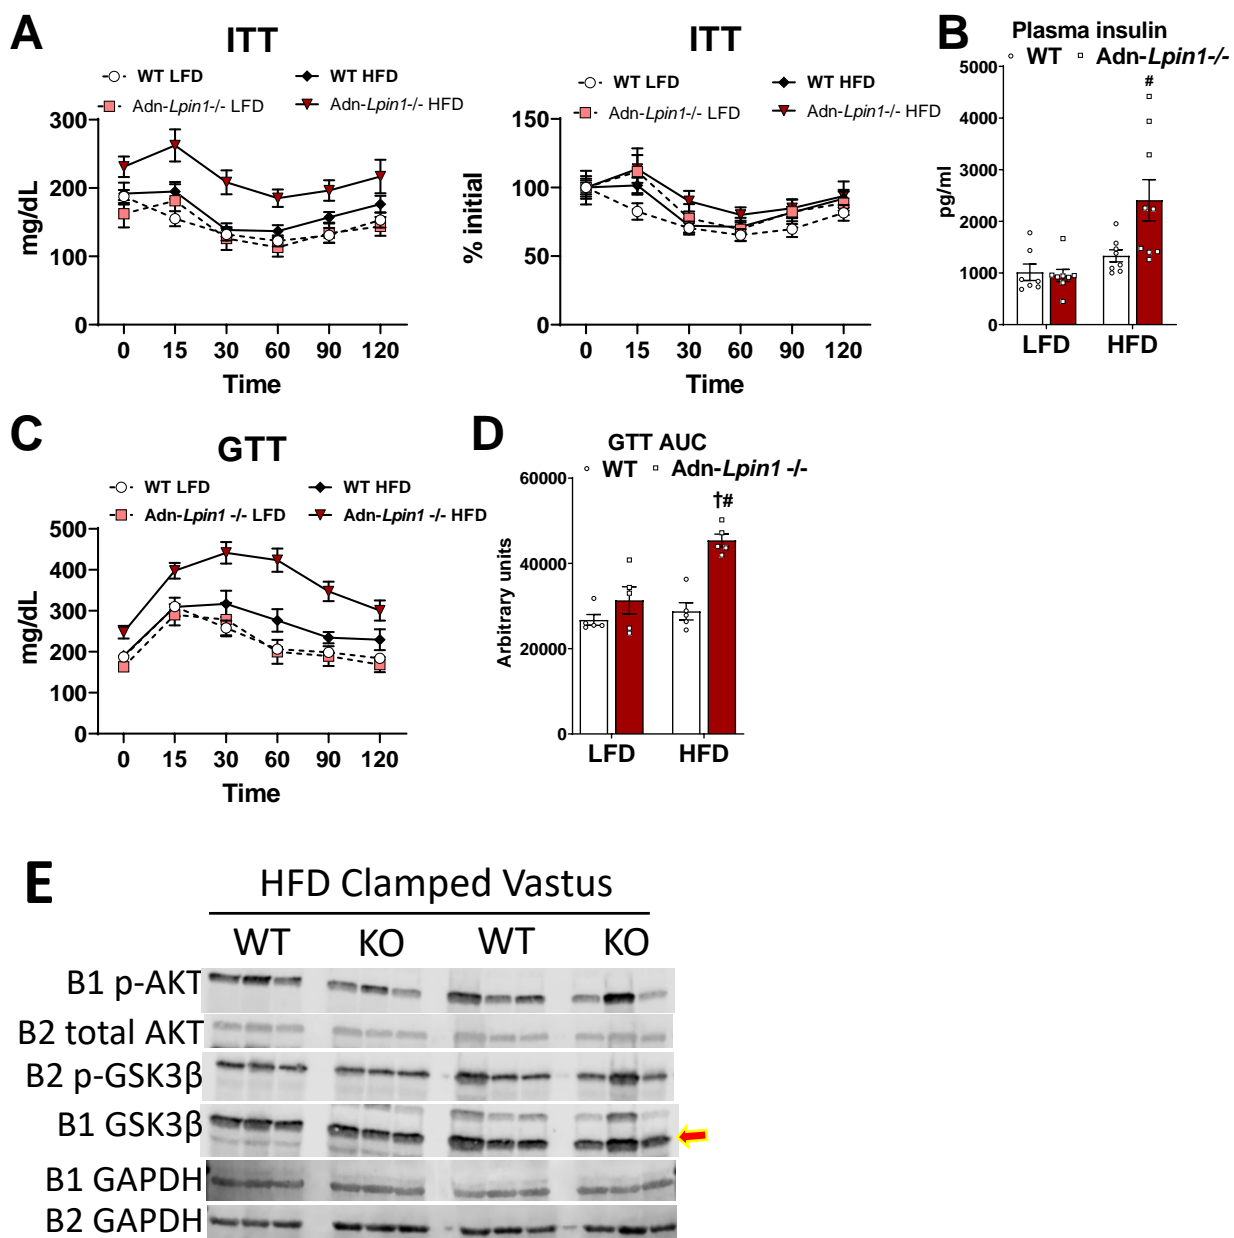

**Supplemental Data Figure 4: Short-term HFD feeding causes insulin and glucose intolerance in *Adn-Lpin1*<sup>-/-</sup> mice.**

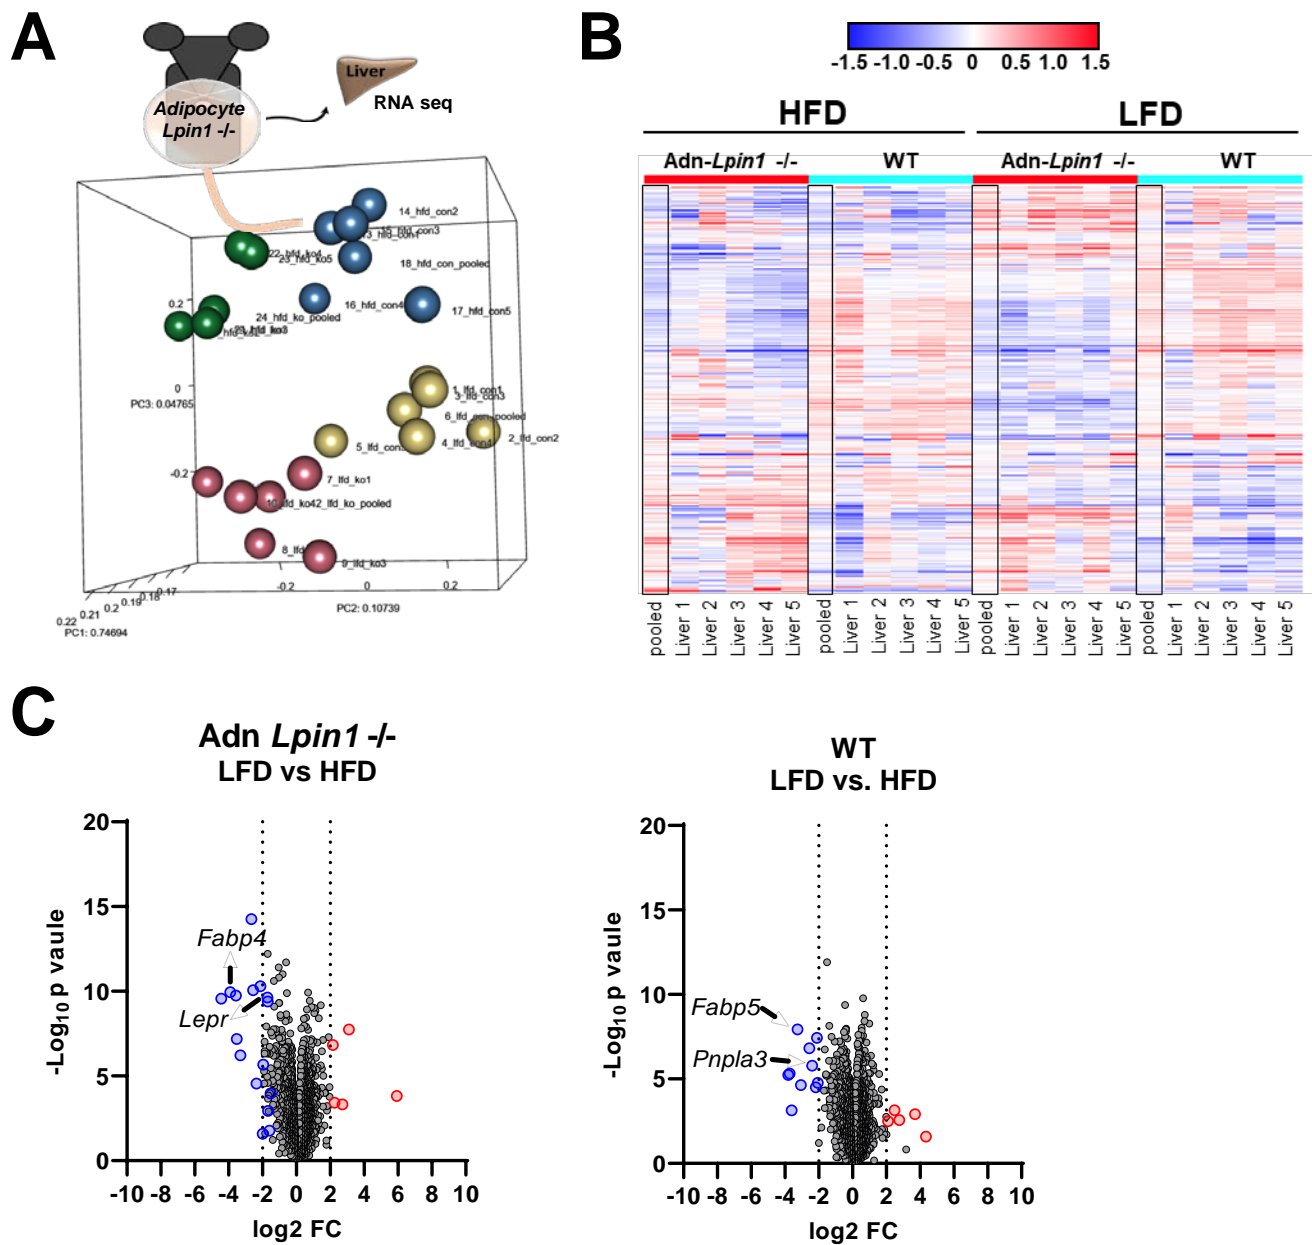

Supplemental Data Figure 5: Bulk RNA sequencing in liver.

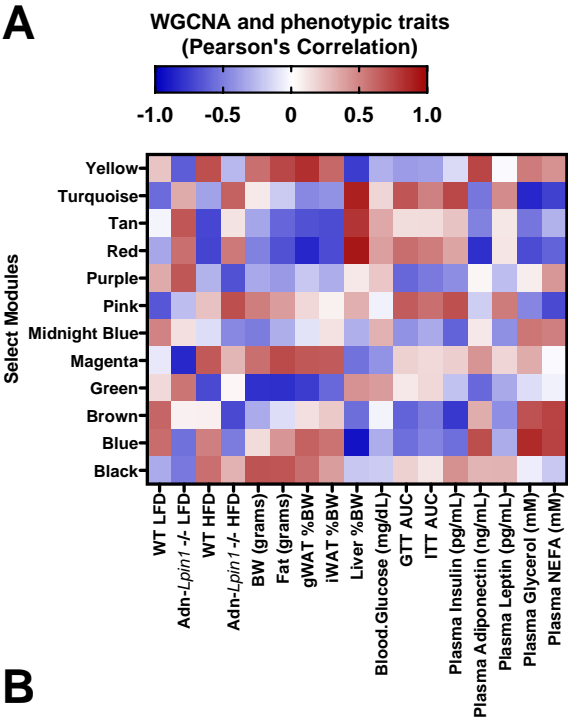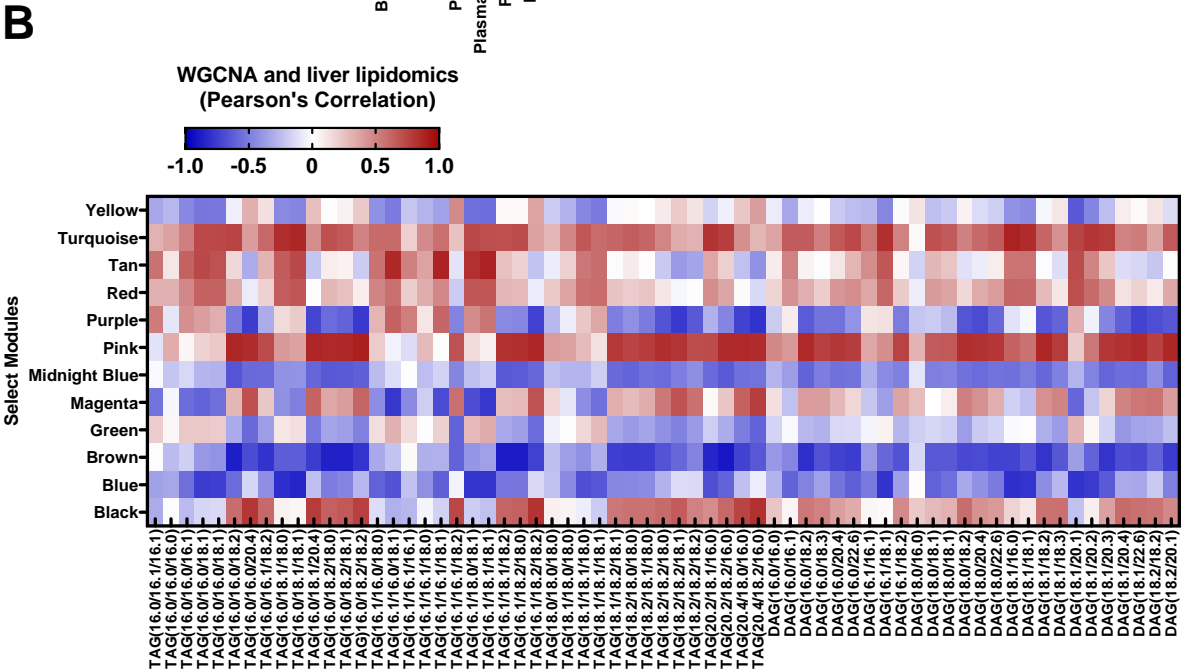

**A**

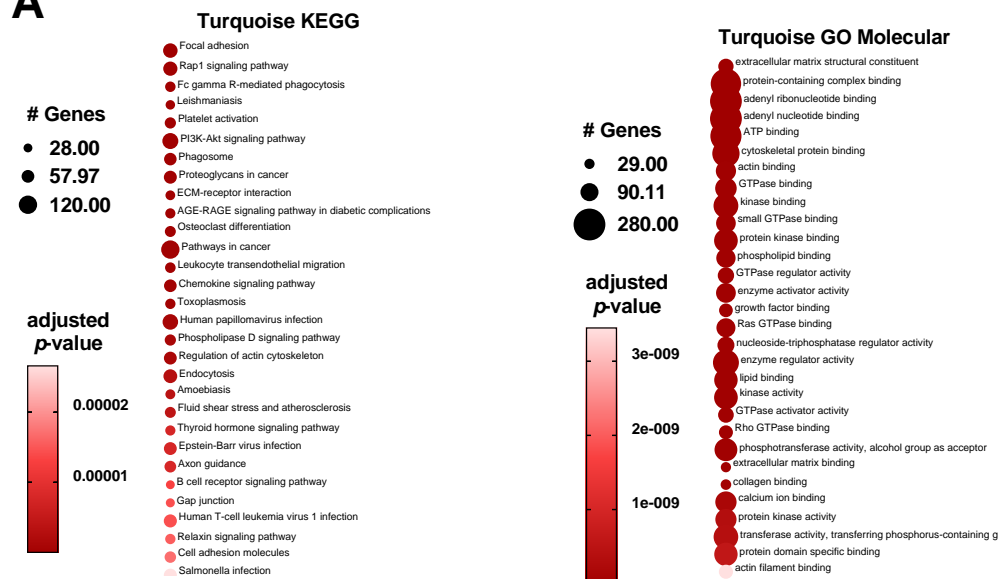

**B**

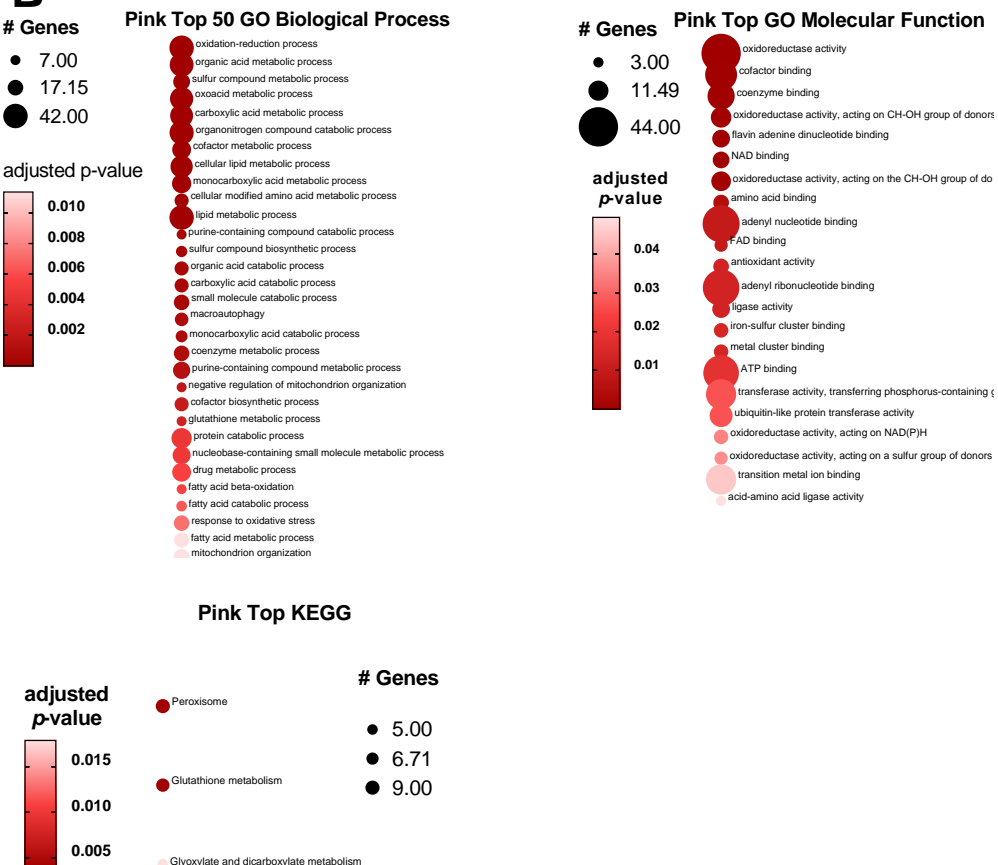

**Supplemental Data Figure 7: Select WGCNA module set pathway analysis.**

C

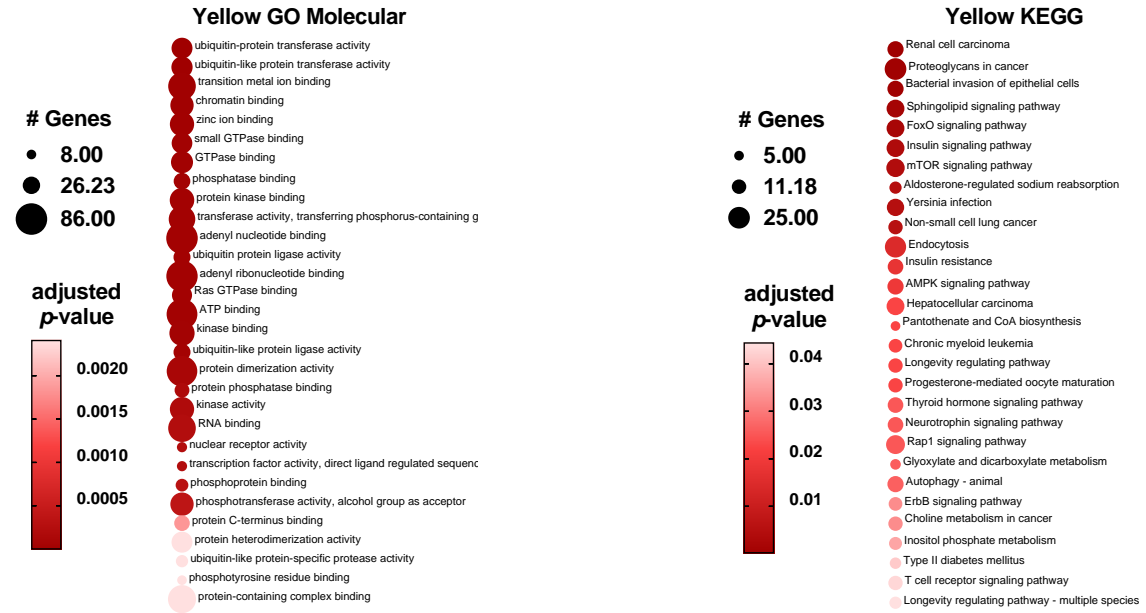

D

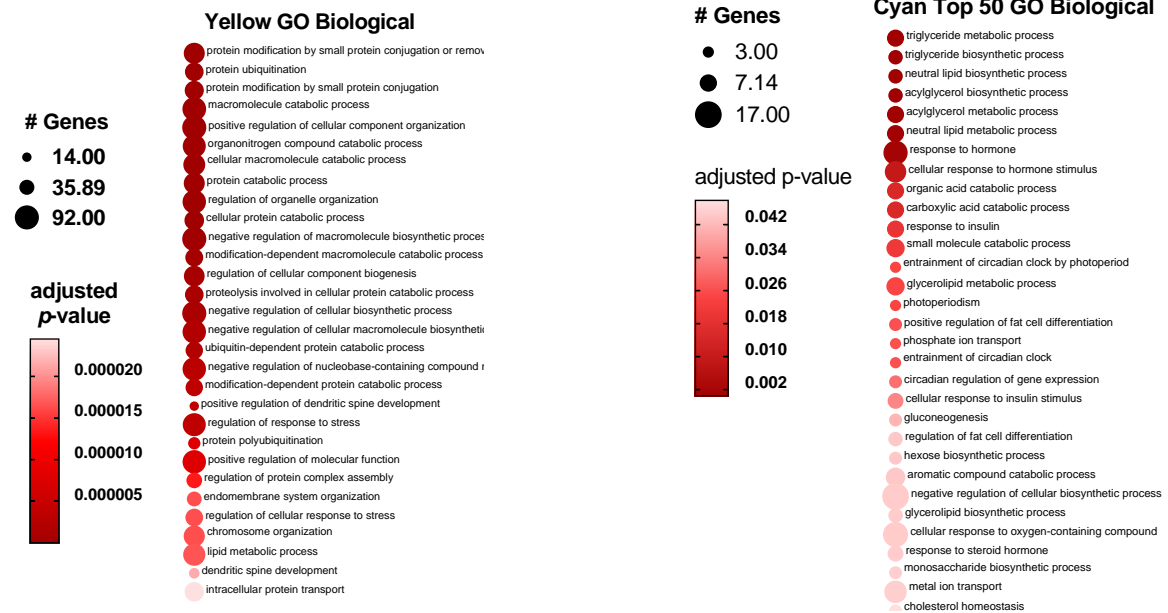

Supplemental Data Figure 7 continued: Select WGCNA module set pathway analysis.

E

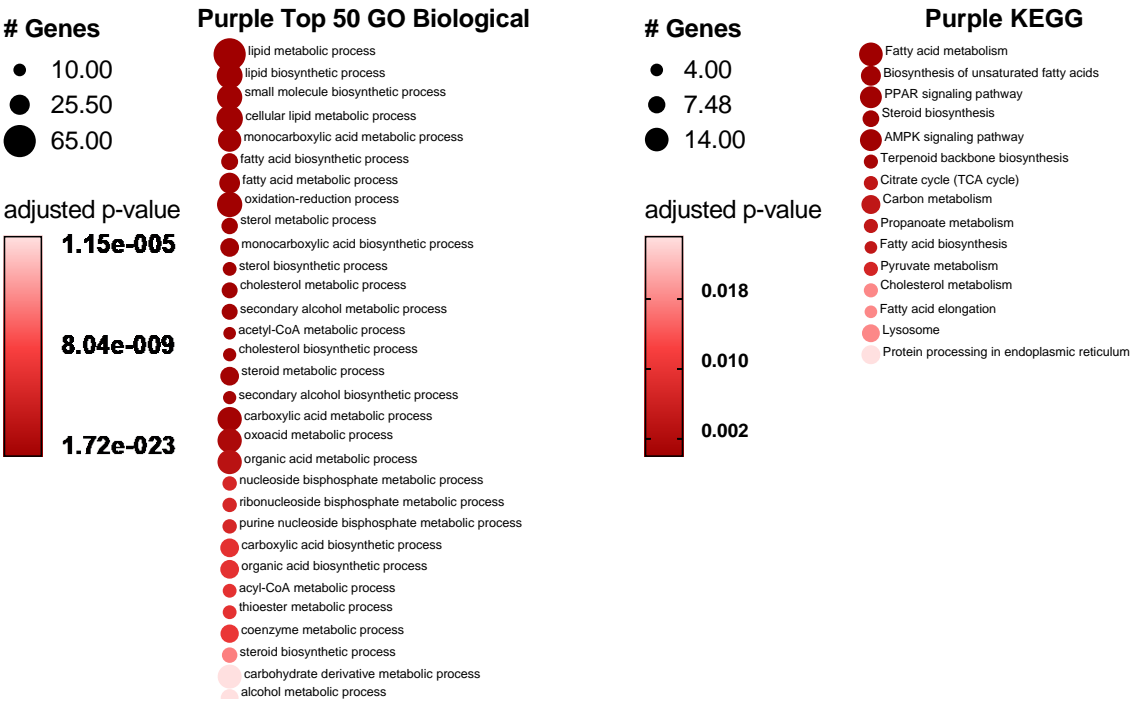

Supplemental Data Figure 7 continued: Select WGCNA module set pathway analysis.

Supplemental data Figure 8: Metabolic gene expression and their modules.

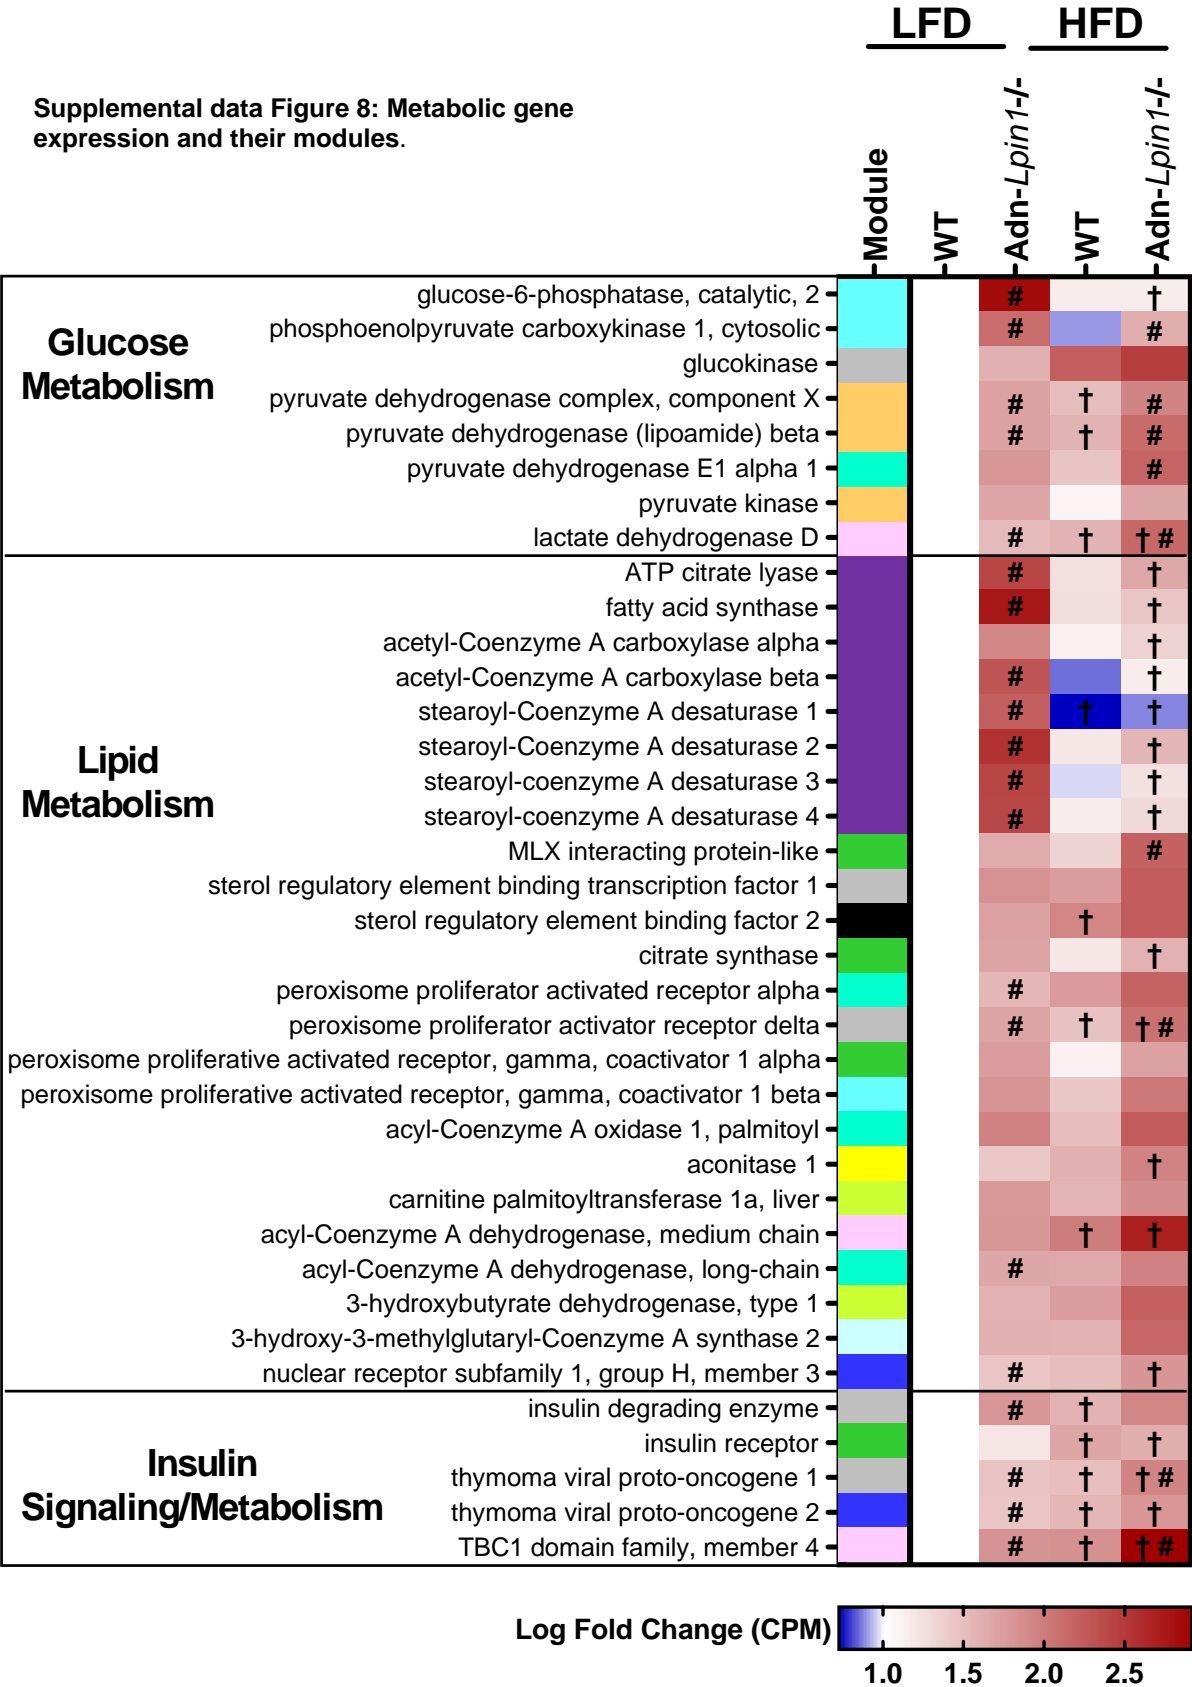

## A Fibrosis

## Matrix Remodeling

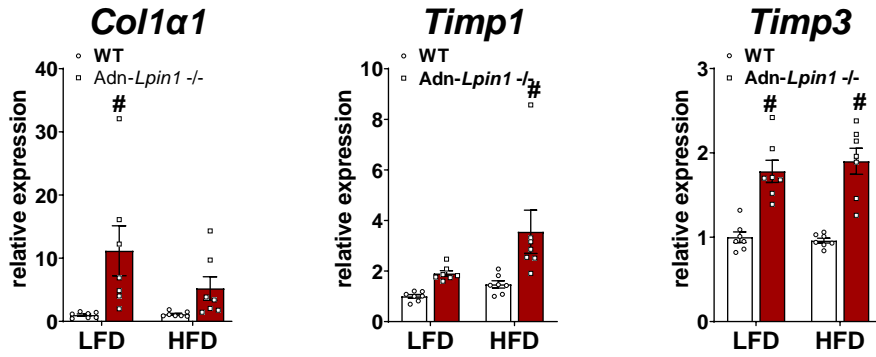

## Inflammation

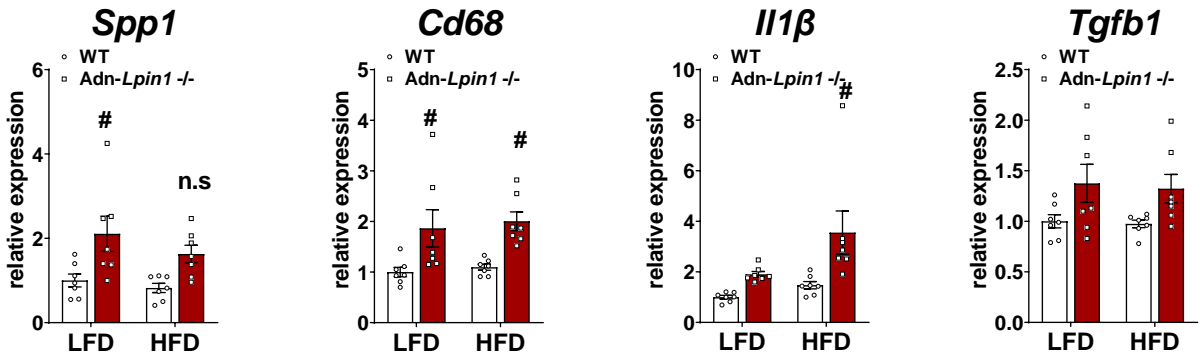

## B Plasma ALT

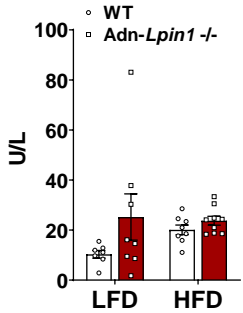

## Plasma AST

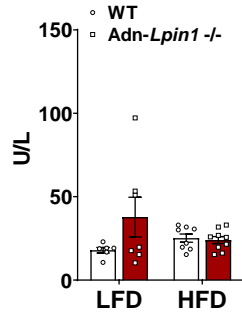

## C Steatosis

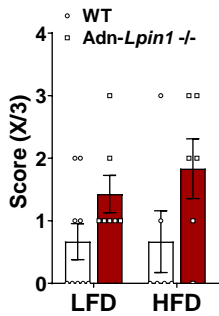

## Lobular inflammation

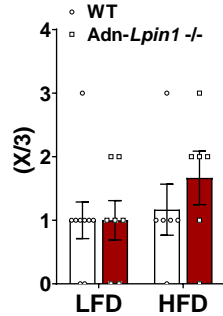

## Ballooning

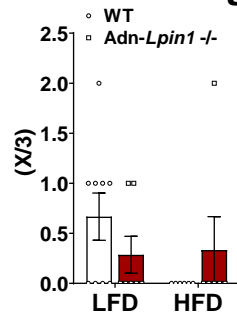

## NAFL score

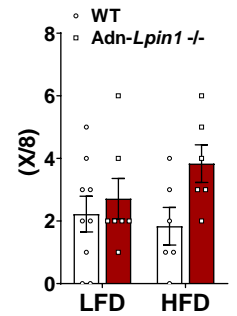

Supplemental Data Figure 9: Loss of adipocyte *Lpin1* increases early signs of hepatic fibrosis, matrix remodeling, and inflammation.

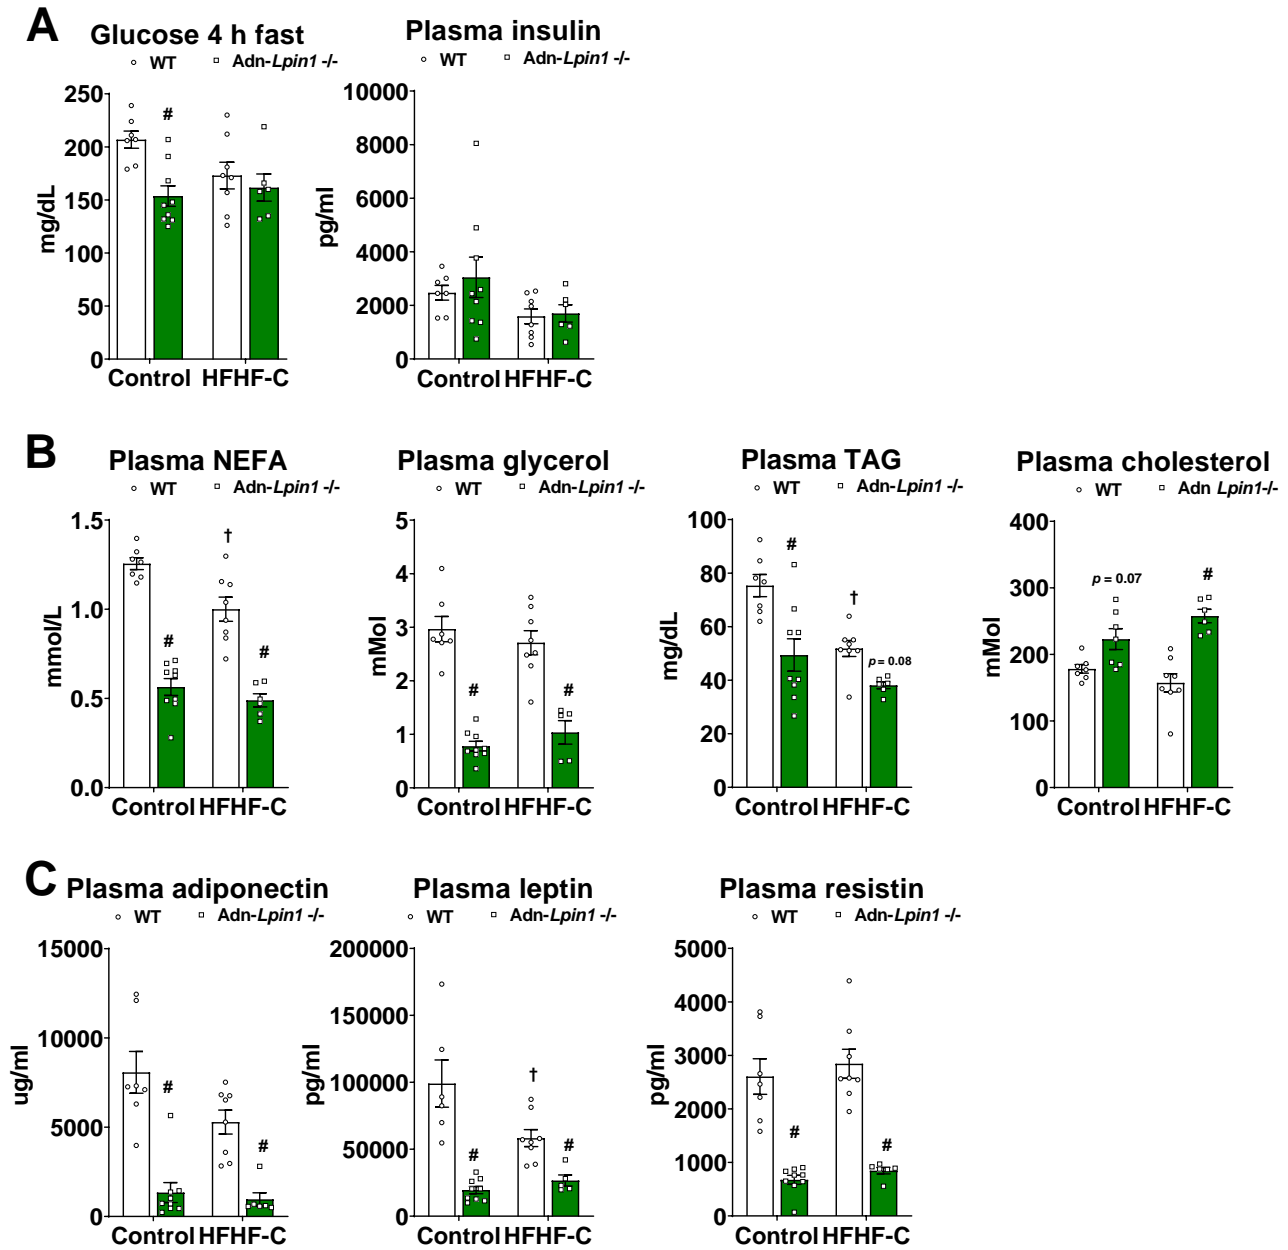

Supplemental Data Figure 10: Plasma characteristics of mice fed a NASH-inducing diet.

# Supplementary material for: Adipocyte lipin 1 expression associates with human metabolic health and regulates systemic metabolism in mice
**Source:** J Clin Invest. 2024 Oct 15;134(23):e169722. doi: 10.1172/JCI169722

Complete blots for Supplemental Data Figure 1A

Lipin 1  
rabbit, Santa Cruz  
Biotechnology, sc-  
98450

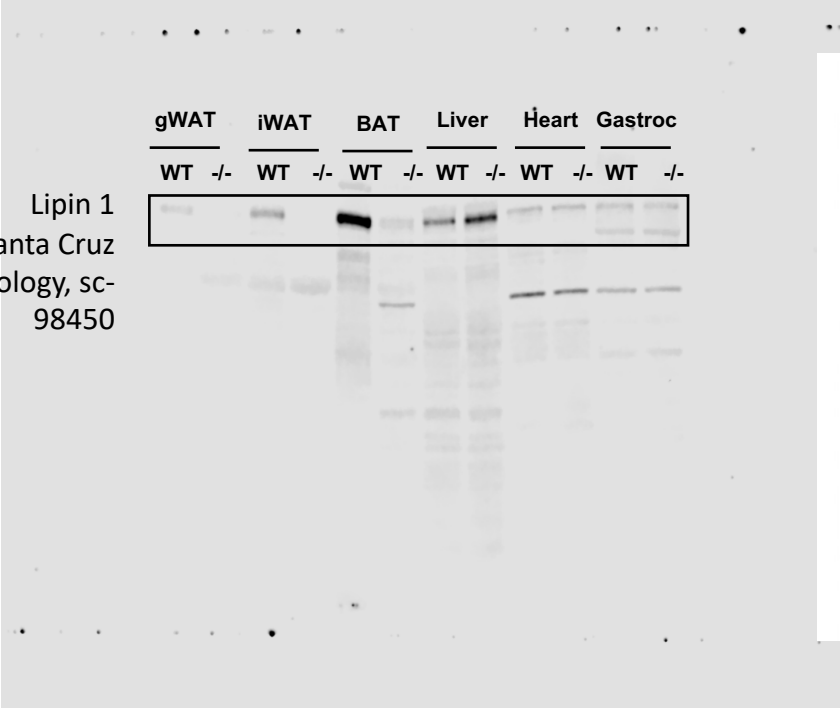

Total protein Amido Black

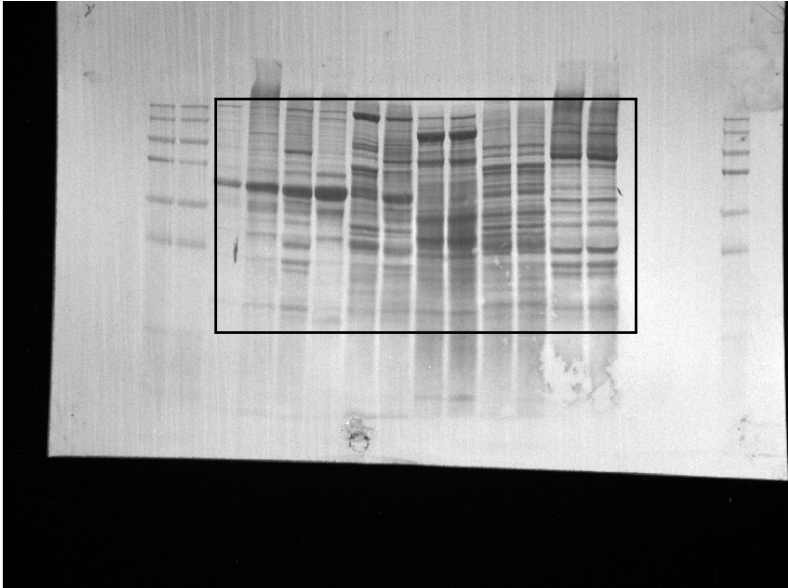

# Supplemental Data Figure 1B complete blots

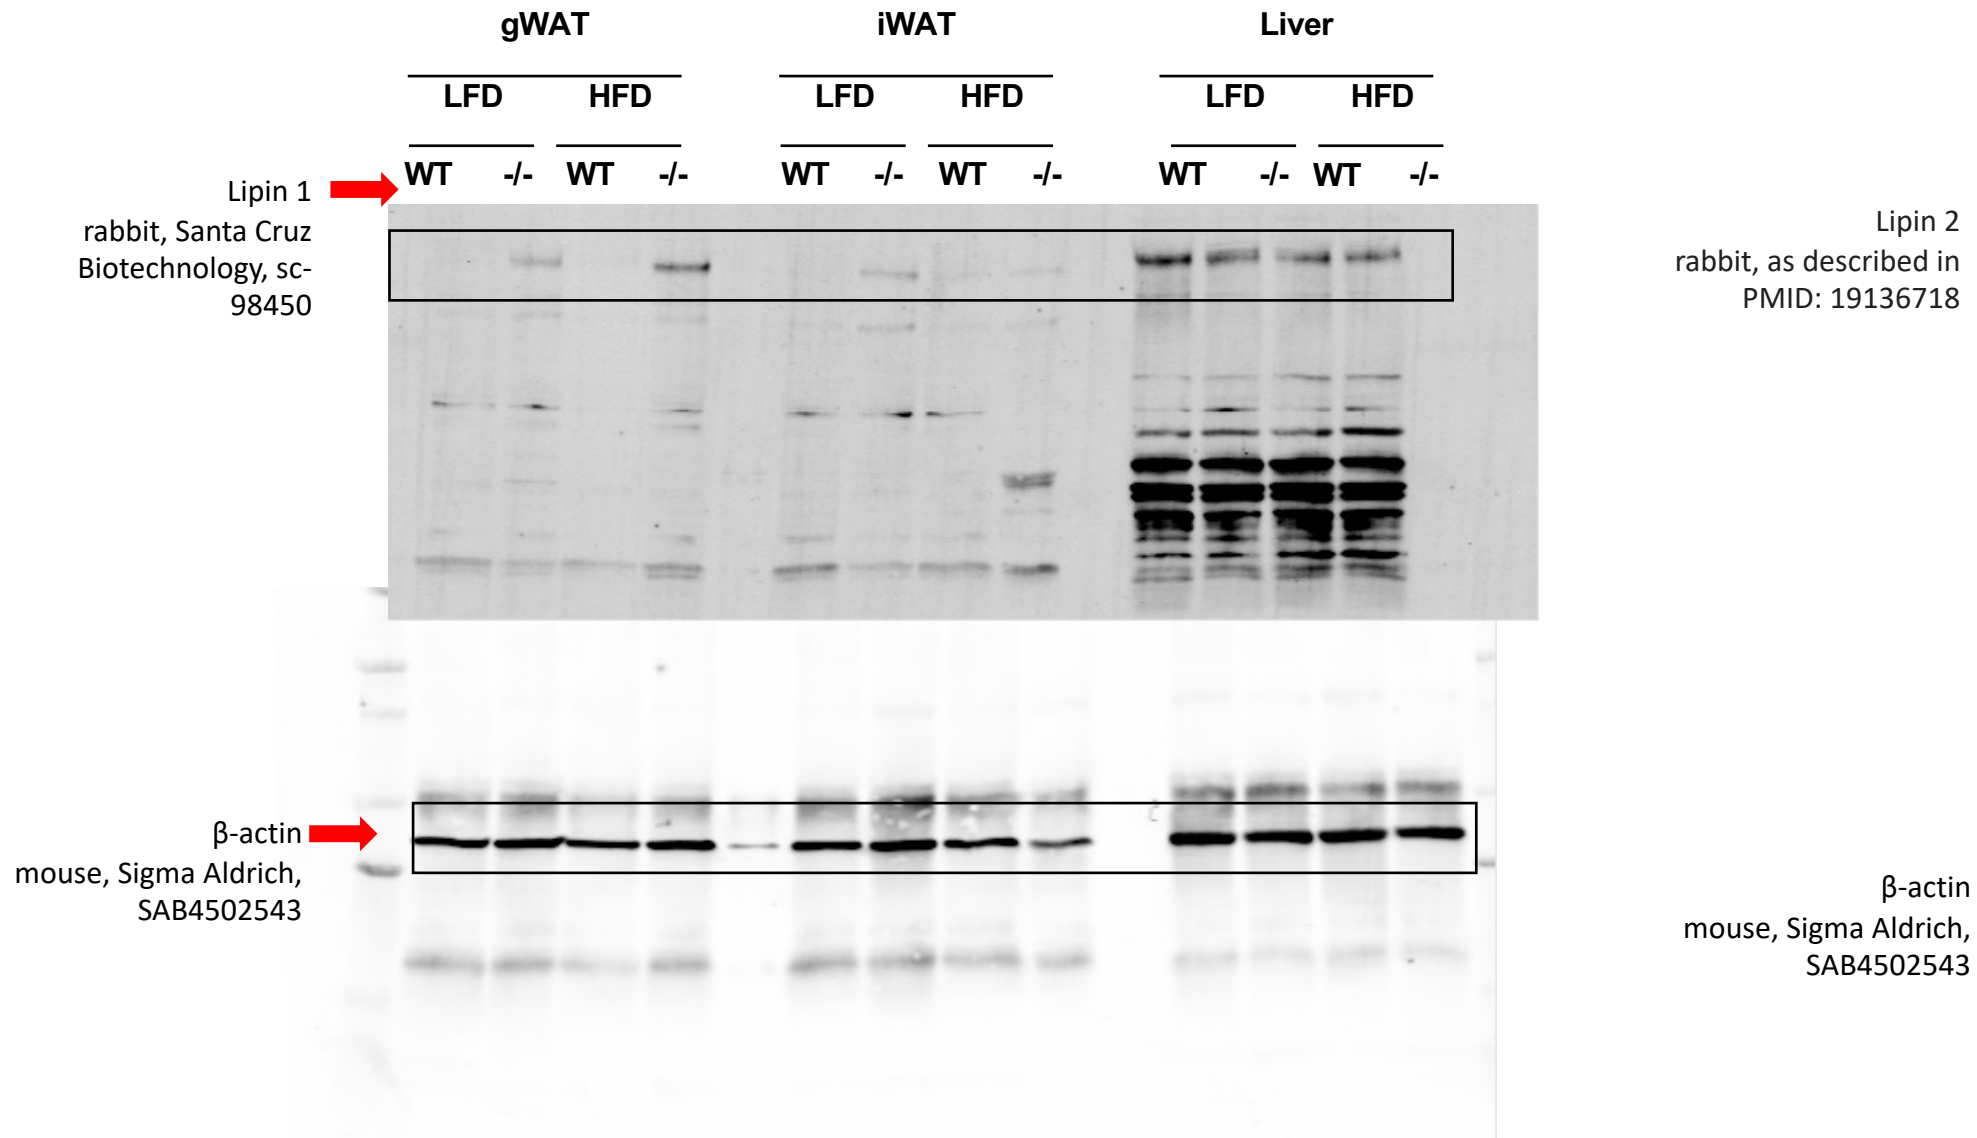

## Supplemental Data Figure 1B complete blots

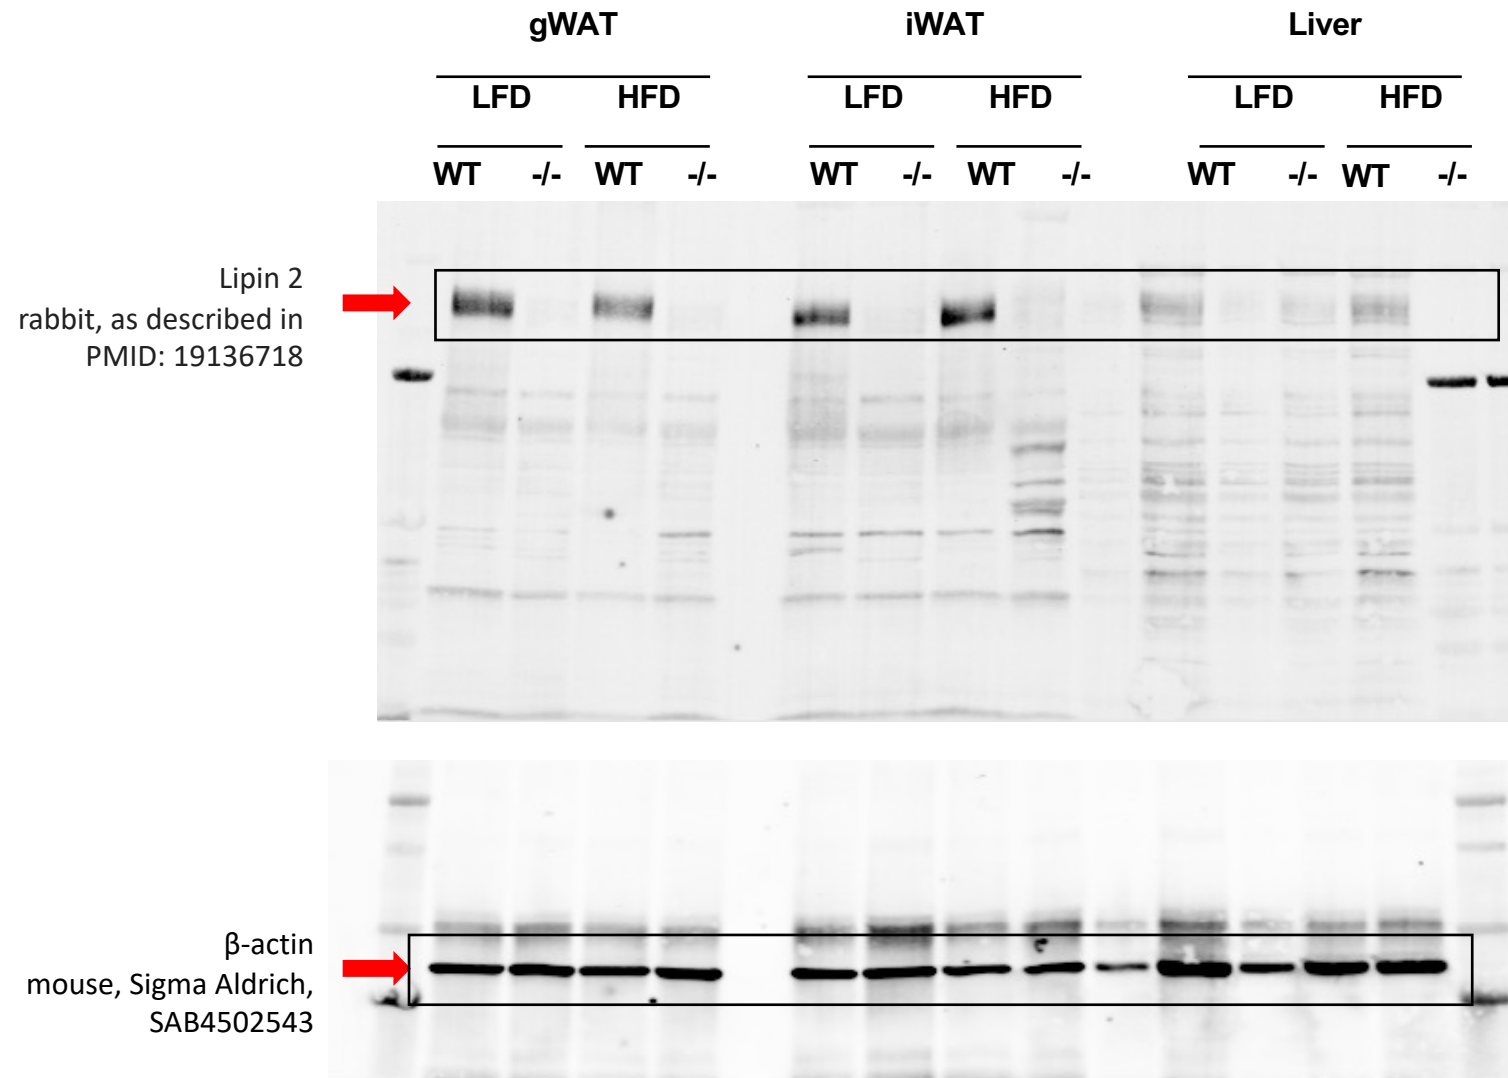

## Complete blots for Supplemental Data Figure 4E

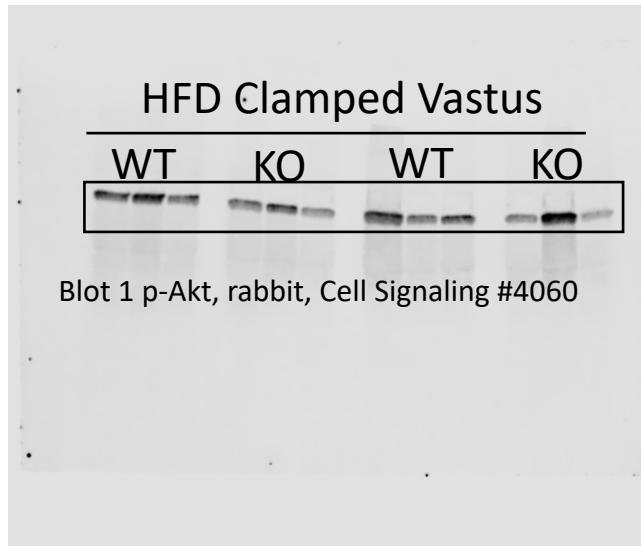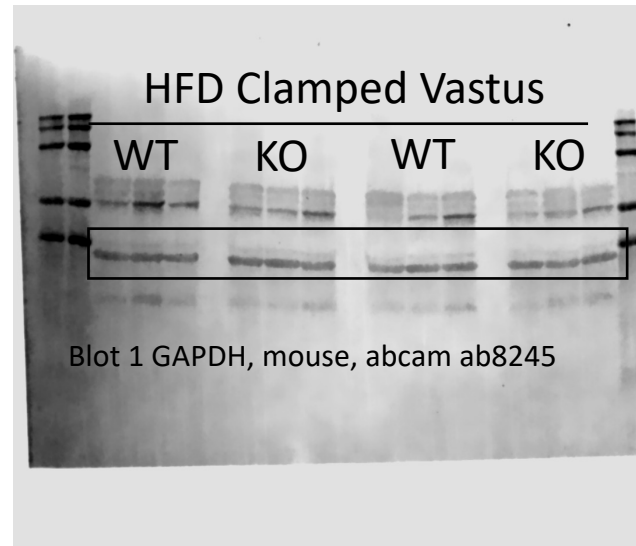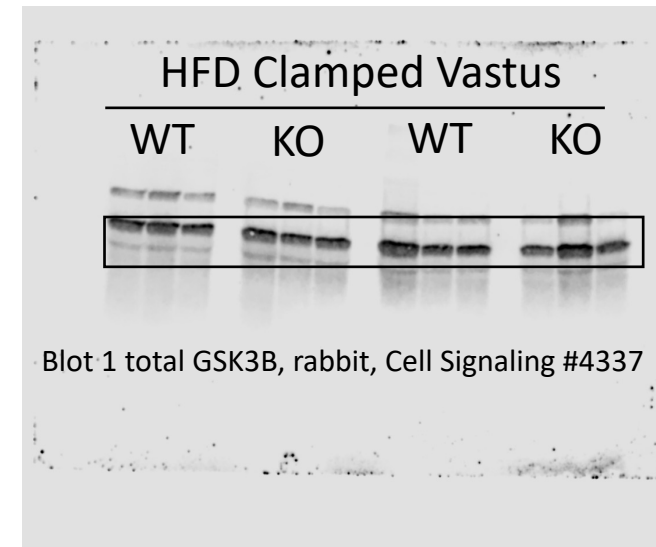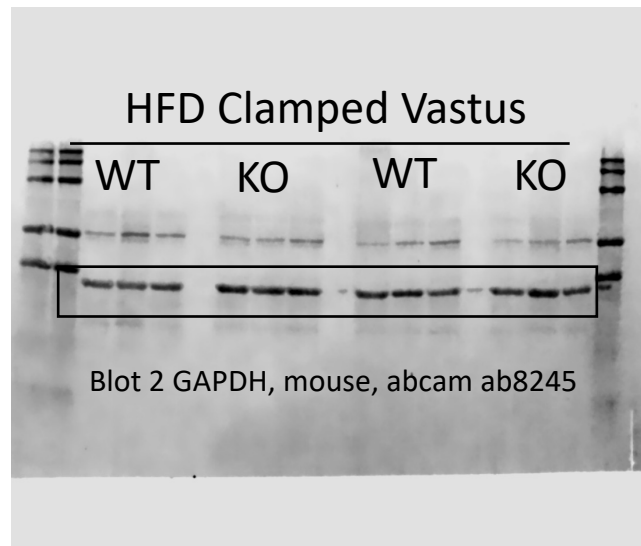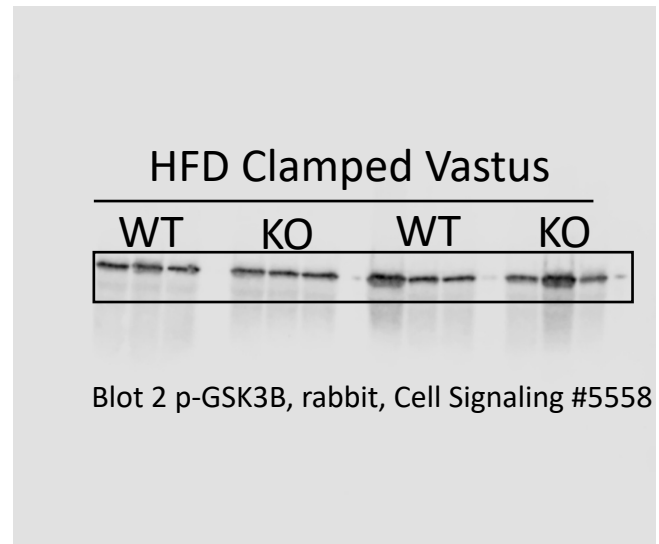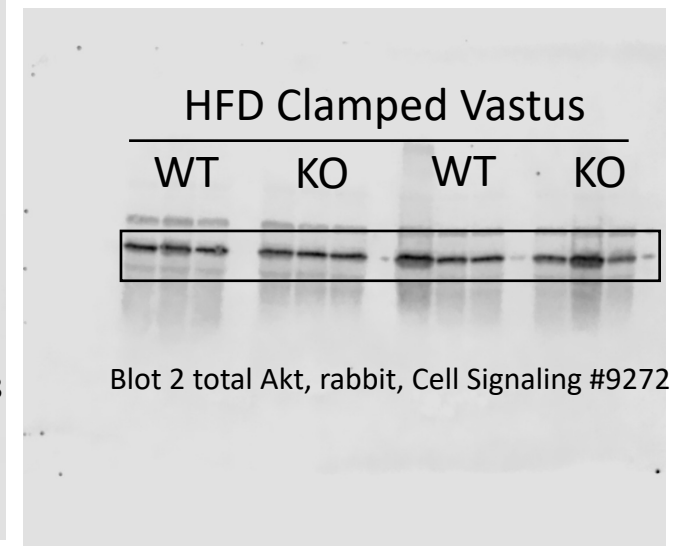

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

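Liver RNA of male WT and Adn-Lpin1-/- mice on an LFD or an HFD was sequenced in 24 libraries, 20 of single mice (5 in each of the 4 groups) and 4 of RNA pooled from the mice of a group. The authors aligned the reads to GRCm38 with STAR, counted reads on Ensembl release 76 genes with featureCounts, and deposited the raw count, the CPM and the RPKM of each of 41388 genes for each library. The deposited CPM and RPKM were looked at for their range only, and every value was computed from the deposited counts. Symbols were matched to 40254 of the gene identifiers (97.3%), and gene types and coordinates were taken from GENCODE mouse release 21 on GRCm38.

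Total counts of single mice ranged from 36260187 to 81072794, and the median total was 1.30 times as high in Adn-Lpin1-/- LFD as in WT LFD and 1.40 times as high in WT HFD as in WT LFD. The 355 rRNA genes were left out. The 13052 genes with over 1 CPM in at least 4 of the 20 libraries were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the mean of each group in 1 fit, the quasi-likelihood test and Benjamini-Hochberg adjustment, at a threshold of 0.05. The contrasts were genotype on each diet, diet in each genotype, and the difference of the genotype effect between the diets. Sets of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation beside it. Separation of the groups, single genes and eigengenes were tested by two-sided permutation of the mice, exact for comparisons of 5 mice with 5 and with 100000 permutations otherwise. Genes were clustered by Ward's method on counts transformed with DESeq2 1.42.0, which is simpler than the network analysis of the paper. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps. The tests were run first on simulated counts with 200 changed genes, of which edgeR recovered 182 with 10 false calls, DESeq2 185 with 25 and voom 181 with 5. With a simulated trend with GC content that differed between the genotypes, edgeR made 173 false calls, and 13 with the trend removed. That simulated difference was larger than the one in the real libraries.

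The alternatives set before the data were examined were DESeq2's size factors, DESeq2's Wald test, voom with quality weights, the pools as sixth libraries, voom with the pools, no limit on low counts, the default limit of edgeR, the exclusion of ribosomal protein and mitochondrial genes, a fit of only the 2 groups compared, the replicate number as a block, and each mouse left out in turn. Corrections for GC content and length, and thinning of the counts to the smallest total, were chosen after seeing the data.

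The genes named are those that the paper's text, Supplemental Table 2 or Supplemental Fig. 8 names, the markers measured by quantitative PCR, the 3 lipin genes, and, for each contrast, the 5 largest increases and the 5 largest decreases among called genes whose groups did not overlap and whose mean was at least 1 CPM. The lists were the collagen, ECM-receptor, lipogenic, stellate cell, macrophage, adipocyte, mesothelium, sex, substrain, lipin and quantitative PCR genes. The genes of Supplemental Fig. 8 and the genes that the paper's text names for the liver sequencing were lists too. The mesothelium list was written after its pattern was seen. Pooled libraries were left out of the tests as repeats of the same mice. Human samples, lipid measurements, plasma values and histology were not analysed here. The values of a particular gene of Supplemental Fig. 8, which enters the counts and medians over genes, and the genes and place of a chromosome segment are not reported here.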

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

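The tests of mislabelled mice, of depth against Cidea and its companions, of GC content, and of splits for the lipogenic genes between diets were chosen only after the result was seen.

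In 6 of 88 groups of 5 mice a single mouse lay far from the other 4, where chance gives 4.4. On principal component 2, mouse 5 of Adn-Lpin1-/- LFD was at 8.20 while the other 4 mice were between 18.8 and 22.1. Cidea was at 0.0986 CPM (4 counts) in mouse 5 of WT LFD and at 0 in the others. Scd2 was at 32.4 CPM in mouse 4 of WT HFD, against 9.48 to 14.7 CPM in the others. Pck1 was at 6459 CPM in mouse 4 of Adn-Lpin1-/- HFD, against 2418 to 3007 CPM. Cfd was at 2.71 CPM in mouse 5 of WT LFD, against 0.180 to 0.774 CPM, and at 35.9 CPM in mouse 5 of Adn-Lpin1-/- LFD, against 1.76 to 8.35 CPM. With a number so close to that of chance, no explanation was sought for single mice, and no biological explanation was tested.

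Cfd, an adipocyte gene, was higher in Adn-Lpin1-/- livers on the LFD (log2 fold change 3.76, standard error 1.18, adjusted p = 0.0377 from edgeR's quasi-likelihood test) and on the HFD (3.82, standard error 1.02, adjusted p = 0.0150). The groups overlapped on both diets (two-sided exact permutation tests, p = 0.0159 on the LFD and p = 0.0635 on the HFD). The call on the LFD was lost in 6 of the 20 fits that each left out a mouse, namely mouse 1, 2, 3 or 4 of WT LFD and mouse 2 or 5 of Adn-Lpin1-/- LFD, with an adjusted p = 0.151 without mouse 5 of Adn-Lpin1-/- LFD, the highest. It was also lost under voom with quality weights (adjusted p = 0.330) and with the pools added to it (adjusted p = 0.144), while the call on the HFD held in these fits. Adipose tissue carried along with the liver would bring Adipoq, Plin1, Lep and Retn too. Their summed CPM on the HFD was 0.0788 in Adn-Lpin1-/- and 0.248 in WT, a ratio of 0.318, while that of Cfd was 15.6. The ratio of 0.318 rests on few counts, with Adipoq at 1 to 4 per Adn-Lpin1-/- HFD mouse and 2 to 41 per WT HFD mouse. In Adn-Lpin1-/- HFD mice Cfd had 314 to 12304 counts, Plin1 and Lep 0 to 3 and Retn 0 to 6. Such low counts beside Cfd argue against adipose tissue as the source on the HFD. The paper reports lower Adipoq in Adn-Lpin1-/- adipose tissue, which limits Adipoq as a marker. Fabp4, another gene of the adipocyte list, was called higher in Adn-Lpin1-/- on both diets and goes the other way.

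The genotype effect on the 8 lipogenic genes differed between the diets in limma's camera test, with all 8 genes lower in the difference. The camera p = 3.78e-05 is smaller than chance would give for independent genes, but in a permutation of the mice 13 of 100 splits gave one as small, so chance was not excluded. Fry (unadjusted p of 0.111) and an estimated correlation (0.110) did not call it. The stellate cell genes differed in the same way (camera p = 0.00548, fry p = 0.307, estimated correlation p = 0.301), with all 10 genes lower in the difference. Both sets are of genes that vary together between mice, which the preset correlation of 0.01 does not allow for, and no gene of either set was called singly for the difference.

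Ddx3y and Uty, genes of the Y chromosome that the paper does not discuss, were lower in Adn-Lpin1-/- livers. The log2 fold change of Ddx3y was -0.42 on the LFD (standard error 0.11, adjusted p = 0.0155 from edgeR's test) and -0.78 on the HFD (adjusted p = 0.000142), and that of Uty was -0.56 (standard error 0.13, adjusted p = 0.00823) and -0.76 (adjusted p = 0.000819). After removal of each library's trend with GC content, the larger adjusted p of the pair was 0.00303 on the HFD, which argues against that trend as the whole cause there. On the LFD Ddx3y was at -0.21 and no longer past the threshold (adjusted p = 0.139), while Uty was at -0.35 and past it (adjusted p = 0.0369), but not with length corrected too (adjusted p = 0.0612). The trend and the genotype cannot be told apart on the LFD, because the trend differs with genotype and the call of Uty depends on the correction.

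Among genes that the paper does not discuss, Dop1b (log2 fold change 0.94), Fam25c (1.00), Pmm1 (1.09), 4930480G23Rik (1.11) and Meg3 (1.59) were higher on the HFD in WT, and Sema5b (1.74) and Enho (2.17) were higher on the HFD in Adn-Lpin1-/-. Their adjusted p values from edgeR's test were between 0.0118 (Dop1b) and 0.0456 (Fam25c). Fam25c lost its call in 17 of the fits that each left out a mouse, Pmm1 in 4, Sema5b in 7 and Enho in 4, and Meg3 lost it without mouse 3 of WT HFD. 4930480G23Rik is annotated as antisense, so reads of the gene on the other strand leave its level uncertain. Diet is the only difference that the design names for these genes, and it was not tested further.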

How the results depend on the processing

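The GC and length corrections and the thinning of counts were chosen only after the result was seen. The cause was not tested for the changes given here, apart from the larger numbers of calls with the pools, for which 10 simulations of counts without any change gave a mean of 17.2% of genes an unadjusted p under 0.05 under voom with the pools and 4.99% without them.

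Of the alternatives, voom with quality weights and the pools as sixth libraries moved the counts of called genes most: 4149 genes by genotype on the LFD against 1877, 4624 on the HFD against 2434, 1934 by diet in WT against 144, 2327 by diet in Adn-Lpin1-/- against 321, and 198 for the difference between the diets against 0, where 938 genes had an unadjusted p under 0.05. In the 10 simulations without any change, voom with the pools called a mean of 113.5 genes for the difference between the diets. The pools alone gave 2996, 3698, 690, 937 and 4. DESeq2's Wald test gave 400 genes by diet in WT, 577 in Adn-Lpin1-/- and 30 for the difference, and voom with quality weights 670 by diet in WT. Comparing only the 2 groups gave 72 genes by diet in WT and 161 in Adn-Lpin1-/-. At 4-fold, against 38 genes on the LFD and 46 on the HFD, 92 and 102 passed with no limit on low counts, and 70 and 80 with edgeR's default limit, where more genes were tested, and 59 passed on the LFD under voom with the pools.

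The replicate numbers are shared between groups. The 30 same-numbered pairs had a mean correlation of -0.023 in their deviations, against 0.0056 for the 120 other pairs, so the numbers do not pair the mice. With the replicate block, 90 genes were called by diet in WT against 144. Of the genes named, Col1a1 and Timp3 on the HFD, Cfd on the LFD, Gm6166, Gm14328, Fam25c and Pmm1 by diet in WT, and Sema5b, Enho and Cyp2b9 by diet in Adn-Lpin1-/- were not called with the block, with values from adjusted p = 0.0503 (Pmm1) to adjusted p = 0.0831 (Cfd) in edgeR's test.

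Across the 20 fits that each left out 1 mouse, 1210 (without mouse 3 of WT LFD) to 1959 genes were called by genotype on the LFD, 27 to 57 of them at 4-fold, and 1475 (without mouse 2 of Adn-Lpin1-/- HFD) to 2756 on the HFD. By diet it was 55 (without mouse 3 of WT HFD) to 289 (without mouse 5 of WT LFD) in WT, and 123 (without mouse 3 of Adn-Lpin1-/- LFD) to 378 in Adn-Lpin1-/-.

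With an estimated correlation, the p of the set tests was 0.0559 for collagen, 0.164 for ECM-receptor and 0.291 for lipogenic genes on the LFD and 0.0870 for ECM-receptor genes on the HFD, and fry gave 0.0772 for the lipogenic genes on the LFD. Without a mouse, the camera p of the lipogenic genes on the HFD was 0.0945 to 0.934, and the direction reversed without mouse 4 of WT HFD or mouse 5 of Adn-Lpin1-/- HFD.

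The groups held 43.8% of the variation with the pools. The eigengene difference of Adn-Lpin1-/- LFD for the Col1a1 cluster was 1.07 with 25 clusters, 1.00 with a signed correlation and 0.91 with topological overlap, all past no threshold. With 10 clusters it was -1.08 for WT HFD, now past it, and 1.00 for Adn-Lpin1-/- HFD, no longer past it. Without a mouse, and with the cluster built again, it ranged from -1.46 to -1.02 in WT LFD, 0.76 to 1.41 in Adn-Lpin1-/- LFD, -1.18 (without mouse 4 of WT LFD) to -0.65 in WT HFD and 0.85 to 1.45 in Adn-Lpin1-/- HFD. The lipogenic eigengene difference of WT LFD ranged from -0.0591 (without mouse 5 of WT LFD) to 0.39.

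Over genes of at least 10 CPM, the pool lay inside the range of its mice for 84.0% of genes in WT LFD, 88.6% in Adn-Lpin1-/- LFD, 88.8% in WT HFD and 84.6% in Adn-Lpin1-/- HFD, and with total library sizes for 84.5% in Adn-Lpin1-/- HFD.

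Of the lipogenic genes on the HFD, Acly, Acacb, Scd2, Scd3 and Scd4 changed sign under settings other than leaving out a mouse. Acly was -0.0522 under voom, -0.0153 with the GC correction and -0.0540 with the GC and length correction. Acacb was -0.0867 under voom, -0.00865 with voom and pools, -0.0678 with the GC correction and -0.0809 with the GC and length correction. Scd2 was -0.00234 under voom, -0.00629 with no limit on low counts, -0.0220 with edgeR's default limit, -0.00136 without ribosomal protein and mitochondrial genes, -0.00821 with the GC correction and -0.0455 with the GC and length correction. Scd3 was 0.00268 with the replicate block and 0.0484 with thinned counts. Scd4 was -0.227 under voom, -0.186 with the pools, -0.366 with voom and pools and -0.00677 with the GC and length correction. Reads shared among the Scd genes leave each uncertain.

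Leaving out a mouse moved the log2 fold changes on the HFD over 0 for Acly (-0.22 to 0.20), Fasn (-0.70 to 0.0258), Acaca (-0.37 to 0.0468), Acacb (-0.17 to 0.32), Scd1 (-0.38 to 0.10), Scd2 (-0.18 to 0.43), Scd3 (-0.22 to 0.26), Scd4 (-0.20 to 0.30), G6pc (-0.54 to 0.0274) and Lpin1 (-0.0264 to 0.69).

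Of 85 results for single genes, 47 kept their direction and side of the threshold under all settings, 33 changed under at least 1 alternative other than leaving out a mouse, and 25 changed in at least 1 fit without a mouse.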

Differences from the paper's values

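The settings compared here were set before the data were examined, apart from the GC correction, the GC and length correction and the thinning of counts, which were chosen only after the result was seen.

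Of the 126 log2 fold changes of the paper's table that could be compared, 16 differed from the paper's by more than the standard error. By genotype on the LFD they were those of Ephb2 (3.17 against the paper's 4.32), Cyp2b10 (1.71 against the paper's 2.68), 1700023H06Rik (-4.21 against the paper's -3.27), Gm11695 (1.47 against the paper's 2.22), Mfap4 (1.62 against the paper's 2.10), Fam180a (1.61 against the paper's 2.08) and Igfbp6 (1.17 against the paper's 2.02). By genotype on the HFD they were those of Obox4-ps2 (-1.41 against the paper's -2.21), Mup9 (3.37 against the paper's 2.66) and Gsta1 (1.65 against the paper's 2.46). By diet in Adn-Lpin1-/- it was that of Pnpla5 (-3.74 against the paper's -4.91). By diet in WT they were those of Cyp2b9 (2.57 against the paper's 4.35), Cyp2b10 (2.79 against the paper's 3.71), 4930452B06Rik (-1.72 against the paper's -2.09), Igfbp6 (1.48 against the paper's 2.49) and Moxd1 (-2.18 against the paper's -3.60).

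Voom with quality weights and the pools as sixth libraries, the test and n of the paper's methods, brought all 16 within the error. Voom with quality weights alone brought in 13, all but 1700023H06Rik, Mfap4 and 4930452B06Rik, and the pools alone brought in only those 3. The replicate block brought in 6 (Gm11695, Fam180a, Mup9, Gsta1, Cyp2b9 and Moxd1), and a fit of only the 2 groups 3 (Fam180a, Igfbp6 on the LFD and Mup9). Other values left the error in these settings. In all, 6 of the 126 differed under voom alone, 15 with the pools alone, 11 with the block and 18 with only the 2 groups. DESeq2's Wald test, DESeq2's size factors, no limit on low counts, edgeR's default limit and the exclusion of ribosomal protein and mitochondrial genes brought in 0 of them. At least 1 of the fits that left out a mouse brought in 13, all but Ephb2, Cyp2b9 and Moxd1. Thinning the counts, chosen after seeing the values, brought in 1700023H06Rik (-4.04, standard error 0.78). Mup9, the Cyp2b genes and Obox4-ps2 belong to families or pseudogenes that share reads, so their values are uncertain.

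Of the 126, 28 were not past the threshold here. On the LFD these were Cyp2b10, Cyp4a14, Cd36, Mmp12, Themis, Zfp979, Gm11695, A4gnt, Slc35f2 and Igfbp6. On the HFD they were Obox4-ps2, Capn11, Ephb2, Gsta1 and Cyp2b9, by diet in Adn-Lpin1-/- Capn11, Adgrf1, Cfd, Cyp2b10, 2310034O05Rik and Moxd1, and by diet in WT Cyp2b9, Cyp2b10, Capn11, Gm14236, Igfbp6, Upk3b and Moxd1. Voom with quality weights and the pools called 23 of the 28, all but Cyp2b10 and A4gnt on the LFD, Capn11 and Moxd1 by diet in Adn-Lpin1-/-, and Cyp2b9 by diet in WT. A4gnt and Cyp2b9 were called without mouse 5 of WT LFD, and Moxd1 by diet in Adn-Lpin1-/- with only the 2 groups. Cyp2b10 on the LFD and Capn11 by diet in Adn-Lpin1-/- were called in no setting.

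The pools alone called 16 (Cyp4a14, Cd36, Mmp12, Themis, Zfp979 and Gm11695 on the LFD, Obox4-ps2, Capn11, Ephb2 and Gsta1 on the HFD, Adgrf1, Cfd, Cyp2b10 and 2310034O05Rik by diet in Adn-Lpin1-/-, and Cyp2b10 and Gm14236 by diet in WT). Voom alone called 5 (Cyp4a14, Cd36, Gm11695, Obox4-ps2 and Gsta1). DESeq2's Wald test called 6 (Cd36, Mmp12, Themis, Obox4-ps2, 2310034O05Rik and Cyp2b10 by diet in WT), the replicate block 3 (Cd36, Capn11 on the HFD and Gsta1), and the 2 groups alone 6 (Mmp12, Ephb2, Gsta1, 2310034O05Rik, Moxd1 by diet in Adn-Lpin1-/- and Gm14236). Of all 126 values, 98 were past the threshold in the main fit. The number was 114 with the pools, 94 under voom alone, 102 under DESeq2's Wald test, 90 with the block and 101 with the 2 groups alone. The fits that left out a mouse called between 0 and 10 of the 28 each, with 10 without mouse 5 of WT LFD. Among the settings chosen after seeing the values, both GC corrections called Cd36 on the LFD and thinned counts called Obox4-ps2 on the HFD.

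The paper states that Pck1 and G6pc were significantly upregulated in Adn-Lpin1-/- livers. Here Pck1 was not called by genotype in any setting (log2 fold change 0.41 on the LFD and 0.54 on the HFD). G6pc was not called on the LFD (log2 fold change 0.83), except with the pools, with voom and the pools, with only the 2 groups, and without mouse 5 of WT HFD, and it was -0.32 on the HFD. Adjusted only over the 14 genes that the paper's text names for the liver sequencing, G6pc was past the threshold on the LFD.

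The paper places most upregulated genes in its largest module. Here the cluster of Col1a1 was not the largest, at rank 2 of 16, except with a signed correlation or topological overlap, and it held 38.1% of the genes called higher on the LFD and 20.2% of those called higher on the HFD. Among the genes called at least 4-fold higher, it held 13 of 25 on the LFD (52.0%) and 14 of 31 on the HFD (45.2%).

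For the genes of Supplemental Fig. 8, only Insr was called by genotype here. The paper names a 2-way ANOVA with Tukey's comparisons for that figure, while calls here were adjusted over all genes tested. On the LFD, DESeq2's Wald test also called Akt2, the pools Acly and Akt2, and voom with the pools genes that included Acacb, Acadm, Acly, Aco1, Akt2, Fasn, Nr1h3, Pdha1, Scd1, Scd2 and Scd3. On the HFD, DESeq2's Wald test and the pools also called Akt2 and Mlxipl, edgeR's default limit Akt2, and voom with the pools Akt2, Mlxipl and Nr1h3. Akt2 was also called on the LFD without mouse 4 of Adn-Lpin1-/- LFD, and on the HFD without mouse 2 or 5 of WT LFD or mouse 1 or 4 of WT HFD. Mlxipl was called on the HFD without mouse 5 of WT LFD, mouse 5 of Adn-Lpin1-/- LFD, or mouse 1 or 2 of Adn-Lpin1-/- HFD. The GC correction, chosen after seeing the values, called Akt1, Akt2 and Nr1h3 on the LFD and Akt2 and Nr1h3 on the HFD, and with length corrected too, Aco1 as well on the LFD.

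The paper describes the lipogenic genes as highest in Adn-Lpin1-/- LFD, and here too all 8 had their highest mean in that group. There was no difference in that ranking, but none of the 8 genes was called singly by genotype on the LFD. The pools alone called Acly, and voom with the pools called Acacb, Acly, Fasn, Scd1, Scd2 and Scd3.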

Other observations

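The tests of GC content, mesothelium, mislabelled mice, depth against Cidea and its companions, even counts, chromosome segments, and splits by unadjusted p were chosen only after the result was seen.

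Of the genes measured by quantitative PCR, Timp1 was under the limit on low counts and 6 were tested. Timp3 was higher in Adn-Lpin1-/- by a log2 fold change of 1.24 on the LFD (standard error 0.26, adjusted p = 0.00335 from edgeR's quasi-likelihood test) and 0.80 on the HFD (standard error 0.25, adjusted p = 0.0308). Cd68 was higher by 0.59 (adjusted p = 0.0539) and 0.82 (adjusted p = 0.00790), and Il1b by 1.03 (adjusted p = 0.130) and 1.51 (adjusted p = 0.0230). Spp1 was higher by 0.75 (adjusted p = 0.128) and 0.66 (adjusted p = 0.160), and Tgfb1 by 0.44 (adjusted p = 0.253) and 0.66 (adjusted p = 0.0627). The call of Timp3 on the HFD was lost without mouse 1, 2 or 5 of WT HFD or mouse 1, 2 or 3 of Adn-Lpin1-/- HFD (highest adjusted p = 0.0820, without mouse 1 of Adn-Lpin1-/- HFD). That of Il1b on the HFD was lost without mouse 1 or 3 of WT HFD or mouse 2 of Adn-Lpin1-/- HFD (highest adjusted p = 0.104, without the last), and with only the 2 groups compared (adjusted p = 0.0549). Cd68 was called on the LFD without mouse 1 of WT LFD, mouse 1 or 4 of Adn-Lpin1-/- LFD, or mouse 2 or 4 of Adn-Lpin1-/- HFD (lowest adjusted p = 0.0286, without mouse 2 of Adn-Lpin1-/- HFD), and Tgfb1 on the HFD without mouse 3 of WT LFD (adjusted p = 0.0444) or mouse 5 of Adn-Lpin1-/- LFD (adjusted p = 0.0378). DESeq2's Wald test also called Cd68 on the LFD and Tgfb1 on the HFD, and so did the pools and voom with the pools, which called Il1b and Spp1 on the LFD too. Spp1 on the HFD was called under voom with the pools, and Tgfb1 on the HFD with only the 2 groups compared and with thinned counts. With Col1a1, 2 of the 6 were called on the LFD and 4 on the HFD, and adjusted over the list alone 5 and 5.

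In other lists, 1 macrophage gene of 10 (Gpnmb) was called by genotype on the LFD and 5 on the HFD (adjusted over the list alone 7 and 6). Of 3 tested adipocyte genes, Fabp4 and Cfd were called on both diets. Of 4 tested sex genes, 2 were called on the LFD and 3 on the HFD, all lower in Adn-Lpin1-/-. No lipin gene was called, and 2 (Lpin2 and Lpin3) passed on the LFD adjusted over the list alone. Of 4 tested mesothelium genes 0 were called on either diet, and 3 passed on the LFD adjusted over the list alone, where 3 had an unadjusted p under 0.05.

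For each comparison of 2 groups, 100 of the 126 splits of the 10 mice into 5 and 5, the real one included, were compared. For the difference between the diets, 100 of 31752 were. As many called genes came from 1 split, the real one, for genotype on the LFD, on the HFD and at 4-fold on each, and for diet in WT. The most that another split gave was 670 genes on the LFD, 316 on the HFD and 3 for diet in WT. For diet in Adn-Lpin1-/-, 2 splits gave as many, and the highest of the others was 367. For the difference between the diets, where 0 genes were called, each of the 100 splits must give as many, so that count decides nothing. An unadjusted p under 0.05 was reached by 938 genes, and 17 of the 100 splits gave as many (median of the others 545), so chance was not excluded. A camera p as small came from 7 splits for collagen genes on the LFD and 10 on the HFD, from 14 and 18 for ECM-receptor genes, and from 26 and 83 for lipogenic genes, so chance was not excluded for these sets.

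Genes with low GC content were lower in Adn-Lpin1-/-. Among the 1299 genes of lowest GC content, 17 were called higher and 320 lower on the LFD, and 35 and 335 on the HFD. The slope of log2 counts with GC content differed between the genotypes by 0.150 on the LFD and 0.163 on the HFD, in log2 per 10 percentage points of GC content (two-sided exact permutation tests, p = 0.00794 each). A difference in library preparation and an effect of genotype cannot be told apart here, because the slope differs with genotype on both diets. The pools, separate libraries of the same RNA, had slopes of -0.0738 in WT LFD, 0.0578 in Adn-Lpin1-/- LFD, -0.128 in WT HFD and -0.0231 in Adn-Lpin1-/- HFD, where the 5 mice lay between 0.0318 and 0.164. The last pool thus had the sign opposite to that of its mice, but a single library decides neither explanation. After removal of the trend, 1330 of the genes called on the LFD and 1624 of those on the HFD were still called, which argues against the trend as the whole cause. With all libraries thinned to the smallest total, 1785 and 2289 genes were called, 1704 and 2153 of them also called without thinning, which argues against depth.

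Passenger DNA near the transgene or the floxed allele would put called genes on few segments. The 1013 genes changed in the same direction on both diets lay on 22 chromosomes and scaffolds, and the fullest 10 Mb held 19 of them (1.88%), which argues against passenger DNA as the whole cause. These genes formed 487 adjacent pairs with starts within 1 Mb of each other. In 1000 random sets of the same size the mean was 496 pairs (one-sided permutation p = 0.764). In sets matched on GC content and level it was 476 pairs (one-sided permutation p = 0.184). A count over the genome cannot show a single segment. Among segments of 10 Mb with at least 20 tested genes, the largest excess of these genes was seldom reached in any segment of random sets matched on GC content and level (one-sided permutation p = 0.0040, and p = 0.00599 with at least 10 tested genes). That segment and Lpin1 lie on different chromosomes, which argues against DNA beside the floxed allele as its source. Passenger DNA beside the transgene and an effect of genotype cannot be told apart there, because such DNA goes with the genotype and the place of the transgene was not analysed here. Within 10 Mb of Lpin1, 6 of 50 tested genes were changed (one-sided permutation p = 0.157), where 7.76% of all tested genes were.

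Of 4 genes that differ between C57BL/6 substrains (Wdfy1, Entpd4, Nnt and Ide), 0 separated the genotypes in every mouse on both diets. This argues only against genotypes of wholly different substrains. The controls were littermates, and a background mixed within both genotypes would be missed by this count. The Cre line's name in the paper includes FVB, and these genes do not test for FVB DNA. Of the 4 genes, 1 had an unadjusted p under 0.05 on the LFD and 0 on the HFD.

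Counting the pools as sixth libraries gave more calls. In 10 simulations of counts without any change, a mean of 4.99% of genes had an unadjusted p under 0.05 without the pools and 17.2% with them under voom with quality weights, and 10.0% with them under edgeR. At the threshold, voom with the pools called a mean of 142.9 genes, edgeR with the pools 1.4 and voom without them 0. For the difference between the diets, voom with the pools called a mean of 113.5, against 198 in the real libraries. A candidate explanation is therefore that a pool repeats the mice it holds. A first simulation with pools free of noise was replaced after its result was seen by this one, in which noise was added to the pools. The match was not exact, since the squared distance of a pool from its mice, over their variance, had a mean of 0.657 in the simulations and of 0.496 in the real pools.

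Cidea was near 0 in some Adn-Lpin1-/- mice, at 6 counts in a mouse on the LFD and 16 in a mouse on the HFD. Of the called genes, other than Cidea, that separated the genotypes on the other diet (1273 for the LFD mice and 1103 for the HFD mice), at least 61.6% were nearer to Adn-Lpin1-/- in every Adn-Lpin1-/- mouse, and at most 29.1% in any WT mouse, which argues against mislabelled mice. Cidea, Cidec, Cfd and Col1a1 varied together among the 10 Adn-Lpin1-/- mice, with Pearson r between 0.817 and 0.977 over 6 pairs (adjusted permutation p between 0.000240 and 0.00625) and Spearman's rho between 0.794 and 0.952. Without the 2 mice farthest from the median, r was between 0.647 and 0.961. Their mean did not follow the library total (Pearson r = -0.141, permutation p = 0.696, rho = -0.261), which argues against depth. Severity of the phenotype in single mice stays open and was not tested.

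Upk3b and Igfbp6 were higher on the HFD in WT, by log2 fold changes of 2.21 and 1.48, and neither was called (adjusted p = 0.143 and adjusted p = 0.329 from edgeR's test). A candidate explanation is mesothelium sampled with the liver. Centred within groups, they varied with Msln and Krt19 across the 20 mice (Pearson r = 0.699, permutation p = 0.000520; rho = 0.735, permutation p = 0.000370), and r was 0.643 without the 2 mice farthest from the median. On the HFD in WT, Msln was higher by 1.79 but Krt19 by only 0.27. Neither was called (adjusted p = 0.258 and adjusted p = 0.816 from edgeR's test).

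Counts of 1 to 20 were mostly even, in at least 67.4% of cases in each of the 24 libraries and up to 72.6%, while counts over 1000 were even in 48.9% to 50.9%. A candidate explanation is that both reads of a pair were counted separately, in which case the totals of the libraries could be higher than the number of fragments.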
